# Qki activates Srebp2-mediated cholesterol biosynthesis for maintenance of eye lens transparency

**DOI:** 10.1038/s41467-021-22782-0

**Published:** 2021-05-21

**Authors:** Seula Shin, Hao Zhou, Chenxi He, Yanjun Wei, Yunfei Wang, Takashi Shingu, Ailiang Zeng, Shaobo Wang, Xin Zhou, Hongtao Li, Qiang Zhang, Qinling Mo, Jiafu Long, Fei Lan, Yiwen Chen, Jian Hu

**Keywords:** Sterols, Chaperones, Lens diseases

## Abstract

Defective cholesterol biosynthesis in eye lens cells is often associated with cataracts; however, how genes involved in cholesterol biosynthesis are regulated in lens cells remains unclear. Here, we show that Quaking (Qki) is required for the transcriptional activation of genes involved in cholesterol biosynthesis in the eye lens. At the transcriptome level, lens-specific Qki-deficient mice present downregulation of genes associated with the cholesterol biosynthesis pathway, resulting in a significant reduction of total cholesterol level in the eye lens. Mice with Qki depletion in lens epithelium display progressive accumulation of protein aggregates, eventually leading to cataracts. Notably, these defects are attenuated by topical sterol administration. Mechanistically, we demonstrate that Qki enhances cholesterol biosynthesis by recruiting Srebp2 and Pol II in the promoter regions of cholesterol biosynthesis genes. Supporting its function as a transcription co-activator, we show that Qki directly interacts with single-stranded DNA. In conclusion, we propose that Qki-Srebp2–mediated cholesterol biosynthesis is essential for maintaining the cholesterol level that protects lens from cataract development.

## Abstract (web summary)

Eye lens cells are highly enriched in cholesterol that sustains lens transparency, and disruption of cholesterol biosynthesis leads to cataracts. The authors show that cholesterol biosynthesis regulated by Qki is essential for maintenance of membrane integrity of lens cells and proper protein folding.

## Introduction

Cholesterol is an essential building block of mammalian cell membranes and plays an important role in multiple cellular functions, such as membrane raft signaling transduction^1^, intracellular vesicle trafficking^2^, and cell growth^3^. Cells obtain cholesterol through cholesterol biosynthesis and cholesterol uptake^2,4^. Whereas most tissues use both of these mechanisms to meet the needs for cellular cholesterol^2^, some cholesterol-rich tissues, such as eye lens and brain, in which the supply of cholesterol from plasma lipoproteins is stringently limited, depend extensively on de novo cholesterol biosynthesis^5,6^. However, how these tissues meet the high demand for cholesterol biosynthesis remains largely unknown.

Sterol regulatory element-binding protein 2 (SREBP2) is the major transcription factor that regulates cholesterol biosynthesis^7^. A number of proteins are suggested to regulate the processing and transcriptional activity of SREBP2 in the liver, such as SREBP cleavage-activating protein (SCAP), progestin and adipoQ receptors 3 (PAQR3), CREB-binding protein (CBP), hepatocyte nuclear factor-4 (HNF-4), and small heterodimer partner (SHP)^8–12^. Although SREBP2 is ubiquitously expressed, SREBP2-mediated cholesterol biosynthesis seems to depend on different regulators in different tissues. For example, glycerol kinase 5 (GK5), a skin-specific kinase, regulates SREBP2 processing and controls cholesterol homeostasis in sebocytes, terminally differentiated epithelial cells in sebaceous glands that are required for normal hair follicle differentiation and cycling^13^. Hence, different tissues are impacted by dysregulated cholesterol biosynthesis to different extents. For instance, hypercholesterolemia often leads to cardiovascular diseases in humans^14^, whereas insufficient cholesterol levels caused by various hereditary mutations of cholesterol biosynthesis genes preferentially lead to cataracts in the eye lens^5^. Consistently, lipid composition analysis revealed that eye lens cells contain a larger portion of cholesterol than do other cell types, strongly implicating a high demand for cholesterol in the lens^15^. Therefore, studying cholesterol biosynthesis in the eye lens may identify transcriptional regulators of SREBP2 and provide insight into tissue-specific cholesterol homeostasis.

Maintaining the transparency of eye lens is essential to properly reflect light onto the retina. Crystallins are the most abundant and highly water-soluble lens proteins, which form a transparent lens structure. Particularly, α-crystallins function as molecular chaperons that facilitate proper folding of β- and γ-crystallins^16^. Aberrant folding of the crystallins leads to pathogenic protein aggregates, eventually manifesting as cataracts^17^. Therefore, studying how to enhance the function of chaperones, mainly α-crystallins in eye lens can be an effective strategy to develop noninvasive treatment for cataracts. Notably, recent studies demonstrated that lanosterol and other sterol derivatives could reduce crystallin aggregates by stabilizing the α-crystallins^18,19^. Importance of cholesterol biosynthesis in prevention of cataractogenesis is also implicated in various human syndromes and pharmacological treatments^5,20,21^. Various genetic syndromes that manifest as cataracts are caused by mutations of cholesterol biosynthesis genes^5,22,23^. For instance, it has been reported that missense mutations of lanosterol synthase (*LSS*), a cyclization enzyme in cholesterol biosynthesis, caused cataracts in a pedigree analysis of consanguineous family of Caucasian descent^19^. Also, about 20% of patients with Smith-Lemli-Opitz syndrome, who are deficient in 7-dehydrocholesterol reductase (*DHCR7*), have cataracts^24,25^. It has also been reported that 30% of patients with mevalonic aciduria due to mevalonate kinase (*MVK*) deficiency presented with cataracts^26^. Additionally, lathosterolosis and microcephaly, congenital cataract, and psoriasiform dermatitis (MCCPD), caused by deficiency in either sterol-C5-desaturase (*SC5D*) or methylsterol monoxygenase 1 (*MSMO1*), is known to display cataracts as one of the clinical features^27,28^. Lastly, 33.7% of patients who received treatment with statins, inhibitors of 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR) that suppress cholesterol biosynthesis, have cataracts as a side effect^29,30^. Similar to human patients, multiple animal models with defects in cholesterol biosynthesis genes such as *Srebf2*, *Lss*, and squalene synthase (*Fdft1*) have displayed cataractogenic phenotypes^31,32^. Despite genetic and pharmacological studies supporting the essential role of cholesterol biosynthesis in regulating crystallin folding and lens transparency, understanding the molecular mechanisms underpinning the transcriptional regulation of cholesterol biosynthesis genes in the eye lens is rather limited.

In addition to the genetic diseases attributable to mutations of genes known to be involved in cholesterol biosynthesis, 6q deletion syndrome displays cataracts as one of the clinical features^33,34^. Although multiple genes reside in the 6q terminal deletions, breakpoint of a single gene, *Quaking* (*QKI*), has been shown to cause a clinical phenotype highly similar to the common 6q deletion syndrome phenotypes, suggesting that *QKI* loss plays a pathogenic role in 6q deletion syndrome^35^. QKI is a member of the signal transduction and activation of RNA (STAR) family of proteins and is involved in mRNA metabolism in a tissue-specific manner including regulation of myelination in central nervous system, adipose tissue metabolism, monocyte differentiation, and endothelial barrier function^36–40^. Our previous studies also demonstrated that QKI functions as a tumor suppressor by regulating the endolysosomal pathway in neural stem cells (NSCs) and glioma stem cells^41^. Because deletion of *QKI* is linked with 6q deletion syndrome in humans, in the present study, we sought to determine whether and how QKI loss causes cataractogenesis.

Here, we show that *Qk* deficiency in the lens epithelium leads to cataracts with 100% penetrance. The cataracts formed in *Qk-*deficient mice are caused by a reduced cholesterol level, which can be rescued by administering sterol eye drops to the mice. Mechanistically, we have identified Qki as a transcriptional regulator of Srebp2-mediated transcription of cholesterol biosynthesis genes. In addition, we show that Qki directly interacts with DNA to regulate transcription.

## Results

### Deletion of *Qk* in eye lens cells leads to cataracts

To investigate the mechanism underpinning Qki’s regulation of protein homeostasis in vivo, we chose the *Nestin-CreER*^*T2*^*; Qk*^*L/L*^ mouse model (hereafter denoted as “*Qk*-iCKO”)^41^, as Nestin is a specific marker of ectodermal lineage, that of lens epithelial cells (LECs) and NSCs (Supplementary Fig. 1a)^42–44^. We confirmed that LECs express ectodermal markers such as Nestin and GFAP using immunofluorescent staining (Supplementary Fig. 1b)^45,46^. To determine whether this model has deletion of *Qk* in lens cell lineages specifically and efficiently, we crossed *Qk*-iCKO mice with the *Rosa26*-*loxP*-*mTRed*-STOP-*loxP*-*mGFP* reporter line^41,47^, which enabled us to trace Qki-depleted cells according to the expression of membrane-bound green fluorescent protein (GFP). First, we found that one of the Qki isoforms, Qki-5 is specifically expressed in the lens cells and predominantly localized to the nucleus (Fig. 1a). In the *Qk*-iCKO mice injected with tamoxifen (tam) at postnatal day 7 (P7), Qki-5 expression was nearly 100% depleted in all GFP^+^ lens cells at P19 (Fig. 1a, b and Supplementary Fig. 1c, d). Of note, another isoform, Qki-6 was highly localized to the nucleus similar to Qki-5, but the expression of Qki-6 was only 30% decreased in GFP^+^ lens cells of *Qk*-iCKO mice at P19 (Supplementary Fig. 1e, f), potentially due to the relatively higher stability of Qki-6 compared to Qki-5, suggesting that depletion of Qki-5 is responsible for the phenotypic alteration in eye lens from the *Qk*-iCKO mice shown below. Additionally, we demonstrated that the membrane-bound GFP is localized to the membrane shown by co-staining with the lens-specific membrane protein called aquaporin 0 (AQP0)^48^ in control mice, which is consistent with the previous study reporting the mTmG reporter allele^47^ (Fig. 1c and Supplementary Fig. 2a). Lens membrane structure was largely affected upon Qki depletion in lens fiber cells (LFCs) with mislocalization of membranes, indicated by the staining of both GFP and AQP0 (Fig. 1c and Supplementary Fig. 2a). Morphologically, the LFCs with Qki depletion failed to elongate and migrate toward the center of the body and showed aberrant directionality (Fig. 1a). As a regularly organized membrane structure in the lens tissue is essential for the lens transparency^49^, we reasoned that the impairment of lens membrane integrity with Qki depletion might lead to crystallin aggregation, and ultimately cause cataract phenotype in the *Qk*-iCKO mice. Indeed, all *Qk*-iCKO mice receiving P7 tam injections exhibited cloudy eye lenses starting at P19, which progressed to massive aggregates in the lenses at P30 while the control mice (including *Nestin-CreER*^*T2*^*; Qk*^*+/+*^, *Nestin-CreER*^*T2*^*; Qk*^*L/+*^, and *Qk*^*L/L*^) displayed transparent and healthy lenses (Fig. 1d).

**Fig. 1:**
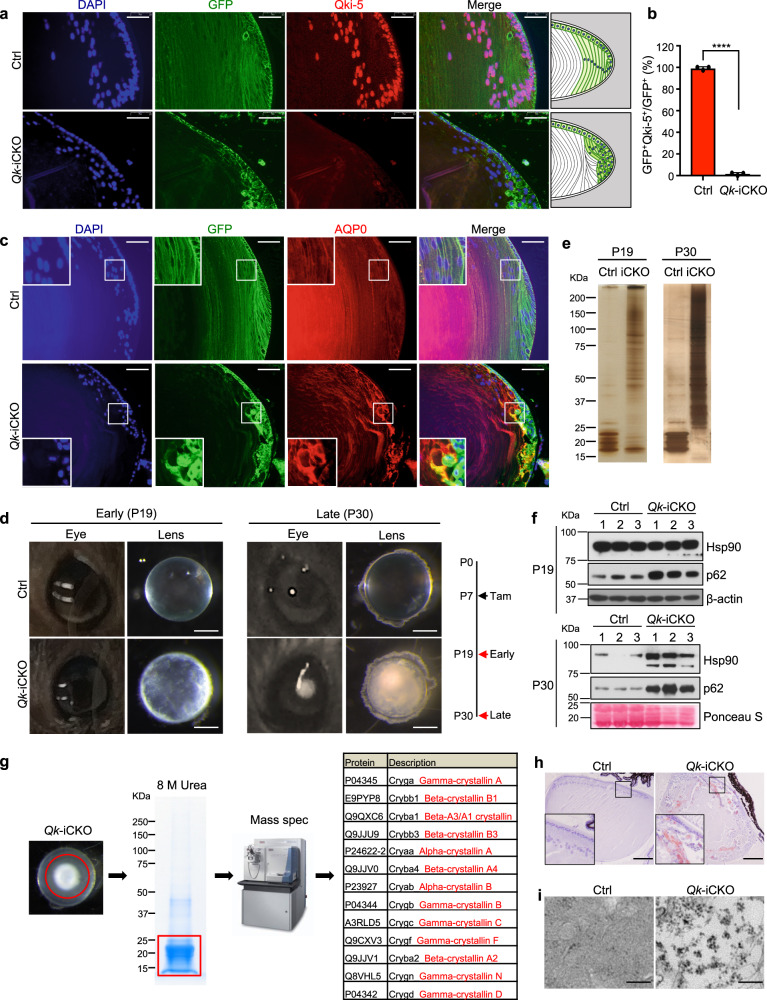
Deletion of *Qk* in eye lens cells leads to cataracts. **a** Representative immunofluorescent stains of lens cells in paraffin-embedded sections of ocular tissue from control (Ctrl) and *Qk-*iCKO mice for GFP (green) and Qki-5 (red) (scale bar: 50 μm) at P19. DAPI (blue): nuclei. Schematic at the far right depicting the morphological impairment of eye lens structure upon Qki loss in *Qk*-iCKO mice compared to the control mice. **b** Quantification of GFP^+^Qki5^+^ cells among all GFP^+^ cells in the eye lens tissue represented in **a**. *n* = 3 mice/group. The results are presented as means with standard deviation (SD). *p* = 0.0000001090. ****p < 0.0001 (two-tailed unpaired t-test). **c** Representative immunofluorescent stains of lens cells in paraffin-embedded sections of ocular tissue from control and *Qk-*iCKO mice for GFP (green) and AQP0 (red) (scale bar: 50 μm) at P19. DAPI (blue): nuclei. **d** Representative images of eyes and eye lenses isolated from Ctrl and *Qk*-iCKO mice at early (P19) and late (P30) timepoints. Scale bar: 0.5 mm. **e** RIPA-soluble fractions of protein lysates from the isolated lenses of Ctrl and *Qk*-iCKO mice at early (P19) and late (P30) timepoints visualized using silver staining. **f** Immunoblots of lenses isolated from Ctrl (*n* = 3) and *Qk*-iCKO (*n* = 3) mice at P19 and P30 for detection of the proteostatic stress markers heat shock protein 90 (Hsp90) and p62. β-actin and Ponceau S: loading control. **g** Aggregates extracted from *Qk*-iCKO lenses (red circle) dissolved in 8 M urea and visualized using Coomassie blue staining. The strong Coomassie blue-stained band (red square) was excised and subjected to mass spectrometric (MS) analysis. The most enriched proteins according to MS analysis were ranked as shown in the table. The image of MS machine (Orbitrap Pro) is from Thermo Fisher Scientific website. **h**, **i** Representative images of **h** Congo Red-stained (scale bar: 200 μm) and **i** transmission electron microscopy-analyzed (scale bar: 250 nm) Ctrl and *Qk*-iCKO lenses at P30. All the experiments were replicated three times in the lab.

Because cataracts are known to be initiated from soluble, but covalent multimers of crystallins in human eye lens^50,51^, we first asked if the lens proteins display soluble multimeric conformation upon *Qk* deletion. We showed that loss of *Qk* in lens cells led to significant increase in higher molecular weights in RIPA buffer-soluble fractions of total proteins compared to controls in a time-dependent manner, suggesting that the initial protein aggregates upon *Qk* deletion are soluble in RIPA buffer (Fig. 1e). Furthermore, immunoblotting showed that *Qk-*deficient lens cells were progressively enriched in proteostatic stress markers such as heat shock protein 90 (hsp90), p62, and ubiquitin (Fig. 1f and Supplementary Fig. 3a, b)^52^. Ultimately, we found that Qki depletion-induced protein aggregates in the lenses at the later timepoint (after 1 month) were RIPA buffer-insoluble and only dissolved in 8 M urea (Fig. 1g) as suggested in human cataract lens^51^. To further test if the protein aggregates in *Qk*-deficient lenses recapitulate crystallin aggregates in human cataract lens^17^, we dissolved the aggregates isolated from the Qki-depleted lens tissue of the later timepoint using a strong denaturant (8 M urea) (Fig. 1g). Mass spectrometric analysis demonstrated that the vast majority of the urea-denatured protein aggregates in *Qk*-deficient lenses belonged to the family of crystallins, including various isoforms of α-, β-, and γ-crystallins (Fig. 1g), which are the major components of human and mouse cataracts, suggesting that these aggregates are bona fide cataracts in *Qk*-deficient lenses. We also confirmed that mRNA and protein levels of crystallin isoforms were not significantly changed upon Qki depletion (Supplementary Fig. 3c–e), suggesting that it is not the alteration of crystallin expression per se that caused abnormal protein aggregation. 

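In the RNA-seq libraries of 3 Ctrl and 3 *Qk*-iCKO lenses, reads on α-, β- and γ-crystallin genes made up 64.7 to 65.3% of the counts of the Ctrl libraries and 56.3 to 66.9% of those of the *Qk*-iCKO libraries. None of the 15 crystallins of Supplementary Fig. 3c had an adjusted p-value under 0.05 between the groups (edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment), and 1 of them had an unadjusted p-value under 0.05. Their log2 fold changes lay between −0.90 for *Cryba2* and 0.29 for *Cryga*, with 11 below 0. Their mean was −0.32 (camera in limma, p = 0.0255, and 0.545 with the correlation estimated from the data), and −0.39 with the replicate number as a block (camera in limma, p = 0.0268). Relative to the Ctrl mean, the 15 averaged −1.02, −0.020 and −0.13 in the *Qk*-iCKO lenses (exact permutation test, p = 0.20), and without *Qk*-iCKO lens 1 their mean was −0.076 (camera in limma, p = 0.374). *Cryba2*, the gene with the unadjusted p-value under 0.05, had an adjusted p-value of 0.12 and lower normalized counts in all 3 *Qk*-iCKO lenses than in any Ctrl lens (exact permutation test, p = 0.10, the smallest p that 3 lenses against 3 allow). Without any adjustment for library size, 7 of the 15 passed the adjusted threshold, all with lower counts in *Qk*-iCKO lenses, and 3 did so in DESeq2. From unchanged mRNA and protein levels, the paper proposes that an altered expression of crystallins did not by itself cause the aggregation.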

We further characterized the protein aggregates induced by *Qk* deletion as forms of amyloid fibrils using Congo Red staining (Fig. 1h); this is the most common form of crystallin aggregation, resulting in cataracts^53^. In addition, transmission electron microscopy confirmed that the protein aggregates in *Qk-*deficient lenses displayed amyloid-like fibrils (Fig. 1i)^18^. Taken together, these data suggested that Qki is required for maintaining proper protein folding in lens cells, which is essential for the transparency of the lens.

### Qki is a transcriptional regulator of the cholesterol biosynthesis pathway in eye lens

To identify the mechanisms by which Qki regulates protein homeostasis in lens cells, we performed transcriptomic profiling of lens cells isolated from control and *Qk*-iCKO mice. 

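Total RNA came from lenses freshly dissected at P17-19 from 3 Ctrl and 3 *Qk*-iCKO mice, and the authors aligned the stranded paired-end reads to the mouse genome (mm10) with STAR and deposited the reads counted on each of 46882 genes by HTSeq, without normalization. The deposited labels give all 3 Ctrl lenses as *Nestin-CreER* T2*; Qk* L/+, and the paper states that control littermates also received tamoxifen. By these labels, each lens comparison sets *Qk* L/L against *Qk* L/+ mice, not against mice without a floxed allele. Between 13409323 and 16425331 reads per Ctrl lens were counted on genes (median 14671613), and between 10319320 and 11273813 per *Qk*-iCKO lens (median 11072533). Counts were normalized with edgeR's TMM factors, which were 1.48 for *Qk*-iCKO lens 1 and 0.888 to 0.962 for the other 5. Of the 12201 genes with enough counts to be tested, 1496 had an adjusted p-value under 0.05, 1023 with higher and 473 with lower counts in *Qk*-iCKO lenses. In each of the 1496 genes, the normalized counts of the groups did not overlap, as in 35.3% of all genes tested, where chance gives 10%. With each lens left out in turn, 581 to 1709 genes passed. Among the other settings, keeping every gene with at least 1 count moved the number most, to 2521, and scaling to total counts alone gave 884, with 768 higher and 116 lower. After the group means were subtracted, Ctrl and *Qk*-iCKO libraries with the same replicate number had a mean correlation of 0.30 across genes, which are not independent replicates. With the replicate number as a block in the fit, 1982 genes passed, 1391 higher and 591 lower, 1436 of them also without it. *Qk* lies on chromosome 17 of GRCm38 from 10202601 to 10319854, and exon 2, which the *loxP* sites flank, makes up 143 of the 14242 bases of its merged exons. Its normalized count was 1558 ± 72.9 (SD, n = 3) in Ctrl and 1257 ± 125 (SD, n = 3) in *Qk*-iCKO lenses, a log2 fold change of −0.31 (standard error 0.14, adjusted p = 0.20 from edgeR), and −0.010 with scaling to total counts alone. *Xist* had 865, 996 and 773 counts in the Ctrl lenses and 2345, 1 and 4 in the *Qk*-iCKO lenses. Together, 4 Y-linked genes had 0, 0 and 3 against 1, 1051 and 930. Only *Qk*-iCKO lens 1 thus had *Xist* and almost no Y-linked counts, as the Ctrl lenses did, with more *Xist* than any of them.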

We selected the timepoint (P17-19) when cataract phenotype is apparent in *Qk-*deficient lens cells and secondary effects of Qki loss on the transcriptome can be minimized. 

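Of the genes tested in the lens, 1388 had lower counts in *Qk*-iCKO lenses at an unadjusted p-value under 0.05. They held 12 of the 19 cholesterol biosynthesis genes, *Hmgcs1* among them, and 1376 of the 12182 other genes, or 11.3% (Fisher's exact test, one-sided, p = 1.05e-07). The mean log2 fold change of the 19 was −0.45 (camera in limma, p = 0.000287), and p = 0.22 when the correlation between the genes was estimated from the data in place of 0.01. Relative to the Ctrl mean, the 19 genes averaged −0.68, −0.24 and −0.44 on the log2 scale in the *Qk*-iCKO lenses, all below the Ctrl lenses, which lay between −0.087 and 0.063 (exact permutation test, p = 0.10). Scaling to total counts alone moved these results most: 3 of the 19 were lower (Fisher's exact test, p = 0.021), with a mean of −0.20 (camera in limma, p = 0.000197), while the median of all genes tested was 0.29. With the replicate block, 12 were lower (p = 2.89e-07 from Fisher's exact test), with a mean of −0.46 (camera in limma, p = 0.000307). Among other families, 9 of 15 nuclear transport genes from *Ran* to *Ipo5* (mean −0.48) and 7 of 11 α- and β-tubulin genes (mean −0.52) were lower at the same threshold (Fisher's exact test, p = 8.21e-06 and 5.29e-05). The mean of 8 lens marker genes, among them *Mip*, *Bfsp1* and *Cryaa*, was −0.58.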

Cholesterol biosynthesis was the most enriched downregulated pathway upon *Qk* deletion as determined using Ingenuity Pathway Analysis (IPA) (Fig. 2a). Importantly, lens cell membrane has a molar ratio of cholesterol/phospholipids that is 2–4-fold higher than those in the other typical cell membranes^15^, and the unusually abundant cholesterol in lens membrane is critical for α-crystallin binding to the lens membrane for its chaperone activity to prevent from abnormal crystallin aggregation^54^. Therefore, we decided to focus on cholesterol biosynthesis pathway as a potential target of Qki, which is impaired in the lenses from *Qk*-iCKO mice, which might lead to cataract phenotype. 

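Among the 19 cholesterol biosynthesis genes, 3 had an adjusted p-value under 0.05 over all genes tested (edgeR) and 8 when the adjustment covered the 19 alone. Over all genes tested, the number was 6 with the replicate block, 7 with every gene with at least 1 count, 4 in DESeq2 and 0 with scaling to total counts alone (3 at the unadjusted threshold), and it ran from 1 to 5 with each lens left out in turn. The mean normalized count (± SD, n = 3) of *Fdps* went from 52.4 ± 7.52 to 24.2 ± 6.53 (log2 fold change −1.13, adjusted p = 0.0425) in *Qk*-iCKO lenses. That of *Lss* went from 338 ± 56.9 to 171 ± 16.8 (log2 fold change −0.98, adjusted p = 0.0112) and that of *Hsd17b7* from 100.2 ± 15.8 to 49.7 ± 4.11 (log2 fold change −1.01, adjusted p = 0.0158). At an unadjusted p-value under 0.05, *Hmgcs1*, *Pmvk*, *Mvd*, *Fdft1*, *Cyp51*, *Tm7sf2*, *Msmo1* and *Nsdhl* were among the other lower genes, with log2 fold changes between −0.77 and −0.48. Every *Qk*-iCKO lens lay below every Ctrl lens in 12 of the 19, where chance gives 10% for either order of the groups, and the exact permutation test cannot give a p under 0.10 for any of them. *Idi1* (−0.38), *Sc5d* (−0.38), *Mvk* (−0.23) and *Sqle* (−0.061) had log2 fold changes below 0 without passing the threshold. With scaling to total counts alone, *Mvk* (0.060) and *Sqle* (0.21) lay above 0, which left 14 genes below it. *Ebp* was higher (0.80, adjusted p = 0.122), and *Dhcr7* (0.20, standard error 0.19) lay above 0 with an adjusted p-value of 0.529. 

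**Figure D1:**
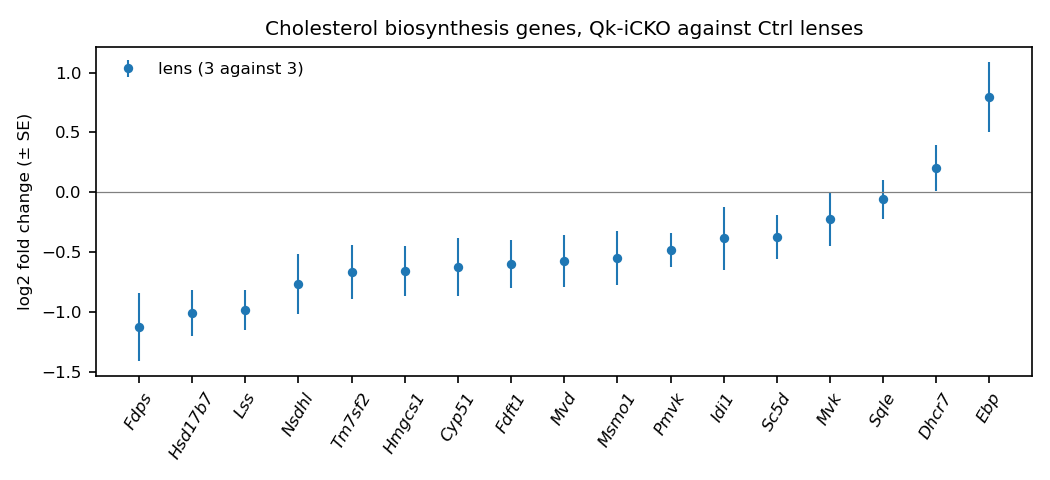
Log2 fold changes of cholesterol biosynthesis genes in *Qk*-iCKO against Ctrl lenses (3 against 3), with bars for the standard error and the genes ordered by fold change. The genes run from *Fdps* at −1.13 to *Ebp* at 0.80.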

Notably, transcriptomic profiling data demonstrated that 14 of total 19 enzymes involved in the steps in cholesterol biosynthesis decreased at the mRNA level upon Qki loss (Fig. 2b, c). We confirmed that Qki loss significantly decreased the expression of 14 genes involved in cholesterol biosynthesis as demonstrated by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) (Fig. 2d). Consistently, protein expression levels of cholesterol biosynthesis enzymes, such as hydroxymethylglutaryl-CoA synthase (Hmgcs1), Hmgcr, and farnesyl diphosphate synthase (Fdps), were also greatly reduced (Fig. 2e, f). Furthermore, immunofluorescent staining demonstrated dramatically decreased Hmgcs1 expression in lens cells upon Qki depletion (Supplementary Fig. 3f–i). In accord with the in vivo findings in our mouse model, downregulation of the cholesterol biosynthesis pathway was also evident in human lens epithelial cell line (HLE-B3) cells in which *QKI* was deleted using the CRISPR-Cas9 system (Supplementary Fig. 4a–c). 

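HLE-B3 is a human lens epithelial line, and 3 libraries of WT cells and 3 of *QKI* KO cells were sequenced. The authors aligned the reads to the human genome (hg19) and deposited raw counts for 60880 genes. Between 69881710 and 81384471 reads per WT library were counted on genes (median 71016855), and between 69190864 and 75521808 per *QKI* KO library (median 75360808). In the same way as in the lens, 19049 genes were tested. Of these, 6341 had an adjusted p-value under 0.05, 3229 higher and 3112 lower in *QKI* KO cells. A change of at least 1.5-fold was found in 2551 of them, the setting that moved the number most. With scaling to total counts alone, 2648 genes were higher and 3716 lower. *QKI*, on chromosome 6 of GRCh37 from 163835032 to 163999624, had a normalized count of 19223 ± 252 (SD, n = 3) in WT and 7569 ± 187 (SD, n = 3) in *QKI* KO cells, a log2 fold change of −1.34 (standard error 0.054, adjusted p = 1.85e-11 from edgeR).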

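Of the 19 cholesterol biosynthesis genes in HLE-B3 cells, 7 had lower and 4 higher counts in *QKI* KO cells at an adjusted p-value under 0.05. Lower counts at the unadjusted threshold were found in 20.5% of the 19030 other genes (Fisher's exact test, one-sided, p = 0.0766). In Fisher's exact test p was 0.00317 with DESeq2 and 0.000141 with every gene with at least 1 count. Both of these settings tested 36791 genes in place of 19049. In the same test p was 0.0254 with scaling to total counts alone and 0.0544 to 0.0712 with the other 3 settings. It ran from 0.00282 to 0.059 with each library left out in turn. The mean log2 fold change of the 19 was −0.11 (camera in limma, p = 0.0727; exact permutation test on the means per library, p = 0.10, the smallest p that 3 libraries against 3 allow), and it moved most with scaling to total counts alone, to −0.17 (camera, p = 0.041). Relative to the WT mean, the *QKI* KO libraries averaged −0.096, −0.16 and −0.077, each below all 3 WT libraries. Fold changes also ran together along chromosomes, with a median log2 fold change of −0.44 over the 304 genes tested on chromosome 18 and −0.30 over the 371 on chromosome 13. Less the median of the 50 genes nearest to each, the mean of the 19 was −0.13.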

RNA sequencing (RNA-seq) also demonstrated reduced expressions of cholesterol biosynthesis genes in *QKI*-deleted HLE-B3 cells. Because HLE-B3 is an immortalized cell line, we utilized the NSC-derived lens progenitor-like cells (NLPCs) from *Qk*-iCKO mice to better recapitulate our in vivo finding for the further molecular studies. Pax6^high^ NSCs differentiated into Pax6^intermediate^ αB-crystallin^high^ NLPCs when we induced with stepwise growth factor-based treatment (first step: Noggin; second step: BMP4, BMP7, and bFGF) for induction of lens cell lineage (Fig. 2g)^55^. Immunofluorescent staining demonstrated that Qki expression was completely abolished in NSCs and NLPCs by treatment with 4-hydroxytamoxifen (Fig. 2h, Supplementary Fig. 4d). 

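For the NLPCs, 3 WT libraries and 3 libraries labelled *Qk*-/- were sequenced. Deletion of *Qk* had been induced in the NSCs with 100 nM 4-hydroxytamoxifen, and the cells had been treated with Noggin for 6 days and then with bFGF, BMP4 and BMP7 for 12 days. The authors deposited raw counts for 54838 mouse genes. The WT libraries held 45350794 to 68243360 counts (median 67936305) and the libraries labelled *Qk*-/- 28154202 to 58142097 (median 56441357). Of 20371 genes tested, 2179 had an adjusted p-value under 0.05 (edgeR), 965 higher and 1214 lower in the libraries labelled *Qk*-/-. With DESeq2 the number was 3808 (2024 higher and 1784 lower), the largest shift among the settings that kept all libraries. With each library left out in turn it ranged from 681 to 3797. Scaling to total counts alone gave 929 higher and 892 lower, so the excess of lower genes did not hold under every setting. Libraries with the same replicate number had a mean correlation of 0.20 across genes after the group means were subtracted, and with the replicate block 2018 genes passed, 978 higher and 1040 lower, 1765 of them shared. Replicate 2 among the libraries labelled *Qk*-/- had a mean correlation of 0.891 with the others, against 0.948 to 0.957 for each of the rest. *Qk* counts were not lower in the libraries labelled *Qk*-/-: the log2 fold change was 0.41 (standard error 0.091, adjusted p = 0.027 from edgeR), with all 3 libraries above the WT libraries. The adjusted p-value ran from 0.00014 to 0.20 over the alternatives and from 0.0026 to 0.17 with each library left out in turn. The directions given for the NLPCs are those of the deposited labels.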

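In the NLPCs, 2849 genes had lower counts in the libraries labelled *Qk*-/- at an unadjusted p-value under 0.05. Among them were 11 of the 19 cholesterol biosynthesis genes, against 2838 of the 20352 other genes tested, or 13.9% (Fisher's exact test, one-sided, p = 1.0e-05). Their mean log2 fold change was −0.30 (camera in limma, p = 0.000207), and p was 0.279 with the correlation estimated from the data. Relative to the WT mean, the 19 genes averaged −0.21, −0.56 and −0.18 in the libraries labelled *Qk*-/-, each below all 3 WT libraries (exact permutation test, p = 0.10). With the replicate block, 10 of the 19 were lower (Fisher's exact test, p = 9.81e-05) and the mean was −0.32 (camera in limma, p = 0.000182). The number of lower genes moved most with a library left out, to 6 to 12. Of the nuclear transport genes, 11 of 15 were lower (Fisher's exact test, p = 3.11e-07). In HLE-B3 cells, 2 of these 15 were lower and 5 higher at the unadjusted threshold (Fisher's exact test for the lower genes, p = 0.846). Of the tubulin genes, 5 of 11 were lower in the NLPCs (Fisher's exact test, p = 0.0118). In HLE-B3 cells, 4 of 10 tubulin genes were lower and 5 higher. All 6 marker genes of dividing cells were lower in the NLPCs (Fisher's exact test, p = 7.45e-06), with a mean log2 fold change of −0.43. For this mean, camera in limma gave p = 0.0017, and 0.104 with the correlation estimated from the data. The mean of these markers was 0.038 in the lens and 0.074 in HLE-B3 cells. Whether the lower sets of the NLPCs fell for a shared reason was not tested.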

Consistent with the observation in mouse eye lens tissue and HLE-B3 cells, cholesterol biosynthesis was also one of the most downregulated pathways in NLPCs upon *Qk* deletion (Fig. 2i). 

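Of the cholesterol biosynthesis genes in the NLPCs, 15 had a log2 fold change below 0 in the libraries labelled *Qk*-/-, and 6 of these had an adjusted p-value under 0.05 both over all genes tested (edgeR) and over the 19 alone. Among the 6 were *Mvd*, *Hmgcs1*, *Msmo1*, *Sc5d* and *Nsdhl*. Over all genes tested, the number was 5 with total counts alone, with every gene with at least 1 count and with the replicate block. It ran from 2 to 6 with each library left out in turn. *Cyp51* (−0.13), *Dhcr7* (−0.31) and *Pmvk* lay below 0 without an unadjusted p-value under 0.05. *Ebp* was higher in the libraries labelled *Qk*-/- (0.66, adjusted p = 0.0256). *Sqle* (0.22, adjusted p = 0.174) and *Hsd17b7* (0.18, adjusted p = 0.33) lay above 0, and *Idi1* lay at 0.0072 and, with every gene with at least 1 count kept, at −0.018. In HLE-B3 cells, *FDFT1*, *HMGCS1*, *MSMO1*, *MVD*, *HSD17B7* and *SQLE* were among the genes that were lower in *QKI* KO cells, with log2 fold changes from −0.74 to −0.24, and *TM7SF2*, *PMVK* and *FDPS* were among the higher ones (0.64, 0.50 and 0.19, in that order). The 50 genes nearest to *PMVK*, *FDPS* and *FDFT1* had median log2 fold changes of 0.37, 0.33 and −0.36 there. Whether the change differed between the NLPCs and HLE-B3 cells was not tested. Between lens and NLPC it was tested in a joint fit of 16675 genes, in which 1 of the 19 had an adjusted p-value under 0.05 over the 19. That gene was *Hsd17b7*, with a log2 fold change higher by 1.28 in the NLPCs (adjusted p = 0.00042 from edgeR). DESeq2 gave 2 genes and scaling to total counts alone 0. 

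**Figure D2:**
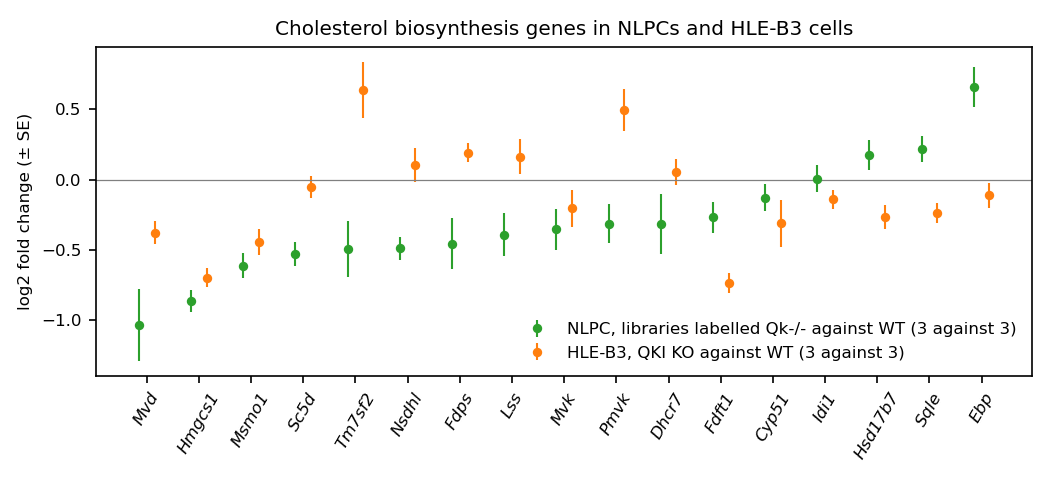
Log2 fold changes of cholesterol biosynthesis genes, with bars for the standard error, in NLPCs (libraries labelled *Qk*-/- against WT, green) and in HLE-B3 cells (*QKI* KO against WT, orange), 3 libraries against 3 in each. The genes are ordered by their fold change in NLPCs, from *Mvd* to *Ebp*.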

The majority of the cholesterol biosynthesis genes (16 of 19) were downregulated at the mRNA level in Qki-depleted NLPCs compared to wild-type (WT), which was in line with the RNA-seq data in HLE-B3 cells (Fig. 2j). Consistently, RT-qPCR validated the reduced mRNA expression of cholesterol biosynthesis genes enriched in RNA-seq in NLPCs (Fig. 2k).

**Fig. 2:**
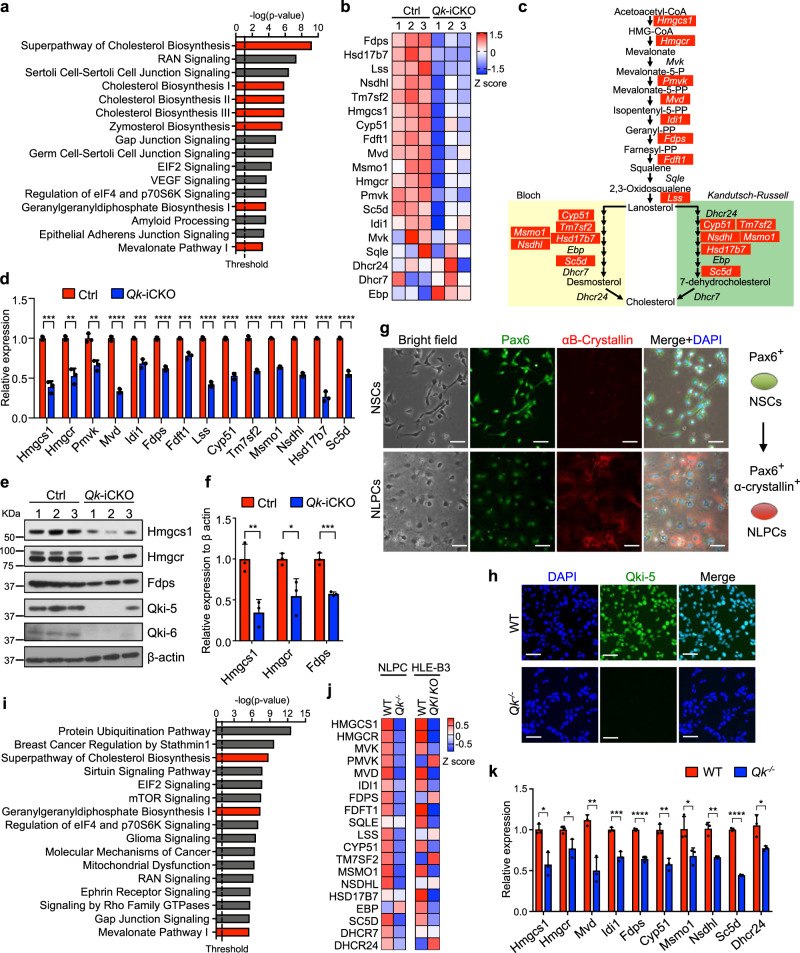
Qki depletion leads to downregulation of genes in the cholesterol biosynthesis pathway in eye lens. **a** IPA of the genes with a significant reduction of mRNA expression in isolated *Qk*-iCKO mouse lenses compared to Ctrl mouse lenses at P17-19 according to RNA-seq (*p* < 0.05; right-tailed Fischer’s exact *t*-test). The top enriched downregulated canonical cellular pathways are ranked according to *p*-value. Exact p-value is listed in Supplementary Table 2. Cellular pathways involved in cholesterol biosynthesis are labeled in red. **b** Heatmap showing the relative expression value (Z score) of all 19 genes involved in cholesterol biosynthesis in Ctrl (*n* = 3) and *Qk*-iCKO (*n* = 3) lenses according to RNA-seq data ranked by fold change. **c** Cholesterol biosynthesis pathway with the genes encoding the enzymes involved in each step of the pathway. Red labeled indicate the cholesterol biosynthesis genes downregulated shown in **b**. **d** Results of RT-qPCR analysis of cholesterol biosynthesis genes in isolated Ctrl (*n* = 3) and *Qk*-iCKO (*n* = 3) lenses at P17-19. *p* = 0.0001552 (Hmgcs1); 0.001142 (Hmgcr); 0.002307 (Pmvk); 0.000008831 (Mvd); 0.0005463 (Idi1); 0.00003504 (Fdps); 0.0009219 (Fdft1); 0.00001013 (Lss); 0.00003438 (Cyp51); 0.00002009 (Tm7sf2); 0.000001402 (Msmo1); 0.000006230 (Nsdhl); 0.00003707 (Hsd17b7); 0.00003894 (Sc5d), **p < 0.01; ***p < 0.001; ****p < 0.0001 (two-tailed unpaired *t*-test). The results are presented as means with SD. **e**, **f** Immunoblots and quantification of enzymes involved in cholesterol biosynthesis (Hmgcs1, Hmgcr, and Fdps) and immunoblots of Qki-5 and Qki-6 in isolated Ctrl (*n* = 3) and *Qk*-iCKO (*n* = 3) lenses at P19. β-actin: loading control. *p* = 0.009136 (Hmgcs1); 0.02481 (Hmgcr); 0.0006804 (Fdps), *p < 0.05; **p < 0.01; ***p < 0.001 (two-tailed unpaired *t*-test). The results are presented as means with SD. **g** Schematic of the differentiation of NSCs to NLPCs (right). Bright-field images and immunostains for Pax6 (green) and αB-crystallin (red) in NSCs and NLPCs (left). DAPI (blue): nuclei. Scale bar: 50 μm. **h** Immunofluorescent staining of WT and Qki-depleted (*Qk*^**-/-**^) NSCs for Qki-5. DAPI (blue): nuclei. Scale bar: 50 μm. **i** The top enriched downregulated canonical cellular pathways in *Qk*^*-/-*^ NLPCs (*n* = 3) compared to WT NLPCs (*n* = 3) according to RNA-seq (IPA; *p* < 0.05; right-tailed Fischer’s exact *t*-test) are ranked according to *p*-value. Exact *p*-value is listed in Supplementary Table 3. Cellular pathways involved in cholesterol biosynthesis are labeled in red. **j** Heatmap of the relative average expression value (Z score) of all 19 genes involved in cholesterol biosynthesis according to RNA-seq data in WT (*n* = 3) and *Qk*^*-/-*^ (*n* = 3) NLPCs and WT (*n* = 3) and *QKI* KO (*n* = 3) HLE-B3 cells. **k** Results of RT-qPCR analysis of cholesterol biosynthesis genes in WT (*n* = 3) and *Qk*^*-/-*^ (*n* = 3) NLPCs. *p* = 0.01012 (Hmgcs1); 0.02979 (Hmgcr); 0.003582 (Mvd); 0.0009995 (Idi1^*);*^ 0.00006936 (Fdps); 0.001929 (Cyp51); 0.03582 (Msmo1); 0.001525 (Nsdhl); 0.0000009839 (Sc5d); 0.02260 (Dhcr24), *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (two-tailed unpaired *t*-test). The results are presented as means with SD. All the experiments were replicated three times in the lab.

We next asked whether downregulation of cholesterol biosynthesis genes induced by *Qk* deficiency results in a decreased cholesterol level. We found that the cellular cholesterol level as visualized using filipin staining was reduced upon *Qk* deletion from lens cells at P19 (Fig. 3a, b). Consistently, the total free cholesterol level was markedly lower in lenses isolated from *Qk*-iCKO mice than in those from the control mice at P19 (Fig. 3c). Of note, we did not observe the systemic alteration of cholesterol level in brain and plasma at P19 (Supplementary Fig. 4e, f), suggesting the lens-specific role of Qki in regulating cholesterol level. Recent studies have reported the potential role of sterol molecules in alleviating cataract formation^18,19^. To determine whether replenishment of sterols leads to alleviation of cataract formation induced by *Qk* deletion, we applied lanosterol drops to the eyes of *Qk*-iCKO mice for 1 week (from P14 to P21), during which the cataract phenotype developed rapidly (Fig. 3d)^19,56,57^. We found that lanosterol significantly reduced the opacity and improved the transparency of *Qk*-deficient lenses (Fig. 3e, f), suggesting that regulation of sterol levels by Qki is required for maintaining the transparency of the lens. Taken together, these data suggested that Qki is a transcriptional regulator of cholesterol biosynthesis in eye lens cells and that cataracts induced by Qki depletion were caused by insufficient cholesterol biosynthesis.

**Fig. 3:**
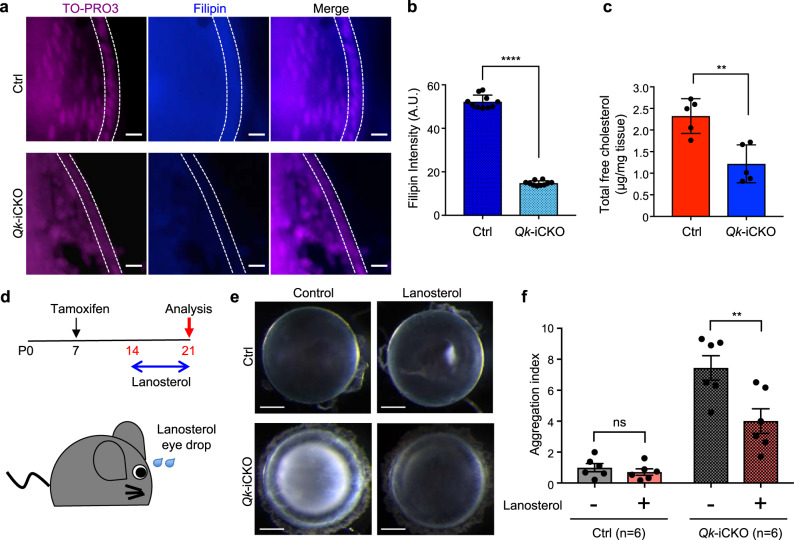
Cholesterol levels are decreased in Qki-depleted lenses, and sterol supply alleviates the cataract phenotype in the lenses of *Qk*-iCKO mice. **a** Filipin (blue) staining of lens cells from frozen sections of the eyes of Ctrl and *Qk-*iCKO mice at P19. TO-PRO3 (magenta): nuclei. Scale bar: 10 μm. **b** Quantification of filipin intensity (A.U.) in the regions between the white dotted lines in Ctrl and Qki-depleted lenses shown in **a**. ****p < 0.0001 (two-tailed unpaired *t*-test). The results are presented as means with SD. 10 cells from the images shown in **a** are counted for quantification. Each dot represents the intensity of individual cells. **c** Quantification of total free cholesterol levels (μg/mg tissue) in lenses isolated from Ctrl (*n* = 5) and *Qk*-iCKO (*n* = 5) mice at P19. *p* = 0.0032, **p < 0.01 (two-tailed unpaired *t*-test). The results are presented as means with SD. **d** Timeline and schematic of lanosterol-based treatment in mice. **e** Representative images of lenses isolated from Ctrl and *Qk*-iCKO mice given either mock (control) or lanosterol-based treatment for 1 week. Scale bar: 0.5 mm. **f** Quantification of the area of protein aggregates from isolated Ctrl (*n* = 6) and *Qk*-iCKO (*n* = 6) lenses after mock and lanosterol-based treatment. Aggregation index = x/average of the area of aggregates in Ctrl lenses with the mock treatment. x = area of aggregates. *p* = 0.1668 (Ctrl); 0.0014 (*Qk*-iCKO), **p < 0.01; ns not significant (*p* ≥ 0.05) (two-tailed paired *t*-test). The results are presented as means with standard error of the mean (SEM). All the experiments were replicated three times in the lab.

### QKI-5 cooperates with SREBP2 to regulate transcription of cholesterol biosynthesis genes

We found that the nuclear localized splicing isoform of QKI, QKI-5 was most abundant in chromatin fractions compared to the nuclear soluble fractions in HLE-B3 cells (Fig. 4a), and our lab recently showed that Qki-5 functions as a transcriptional co-activator of peroxisome proliferator-activated receptor beta (PPARβ)-retinoid X receptor alpha (RXRα) complex^58^, suggesting that QKI-5 might also regulate the expression of genes involved in cholesterol biosynthesis. Besides, Srebp2, the major transcription factor of cholesterol biosynthesis genes was one of the top upstream transcription regulators of differentially expressed genes in the lenses from control and *Qk*-iCKO mice, including all of the cholesterol biosynthesis genes regulated by Qki, according to IPA (Supplementary Fig. 4g). In addition, it has been shown that mutations of SREBP2 target genes in human and *Srebf2* (the gene encoding Srebp2) mutations in mouse led to cataract formation^19,25,31,32^, recapitulating the phenotype of *Qk*-iCKO mice. Therefore, we next sought to determine whether QKI-5 regulates expression of the genes involved in cholesterol biosynthesis by modulating SREBP2-mediated cholesterol biosynthesis. 

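*Srebf2*, on chromosome 15 of GRCm38 from 82147181 to 82205379, had a normalized count of 202 ± 21.9 (SD, n = 3) in Ctrl and 202 ± 54.1 (SD, n = 3) in *Qk*-iCKO lenses, a log2 fold change of 0.0076 (standard error 0.21, adjusted p = 0.987 from edgeR). The sign of so small a change was not stable: the log2 fold change was −0.018 in DESeq2 and −0.020 with the replicate block. It reached 0.36 at the upper end of the alternatives and ran from −0.23 to 0.15 with each lens left out in turn. Among genes that act with Srebp2 or are commonly described as its targets, outside the cholesterol biosynthesis genes, *Insig1* was lower (1018 ± 35.4 in Ctrl and 449.9 ± 134 in *Qk*-iCKO lenses, SD, n = 3; log2 fold change −1.18, adjusted p = 0.0178 from edgeR). *Stard4* (−0.16), *Scap* (0.19), *Acat2* (−0.52) and *Srebf1* (−0.59) had no adjusted p-value under 0.05. Of the 8 genes of this kind tested, *Srebf2* included, 5 lay below 0 and 3 above it, with log2 fold changes from −1.18 to 1.21. At an unadjusted p-value under 0.05, 2 were lower and 1 higher, and the mean of the 8 was −0.14. In the NLPC libraries labelled *Qk*-/-, *Srebf2* had a log2 fold change of 0.083 (adjusted p = 0.814 from edgeR). In HLE-B3 cells, *SREBF2* was lower in *QKI* KO cells (−0.41, standard error 0.081, adjusted p = 0.000776 from edgeR), in all 3 libraries, and lay between −0.51 and −0.33 with each library left out in turn.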

We first reasoned that chromatin-bound QKI-5 might form a complex with the mature form of SREBP2, which is localized to the nucleus to activate transcription. Under cholesterol withdrawal, when SREBP2 activity is transcriptionally robust to drive de novo cholesterol biosynthesis, we found that QKI-5 interacted with mature SREBP2 both endogenously and ectopically as demonstrated in HLE-B3 cells via co-immunoprecipitation (co-IP) (Fig. 4b, c and Supplementary Fig. 4h, i). We compared the interaction of QKI-5 and mature SREBP2 from the nuclear lysate of HLE-B3 cells under the sterol depletion condition to that under the sterol repletion condition^59^. Interaction between QKI-5 and mature SREBP2 was reduced in sterol-repleted cells in IPs with both anti–Qki-5 and anti-Srebp2 antibodies (Supplementary Fig. 4h, i), which suggests that interaction of QKI-5 with mature SREBP2 can be induced by a sterol-low condition to meet the high demand of cholesterol biosynthesis in the lens cells. Interestingly, we observed the decreased protein levels of QKI-5 and mature SREBP2 in the nuclear lysate input from the sterol-repleted HLE-B3 cells (Supplementary Fig. 4h, i), suggesting that the decreased nuclear localization of SREBP2 and/or QKI-5 expression/stability might be the other factors that contribute to the reduced binding between QKI-5 and mature SREBP2 in the lens cells. Consistently, Qki-5 and Srebp2 also formed a complex in NLPCs (Fig. 4d, e). Besides QKI-5, we also tested if another QKI isoform, QKI-6, which can be localized to the nucleus in a cell-type specific manner^38^, can interact with SREBP2. QKI-6 was abundantly expressed in the nucleus compared to the cytosol in HLE-B3 cells (Supplementary Fig. 4j), consistent with the observation in the lens tissue indicated by the staining with anti–Qki-6 antibody (Supplementary Fig. 1e). Different from QKI-5, which is predominately localized on the chromatin, QKI-6 was similarly distributed between nuclear soluble and chromatin fractions (Supplementary Fig. 4j). In addition, we further showed that interaction of QKI-6 with SREBP2 was very minimal (Supplementary Fig. 4h, i), suggesting that QKI-5 is the major QKI isoform cooperating with SREBP2 in lens cells.

**Fig. 4:**
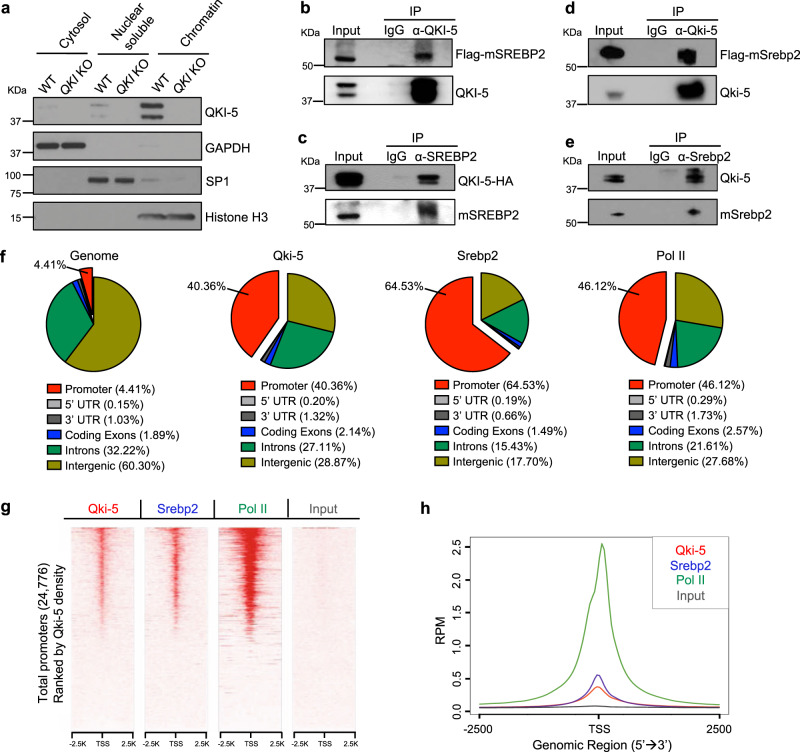
QKI-5 cooperates with SREBP2 at promoters genome-wide in lens cells. **a** Immunoblots of QKI-5 in subcellular fractions of WT and *QKI* KO HLE-B3 cells. GAPDH: cytosol; SP1: nuclei; Histone H3: chromatin. The result was repeated three times. **b**, **c** Co-IP of HLE-B3 cells overexpressing QKI-5–HA and Flag-SREBP2 with **b** anti–QKI-5 antibody blotting with anti-Flag and –QKI-5 antibodies and **c** anti-SREBP2 antibody blotting with anti-HA and -SREBP2 antibodies. mSREBP2: mature SREBP2. The results were repeated three times. **d**, **e** Co-IP of NLPCs overexpressing Flag-Srebp2 with **d** anti–Qki-5 antibody blotting with anti-Flag and **–**Qki-5 antibodies and **e** anti-Srebp2 antibody blotting with anti**–**Qki-5 and -Srebp2 antibodies. The results were repeated three times. **f** Genomic annotation of genome or Qki-5–, Srebp2-, and Pol II-binding sites from ChIP-seq in NLPCs. Promoters are confined to the regions of ±2 kb from the TSS. **g** Heatmap of Qki-5, Srebp2, and Pol II ChIP-seq and input signals within ±2.5 kb from the TSS regions for all promoters (*n* = 24,776) in NLPCs ranked by Qki-5 density. **h** Signalplots showing the read counts per million mapped reads (RPM) for Qki-5, Srebp2, and Pol II ChIP-seq data and input ±2.5 kb from the TSS of all promoter regions (*n* = 24,776) in NLPCs.

We further asked whether the complex of Qki-5 and Srebp2 regulates transcription in lens cells. To answer this question, we performed chromatin IP followed by high-throughput DNA sequencing (ChIP-seq) with NLPCs to determine whether Qki-5 and Srebp2 co-localize to promoter regions genome-wide. We found that 40.36% of Qki-5 peaks, 64.53% of Srebp2 peaks, and 46.12% of RNA polymerase II (Pol II) peaks in NLPCs were in the promoter regions, whereas promoter regions accounted for only 4.41% of the reference genome (Fig. 4f), demonstrating that Qki-5 preferentially interacts with gene promoters as do Srebp2 and Pol II. We also showed that in HLE-B3 cells, QKI-5 (23.20%) and SREBP2 (22.60%) binding events were highly enriched in the promoter regions, whereas total promoter regions only account for 1.80% of the entire genome (Supplementary Fig. 5a). Furthermore, we found that the QKI-5, SREBP2, and POL II peaks were greatly enriched and correlated with at transcription start sites (TSSs) in both NLPCs and HLE-B3 cells (Fig. 4g, h, Supplementary Fig. 5b, c). These data suggest the cooperation between QKI-5 and SREBP2 in regulation of transcription.

Reinforcing the notion that Qki-5 is involved in the regulation of transcription of Srebp2 targets, we found that 9,032 promoters were co-occupied by Qki-5, Srebp2, and Pol II, which accounted for 91.84% of the total promoters occupied by Srebp2 (*n* = 9,834) in NLPCs (Fig. 5a). Similarly, SREBP2 highly co-occupied the promoter regions with QKI-5 in HLE-B3 cells, as 76.77% of the SREBP2-binding promoters (152 of 198) were co-bound by QKI-5 and POL II (Supplementary Fig. 5d). Additionally, the known DNA-binding motif of SREBP2 was enriched in the QKI-5 binding peaks in both HLE-B3 cells and NLPCs (Fig. 5b), indicating a high likelihood of transcriptional regulation of QKI-5 in the SREBP2 target genes. Taken together, these data suggested that QKI-5 regulates SREBP2-mediated transcription in eye lens cells.

**Fig. 5:**
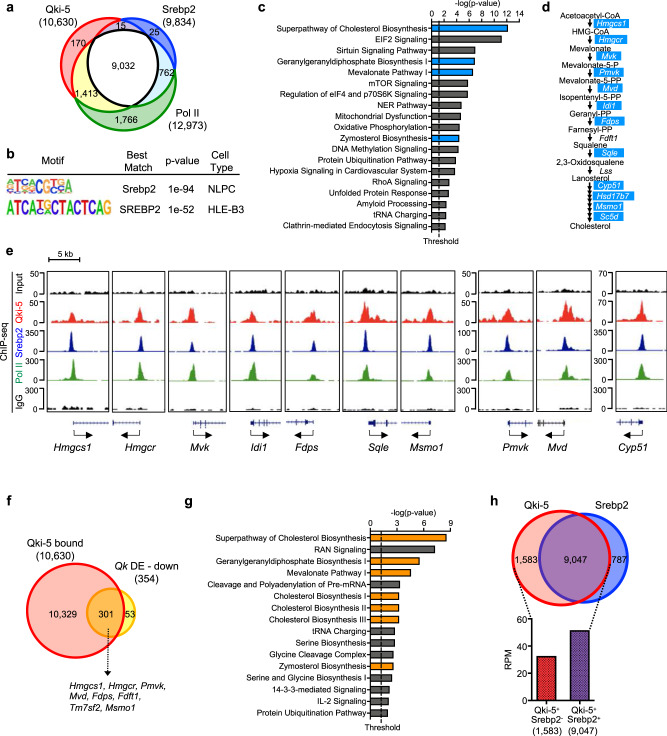
Qki-5 cooperates with Srebp2 to regulate transcription of cholesterol biosynthesis genes. **a** Venn diagram showing the number of overlapping promoters bound by Qki-5, Srebp2, and Pol II from ChIP-seq in NLPCs. Promoters defined by TSS ± 2 kb. **b** DNA-binding motif similar to the known SREBP2 motif was enriched in QKI-5 ChIP-seq peaks in NLPCs and HLE-B3 cells using HOMER motif analysis. *p*-value was derived by HOMER using cumulative binomial distributions. **c** IPA of the top 1,000 genes (ranked according to RPM within ±0.5 kb of TSS in Srebp2 ChIP-seq) in overlapping binding promoters shown in **a** (*n* = 9,032). Canonical cellular pathways are ranked according to significance (*p*-value) (*p* < 0.05; right-tailed Fischer’s exact *t*-test). The blue labels the canonical cellular pathways including cholesterol biosynthesis genes. **d** Cholesterol biosynthesis pathway and genes encoding the enzymes involved in the cholesterol biosynthesis. Blue-labeled genes are clustered in the cholesterol biosynthesis pathway in **c**. **e** UCSC Genome Browser snapshot of the promoter regions of cholesterol biosynthesis genes encoding the cholesterol biosynthesis enzymes labeled in blue in **d**, which are co-bound by Qki-5, Srebp2, and Pol II in NLPCs. Input and rabbit IgG are used as controls. **f** Venn diagram showing the overlapping genes between Qki-5–bound genes from Qki-5 ChIP-seq data in NLPCs and downregulated genes in both *Qk*^*-/-*^ NLPCs and *QKI* KO HLE-B3 cells relative to WT according to RNA-seq (*p* < 0.05; two-tailed Wald test). DE: differentially expressed. **g** IPA of the overlapping genes in **f** (*n* = 301) ranked according to significance (*p*-value) (*p* < 0.05; right-tailed Fischer’s exact *t*-test). Cellular pathways involved in cholesterol biosynthesis are labeled in orange. **h** Comparison of the average RPM values of the Qki-5^+^Srebp2^−^ (*n* = 1,583) and Qki-5^+^Srebp2^+^ (*n* = 9,047) ChIP-seq binding events within ±0.5 kb from the TSS shown in NLPCs.

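Matched by symbol, 11224 genes were tested in both NLPCs and HLE-B3 cells. At an unadjusted p-value under 0.05, 2374 of them were lower in the NLPC libraries labelled *Qk*-/- and 2865 in *QKI* KO HLE-B3 cells. They shared 584 genes, where 606 would be shared by chance (Fisher's exact test, one-sided, p = 0.883). Among the shared genes were 5 of the cholesterol biosynthesis genes, such as *FDFT1*, *HMGCS1*, *MSMO1* and *MVD*. An adjusted p-value under 0.05 in both moved the number most, to 248 genes against 213 by chance (Fisher's exact test, p = 0.00316). With the replicate block, 565 were shared at the unadjusted threshold and 213 at the adjusted threshold. DESeq2 gave 578 (Fisher's exact test, p = 0.00205).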

To further identify Srebp2-bound genes whose transcription is specifically regulated by Qki-5, we performed cellular pathway enrichment analysis of the overlapping promoter-bound peaks (*n* = 9,032) in Qki-5, Srebp2, and Pol II ChIP-seq data in NLPCs (Fig. 5a). We found that cholesterol biosynthesis was the most enriched pathway determined by IPA (Fig. 5c) and that 12 of the 19 cholesterol biosynthesis enzymes were enriched as Qki-5/Srebp2/Pol II targets (Fig. 5d). Additionally, we showed that Qki-5, Srebp2, and Pol II were colocalized to the promoter regions of all 19 cholesterol biosynthesis genes, visualized as individual tracks in ChIP-seq data (Fig. 5e, Supplementary Fig. 5e). These data suggested that the Qki-5/Srebp2/Pol II complex predominantly occupies cholesterol biosynthesis genes. To further validate direct target genes of Qki-5, we clustered the genes (*n* = 301) whose promoters are occupied by Qki-5 and expressions are significantly downregulated in both *Qk*-iCKO lenses and *Qk*-deficient NLPCs according to RNA-seq data (Fig. 5f). 

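In lens and NLPC together, 11226 genes were tested in both. At an unadjusted p-value under 0.05, 1285 of them were lower in *Qk*-iCKO lenses and 2409 in the NLPC libraries labelled *Qk*-/-. They shared 352 genes against 276 by chance (Fisher's exact test, one-sided, p = 4.76e-08), and 389 with the replicate block in both fits. The shared genes held 9 cholesterol biosynthesis genes, such as *Fdft1*, *Fdps*, *Hmgcs1*, *Lss*, *Msmo1*, *Mvd*, *Nsdhl* and *Tm7sf2*. An adjusted p-value under 0.05 in both moved the number most, to 53 genes against 39.3 by chance (Fisher's exact test, p = 0.0145), of which 0 were cholesterol biosynthesis genes, while scaling to total counts alone gave 71. From genes that are lower in both and whose promoters Qki-5 occupies, the paper selects direct targets of Qki-5.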

We found that the cholesterol biosynthesis pathway was the most enriched pathway determined by IPA (Fig. 5g), suggesting that transcription of cholesterol biosynthesis genes is directly regulated by Qki-5 in lens cells. Of note is that 10,329 genes bound by Qki-5 were not downregulated, suggesting the existence of additional transcriptional mechanisms of tissue-specific Qki-5–mediated gene expressions (Supplementary Fig. 5f). Because QKI-5 also interacts with promoters of other genes in addition to SREBP2 target genes, we asked whether QKI-5 has a stronger feature of co-occupancy with SREBP2 than with other transcription factors in lens cells. To that end, we stratified the Qki-5 ChIP-seq read densities (RPM) based on whether they overlapped with Srebp2 ChIP-seq peak densities (RPM) in NLPCs (Fig. 5h). We found that the Qki-5 ChIP-seq RPM on the promoter regions of Qki-5^+^Srebp2^+^–bound genes (*n* = 9,047) were considerably higher than those on the promoter regions of Qki-5^+^Srebp2^−^–bound genes (*n* = 1,583) (Fig. 5h), a phenomenon also observed in HLE-B3 cells (Supplementary Fig. 5g). Taken together, these data suggested that QKI-5 preferentially binds to SREBP2-associated promoters over other promoters.

### QKI transcriptionally enhances cholesterol biosynthesis by facilitating SREBP2/POL II recruitment

Based on the fact that QKI-5 and SREBP2 formed a complex and co-occupied the promoters of the genes involved in the cholesterol biosynthesis pathway, which was reflected by the downregulation of genes during cholesterol biosynthesis upon QKI depletion, we sought to test the hypothesis that QKI regulates transcription of cholesterol biosynthesis by enhancing the recruitment of SREBP2 to the promoter regions of cholesterol biosynthesis genes. Indeed, we found that the association of mature SREBP2 with chromatin was reduced in *QKI*-deficient HLE-B3 cells (Fig. 6a). Also, consistent with previous studies, we observed two different sizes of mature SREBP2^60–64^, and the lower molecular weight of these two sizes of mature SREBP2 was highly associated with chromatin (Fig. 6a). Our finding of significant reduction of chromatin-associated SREBP2 upon QKI depletion in HLE-B3 cells suggests that QKI helps recruit SREBP2 to promoters or stabilize it on promoters. Supporting this notion, SREBP2 ChIP-seq data demonstrated that occupancy by SREBP2 in the promoter regions of SREBP2-bound genes decreased in NLPCs and HLE-B3 cells upon QKI depletion (Fig. 6b, c). Consistently, POL II occupancy in the promoter regions of SREBP2-bound genes also decreased with QKI depletion in both NLPCs and HLE-B3 cells (Fig. 6d, e), implying that recruitment of the transcription complex SREBP2/POL II was reduced by QKI depletion genome-wide. Consistent with our finding that cholesterol biosynthesis was one of the most enriched cellular pathways directly regulated by Qki-5, the bindings of both Srebp2 and Pol II to the cholesterol biosynthesis genes were significantly decreased upon Qki depletion in NLPCs (Fig. 6f–h, Supplementary Fig. 6a). ChIP-qPCR also confirmed the reduced Srebp2 and Pol II recruitment to the promoter regions of *Hmgcs1*, *Hmgcr*, and *Mvk* upon Qki depletion in NLPCs (Fig. 6i, j). 

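In the NLPCs, *Mvd*, on chromosome 8 of GRCm38 from 122433601 to 122443422, had a normalized count of 2947 ± 286 (SD, n = 3) in WT libraries and 1432 ± 519.9 (SD, n = 3) in the libraries labelled *Qk*-/-, a log2 fold change of −1.04 (standard error 0.26, adjusted p = 0.039 from edgeR). Log2 fold changes of −0.87 for *Hmgcs1*, −0.61 for *Msmo1* and −0.53 for *Sc5d* also had an adjusted p-value under 0.05. *Fdps* (−0.46, adjusted p = 0.153), *Mvk* (−0.35, adjusted p = 0.168) and *Pmvk* (−0.31, adjusted p = 0.194) did not. Over the 8 genes marked in Fig. 6k the mean was −0.57. In 7 of the 8, every one of the libraries labelled *Qk*-/- lay below every WT library. The paper marked these 8 in a heatmap ranked by fold change in the same RNA-seq, so their low mean is no separate evidence. Over all 19 cholesterol biosynthesis genes the mean was −0.30, and 11 of them were lower without overlap between the groups.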

We further revealed that the reductions of Srebp2 and Pol II binding on the promoters of the genes highly bound by Srebp2 were significantly correlated with the downregulations of gene expressions upon Qki depletion as cholesterol biosynthesis genes such as mevalonate diphosphate decarboxylase (*Mvd*), *Hmgcs1*, methylsterol monooxygenase 1 (*Msmo1*), *Sc5d*, *Fdps*, *Hmgcr*, *Mvk*, and phosphomevalonate kinase (*Pmvk*) all fell into this gene cluster as shown in Fig. 6k, suggesting that Qki-5 is essential for transcriptional enhancement of these cholesterol biosynthesis genes. Consistently, cholesterol biosynthesis genes, including *FDPS*, squalene epoxidase (*SQLE*), *LSS*, *MVD*, *MVK*, cytochrome P450 family 51 (*CYP51*), *HMGCS1*, *HMGCR*, *MSMO1*, and hydroxysteroid 17-beta dehydrogenase 7 (*HSD17B7*), were among the 152 genes (Supplementary Fig. 6b) whose SREBP2 and POL II peaks were reduced most dramatically upon *QKI* loss in HLE-B3 cells (Supplementary Fig. 6b–e). Consistently, ChIP-qPCR confirmed the reductions of SREBP2 and POL II on the promoter regions of *HMGCR*, *MVD*, *FDPS*, and *CYP51* upon QKI depletion in HLE-B3 cells (Supplementary Fig. 6f, g). Of note, chromatin occupancy of Pol II was not exclusively dependent on the presence of Qki-5 for non-cholesterol biosynthesis genes as shown in Supplementary Fig. 7a. Reinforcing the critical role of QKI-5 for recruiting and activating SREBP2 on the promoters of cholesterol biosynthesis genes, the transcriptional activity of SREBP2 was significantly enhanced by ectopic expression of QKI-5 (Supplementary Fig. 7b), which suggests that QKI-5 serves as a co-activator of SREBP2. Taken together, these data suggested that QKI-5 facilitates formation of SREBP2-mediated transcriptional complexes in the cholesterol biosynthesis gene promoters and enhances the transcription of these genes.

**Fig. 6:**
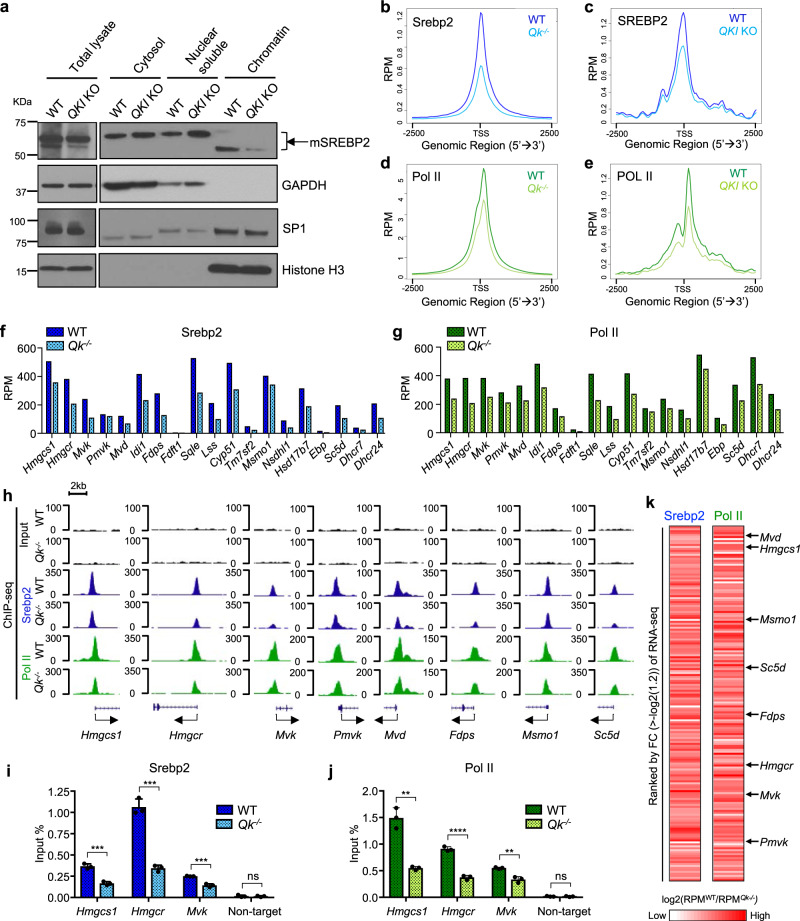
QKI-5 transcriptionally enhances cholesterol biosynthesis by facilitating SREBP2/POL II recruitment. **a** Immunoblots for detection of mSREBP2 (mature SREBP2) in subcellular fractions of HLE-B3 cells. GAPDH: cytosol; SP1: nuclei; Histone H3: chromatin. The result was repeated three times. **b**, **c** Signalplots showing RPM for SREBP2 in **b** NLPCs and **c** HLE-B3 cells ±2.5 kb from the TSS of SREBP2-bound peaks in WT and *QKI* KO cells. **d**, **e** Signalplots showing the read counts per million mapped reads for POL II in **d** NLPCs and **e** HLE-B3 cells ±2.5 kb from the TSS of SREBP2-bound peaks in WT and *QKI* KO cells. **f**, **g** RPM value of all the 19 cholesterol biosynthesis genes in **f** Srebp2 ChIP-seq and **g** Pol II ChIP-seq in WT and *Qk*^*-/-*^ NLPCs. **h** Representative UCSC Genome Browser snapshot of the promoter regions of cholesterol biosynthesis genes from ChIP-seq of NLPCs. **i**, **j** Srebp2 and Pol II ChIP-qPCR analysis of the promoter regions of *Hmgcs1*, *Hmgcr*, and *Mvk* in WT and *Qk*^*-/-*^ NLPCs. **i** *p* = 0.0006554 (*Hmgcs1*); 0.0002616 (*Hmgcr*); 0.0005623 (*Mvk*); 0.7637 (Non-target). **j** *p* = 0.001092 (*Hmgcs1*); 0.00009184 (*Hmgcr*); 0.002848 (*Mvk*); 0.7947 (Non-target). **p < 0.01; ***p < 0.001; ****p < 0.0001; ns not significant (*p* ≥ 0.05) (two-tailed unpaired *t*-test). The results are presented as means with SD. Data are representative of three independent experiments. **k** Heatmap of normalized fold change of RPM in WT NLPCs over *Qk*^*-/-*^ NLPCs (log2(RPM^WT^/RPM^*Qk-/-*^) in Srebp2 and Pol II ChIP-seq data ranked by fold change in RNA-seq of NLPCs. Arrows indicate cholesterol biosynthesis genes.

### Qki interacts with single-stranded DNA

The major functional domain of Qki is the STAR (signal transduction activator of RNA metabolism) domain, which includes QUA1, K homology (KH), and QUA2 components, and it has been shown that the KH domain binds to both RNA and single-stranded DNA (ssDNA)^65,66^. For instance, both heterogeneous nuclear ribonucleoprotein K (hnRNP K) and far upstream element-binding protein 1 (FUBP1) are known to bind to ssDNA and RNA through the KH domain^67,68^. Accordingly, we hypothesized that QKI might also bind to ssDNA to regulate SREBP2-dependent transcription. To determine whether QKI binds to DNA, we purified recombinant full-length Qki-5 and the STAR domain of Qki-5 protein from *Escherichia coli* and tested whether they interact with DNA and RNA in vitro (Supplementary Fig. 8a). Using microscale thermophoresis (MST) and isothermal titration calorimetry (ITC) assays, we confirmed that purified full-length and the STAR domain of Qki-5 bind to two known RNA sequences, QRE1 (CUUCUUAAUAUAACUGCCUUAAACUUUAAU) and QRE2 (UUCACUAACAA) that contain the QKI-RNA recognition element (QRE) YUAAY (Fig. 7a, Supplementary Fig. 8b, c)^14,66^. Previous studies showed that mutations of UAA can dramatically disrupt QKI-RNA interaction^14,69^. We reasoned that if QKI interacts with ssDNA, it may recognize a similar sequence containing TAA. Because SREBP2-binding motif was enriched in QKI-5 binding peaks both in HLE-B3 and NLPCs (Fig. 5b), we then designed ssDNA oligos originated in the promoter regions of SREBP2 target genes and proximally downstream of the sterol regulatory elements (SREs)^70,71^. These ssDNA oligos were denoted as QKI-DNA recognition elements (QDEs), which all contain TAA (Fig. 7b, c)^14,66^. We found that Qki-5 interacted with QDE sequences derived from the cholesterol biosynthesis genes, such as squalene epoxidase (QDE1), *MVK* (QDE2), *HMGCR* (QDE3), *Hmgcs1* (QDE4), and *FDPS* (QDE5), in the MST assay (Fig. 7c, d). Mutation of a core binding motif (TAA -> GCG) in QDE1-5 led to significant reduction of the binding affinity with Qki-5, suggesting a motif-favorable feature in binding of Qki-5 to DNA. Previous studies showed that the STAR domain of QKI interacts with RNA^66^, and consistently, the ITC assay demonstrated that both full-length and the STAR domain of Qki-5 interacted with QDE1 (Supplementary Fig. 8b, c). Since hnRNP K is known to interact with both RNAs and DNAs^72^, we then sought to compare the affinities of QKI and hnRNP K in terms of binding to DNAs. To that end, we first purified the KH3 domain of hnRNP K (whose structure has been previously solved by X-ray crystallography)^72^ and then tested for the interaction with its known binding motif CTCCCC with both MST and ITC assays. We found that KH3 domain of hnRNP K showed a K_d_ = 11.9 μM in the MST assay and a K_d_ = 13.8 μM in the ITC assay (Supplementary Fig. 9a, b), which are both comparable to the binding affinities between the KH domain of Qki and QDE1 in the ITC assay (K_d_ = 11.9 μM) (Supplementary Fig. 8c). Consistently, previous studies showed that hnRNP K binds to single-stranded nucleic acids in the range of 1–3 μM^72^, which is similar to the affinity of Qki measured with the MST assay in this study. Taken together, these data suggested that other than interacting with RNAs, Qki may also enhance Srebp2-mediated transcription potentially by interacting with ssDNAs at promoters.

**Fig. 7:**
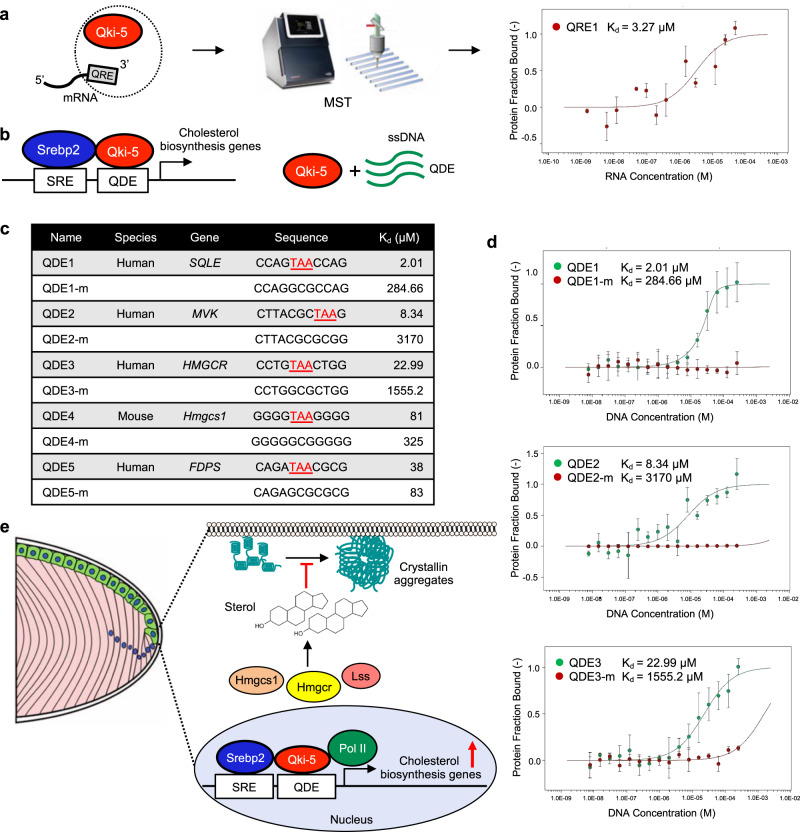
Qki-5 interacts with ssDNA. **a** Schematic of the MST assay of bacterially expressed recombinant Qki-5 and QRE. The image of MST machine (Monolith NT.115) is from https://nanotempertech.com/monolith. The titration curve for the MST assay for fluorescently labeled Trx-His_6_–Qki-5 (full-length) and QRE1 (CUUCUUAAUAUAACUGCCUUAAACUUUAAU) is shown at right (*n* = 3). The results are presented as means with SD. **b** Schematic for designing the QDEs proximally downstream of SREs in the promoter regions of cholesterol biosynthesis genes used for the MST assay to examine the interaction with Qki-5. **c** The ssDNA oligos (QDE and QDE-m [mutant]) tested in the MST assay and the K_d_ value of each oligo in the assay. **d** Titration curves for the MST assay showing the K_d_ values for fluorescently labeled Trx-His_6_-Qki-5 (full-length) (fraction of 20 nM protein bound by DNA, *y*-axis) and QDE/QDE-m (2-fold serially diluted 16 different concentrations (M), *x*-axis). *n* = 3/group. The results are presented as means with SD. **e** Schematic diagram depicting proposed mechanisms by which Qki-5 cooperates with Srebp2 to enhance transcription of cholesterol biosynthesis, which maintains proper sterol levels to ensure protein homeostasis in eye lens cells and prevent cataracts.

As QKI-5 forms a molecular complex with SREBP2 in the nucleus (Fig. 4b–e, Supplementary Fig. 4h, i), we further asked if DNA-binding activity of Qki is also dependent on SREBP2 similar to the manner of SREBP2’s dependency on QKI-5. Using the *SREBF2*-deficient line of HLE-B3 cells, which displayed the most efficient reduction of SREBP2 expression (Supplementary Fig. 10a), we showed that the genome-wide chromatin localization of QKI-5 was not changed upon SREBP2 depletion (Supplementary Fig. 10b, c), suggesting that SREBP2 is dispensable for QKI-5 binding to chromatin at the whole genomic level. Of note, those genes that are co-targeted by QKI-5 and SREBP2 such as *MVD*, *CYP51*, and *FDPS*, are selectively reduced compared to the QKI-5 target genes that are not bound by SREBP2 (Supplementary Fig. 10d). Taken together, these data suggested that the recruitments of QKI-5 and SREBP2 to the promoters of cholesterol biosynthesis genes might be co-dependent.

## Discussion

Whereas the importance of de novo cholesterol production in eye lens cells is evident in cataracts associated with human hereditary diseases and genetic mouse models with mutations of cholesterol biosynthesis genes^19,25,32^, how cholesterol biosynthesis is regulated mechanistically in lens cells remained unclear. A low level of intracellular cholesterol triggers translocation of endoplasmic reticulum-embedded SREBP2 to the Golgi apparatus, where SREBP2 is cleaved to a mature form, which is then transported to the nucleus for transcriptional activation of cholesterol biosynthesis genes^73^. Multiple studies have shown that mature SREBP2 interacts with ubiquitous transcription factors such as Sp1 and NF-Y as well as co-activators such as CREB-binding protein to synergistically activate transcription of cholesterol biosynthesis genes^74^. However, studies of the regulation of SREBP2 in a tissue-specific manner are lacking. Our study demonstrated that genetic deletion of *Qk* leads to a cataractagenic phenotype in the mouse eye lens due to downregulation of the cholesterol biosynthesis pathway. Moreover, we elucidated the mechanisms by which Srebp2-mediated cholesterol biosynthesis is transcriptionally enhanced by Qki to meet the high demand for cholesterol for maintenance of lens transparency. Therefore, we propose that Qki functions as a transcriptional regulator of Srebp2-mediated cholesterol biosynthesis to prevent abnormal protein aggregation in the lens.

Highly enriched cholesterol content in membrane is a unique characteristic of the lens tissue compared to other tissues^15^. Previous studies suggested that sterols are required for the proper function of membrane-embedded α-crystallins, which serve as chaperones to facilitate the folding of lens proteins, including β- and γ-crystallins^18,75,76^. In addition, cholesterol is essential for maintaining membrane integrity, and loss of cholesterol in the cytoplasmic membrane will likely cause influx of Ca^2+^, which has been shown to activate calpain, a protease that aberrantly cleaves crystallins, thereby leading to crystallin aggregation^77^. In our study, we elucidated that Qki plays an essential role in providing sufficient cholesterol in the lens cells. At the tissue level, regulation of cholesterol level by Qki is required for maintaining proper membrane integrity and transparency of the lens tissue. Notably, lens fiber cells undergo differentiation from the outer layer towards center of the lens, and one major process during differentiation is denucleation, which is important for maintaining transparency of the lens^78^. Those terminally differentiated lens fiber cells without organelles are metabolically inactive, which require nutrients/metabolites from the metabolically active neighboring fiber cells. The enclosed fiber cells are tightly packed and behave as a whole similar to a single cell in term of metabolic exchange^79^. Supporting this notion, we showed that AQP0^+^GFP^−^ cells (lens fiber cells terminally differentiated before the Qki depeletion) are also impaired in cellular membrane structure probably due to the indirect impact by Qki-depleted cells (GFP^+^ cells) (Fig. 1c and Supplementary Fig. 2a), although the impact on the AQP0^+^GFP^−^ cells was not as remarkable as that on the AQP0^+^GFP^+^ cells. Therefore, it is quite likely that Qki-depleted cells potentially affect the neighboring cells by reducing metabolic supports such as cholesterol, which ultimately leads to the massive and fast progression of cataract phenotype. Another potential role of cholesterol in protein homeostasis is to function as an important component of the cell membrane for proper protein trafficking and degradation^80^. Previously, we showed that Qki is an important regulator of endolysosome formation in NSCs^41^, so it is also likely that regulation of cholesterol levels by Qki in the eye lens may also contribute to proper trafficking and function of lens proteins for maintaining protein solubility in the lens.

As a KH-domain-containing protein, Qki has been shown to bind to RNA. However, other KH-domain-containing proteins, such as hnRNP K and FUBP1, interact with both RNA and DNA^67^. Here, we demonstrated that, like other KH-domain-containing proteins, Qki-5 can bind to ssDNA (QDE) similar to the RNA-binding motif (QRE) of Qki, which is in close proximity to SREs on the promoters of cholesterol biosynthesis genes^14,66^. Notably, motif analysis on the top peaks of Qki-5 ChIP-seq data by HOMER identified a few known transcription factor-binding motifs (e.g., SREBP2, CAAT box-binding transcription factor/nuclear factor-1 (CTF/NF1), activating transcription factor-4 (ATF4), nuclear factor erythroid 2 related factor-1 (NRF1), SRY-related HMG-box 10 (SOX10), and PPAR). In addition, QKI-5 binding to the promoters of the cholesterol biosynthesis genes was specifically reduced in the absence of SREBP2 shown in Supplementary Fig. 10d, suggesting the potential contribution of QKI-5**–**interacting proteins (e.g., SREBP2) to DNA-binding activity of QKI-5 in a context-dependent manner. Therefore, we postulate that the binding of Qki-5 to chromatin is co-determined by its interactions with both DNA and other transcriptional factors/co-factors^81^, although it is also possible that the binding of Qki to chromatin is mediated through RNA. In addition, Qki-5 seemingly shares the feature of various DNA-binding proteins that exhibit weakly conserved sequence specificity, such as the chromatin modifiers such as Chd1 and CHD8^82,83^. Notably, more than one quarter of the Qki-5–bound peaks (28.87% in NLPCs and 32.30% in HLE-B3 cells) fell into intergenic regions in Qki-5 ChIP-seq data (Fig. 4f, Supplementary Fig. 5a). Therefore, Qki-5 potentially activates transcription by stabilizing the transcriptional complex and regulating dynamics of the chromatin structure by interacting with both promoter and cis-regulatory element such as enhancers^84,85^. It is noteworthy to further investigate the spatial distribution of Qki-5 and other key factors in transcriptional regulatory networks and how they coordinate to initiate transcription.

Recent studies suggested that HNRNP K, a well-established KH-domain-containing RNA/DNA-binding protein, played an important role in maintaining epidermal progenitor function through both transcriptional and post-transcriptional regulations^86,87^. Similarly, although we showed that Qki-5 regulates the expressions of cholesterol biosynthesis genes mainly through transcriptional activation, Qki-5 may also regulate some of these genes post-transcriptionally as Qki is known to regulate mRNA metabolism including mRNA splicing, stability, export, and translation^36,88^. In addition to Qki-5, the other two splicing isoforms of Qki, Qki-6, and Qki-7 can potentially contribute to the downregulation of cholesterol biosynthesis genes as our *Qk* deletion targeted depletion of all three isoforms.

We showed that Qki-5 and Srebp2 bound to the noncanonical genes in addition to the cholesterol biosynthesis genes based on the ChIP-seq data in lens cells, which suggests that Qki-5 may cooperate with Srebp2 in regulating alternative cellular pathways that control protein homeostasis in eye lens cells. Notably, the protein ubiquitination pathway, which is known to regulate protein homeostasis^89^, was one of the pathways most enriched in both Qki-5/Srebp2-binding events and downregulated genes in RNA-seq in lens cells (Fig. 2i and Fig. 5c, g). Most abundant ubiquitin-proteasome-related genes decreased upon Qki loss belong to the 26 S proteasome subunits that are involved in degradation of poly-ubiquitinated proteins^90^, suggesting that the proteasomal degradation process is compromised with Qki depletion, leading to the accumulation of undegraded poly-ubiquitinated proteins (Supplementary Fig. 3b). 

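Of the 33 genes for constitutive subunits of the 26S proteasome, 32 had a log2 fold change below 0 in the NLPC libraries labelled *Qk*-/- and 21 an unadjusted p-value under 0.05 with it (Fisher's exact test against the other genes, one-sided, p = 6.94e-11). An adjusted p-value under 0.05 was reached by 16 over the 33 alone and by 3 over all genes tested, *Psmc2*, *Psmc6* and *Psmd11*. Their mean log2 fold change was −0.31 (camera in limma, p = 1.7e-06), and p was 0.173 with the correlation estimated from the data. With the replicate block, 19 were lower at the unadjusted threshold (Fisher's exact test, p = 9.94e-09) and the mean was −0.33 (camera in limma, p = 1.7e-06). In the lens, 27 of 32 subunit genes lay below 0 and 3 were lower at an unadjusted p-value under 0.05 (Fisher's exact test, p = 0.722), with a mean of −0.22 (camera in limma, p = 0.00768) and −0.24 with the block (camera in limma, p = 0.0062). Relative to the Ctrl mean, the *Qk*-iCKO lenses averaged −0.55, −0.097 and −0.073 and the Ctrl lenses −0.080, −0.061 and 0.14 (exact permutation test, p = 0.20). With scaling to total counts alone, the lens mean was 0.028, with camera in limma still under its threshold, and relative to the median of all genes tested it was −0.26, against −0.23 with TMM. In HLE-B3 cells the mean was 0.22, with 19 of 33 genes higher in *QKI* KO cells at the unadjusted threshold. From the decrease of 26S proteasome subunits, the paper proposes that proteasomal degradation is compromised upon Qki depletion.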

As impairment of proteasomal degradation is associated with protein aggregation diseases including neurodegenerative diseases (NDs) and cataracts^91,92^, the potential role of Qki in proteasome regulation is of interest for future investigation.

As a universal regulator of cholesterol biosynthesis in many tissues, SREBP2 may not be a feasible therapeutic target to modulate tissue-specific cholesterol levels. Therefore, the molecular mechanism of cholesterol biosynthesis regulation by Qki that we describe herein provides specificity in targeting cholesterol biosynthesis in a tissue-specific manner and opens up possibilities for noninvasive treatment of cataracts. Furthermore, because α-crystallins belong to a family of heat shock proteins known to function as chaperones for coping with aggregation-prone proteins involved in NDs such as tau and α-synuclein^93–95^, understanding the role of cholesterol in protein homeostasis in the eye lens will potentially facilitate understanding of protein homeostasis in the brain.

## Methods

### Mice

*Nestin*-*CreER*^T2^ mice (C57BL/6) were gifts from R. Kageyama (Kyoto University, Kyoto, Japan)^96^. *Rosa26*-*CreER*^T2^ mice (C57BL/6)^97^ and *mTmG* mice (C57BL/6)^47^ were from Jackson Laboratories (Bar Harbor, ME). Conditional *Qk* knockout mice (*Qk*^L/L^) with two *loxP* sequences flanking the exon 2 of *Qk* gene were generated by our lab as previously described^41^. *Qk*^L/L^ mice were crossed with *Nestin*-*CreER*^T2^ transgenic mice or *Rosa26*-*CreER*^T2^ mice wherein the expression of tamoxifen-inducible Cre was under the control of the *Nestin* promoter or *Gt(ROSA)26Sor* promoter. Mice were maintained at MD Anderson’s animal facility under pathogen-free conditions, maintained under a 12-h light-dark schedule, allowed free access to water and food, and monitored for signs of illness every other day. All mouse experiments were conducted according to the NIH guidelines, and protocols for mouse procedures were approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center. *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice were injected subcutaneously with 20 μL of tamoxifen (10 mg/mL) (Sigma–Aldrich) dissolved in corn oil for two consecutive days at the age of P7 and P8 to induce the deletion of *Qk*. Littermates (*Nestin*-*CreER*^T2^;*Qk*^+/+^, *Nestin*-*CreER*^T2^; *Qk*^L/+^, or *Qk*^L/L^ mice) of the same age and genetic background were injected concomitantly with tamoxifen and used as controls. The tamoxifen-injected mice were monitored daily to check their health conditions. There were no randomization and blinding events in the animal studies.

### Primary cells

For NSC isolation, the whole brains of the *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice at P1 were dissected, sliced into small pieces, and dissociated enzymatically using Neural Tissue Dissociation Kits, according to the manufacturer’s instructions (Miltenyi Biotec). The single-cell suspension of NSCs was then maintained in NeuroCult Basal Medium (Stemcell Technologies) containing NeuroCult Proliferation Supplement (Stemcell Technologies), 20 ng/mL EGF (ProteinTech), 10 ng/mL bFGF (ProteinTech), 50 units/mL penicillin G (Thermo Fisher Scientific), and 50 μg/mL streptomycin (Thermo Fisher Scientific). For gene deletion of *Qk*, the NSCs were treated with 100 nM 4-hydroxytamoxifen (Sigma–Aldrich) two times.

For NLPC differentiation, NSCs were seeded onto the culture dishes precoated with 2 ug/ml fibronectin (R&D Systmes) in PBS overnight in the NSC medium described above. After two days, NLPC differentiation was induced in DMEM/F12 (Thermo Fisher Scientific, 11320033) supplemented with 0.05% bovine serum albumin (Sigma–Aldrich), 1% nonessential amino acids (Thermo Fisher Scientific), N-2 (Thermo Fisher Scientific), B-27 (Thermo Fisher Scientific), 50 units/mL penicillin G, and 50 μg/mL streptomycin with treatment of 100 ng/mL Noggin (PeproTech) for 6 days (Step 1) and 100 ng/ml bFGF (ProteinTech), 20 ng/ml BMP4 (PeproTech), 20 ng/ml BMP7 (PeproTech) for 12 days (Step 2)^55^. All cell culture was performed under 5% CO_2_ atmospheric oxygen, at 37 °C in a humidified incubator.

### Cell lines

HLE-B3 cells were obtained from ATCC (Cat# CRL-11421) and cultured in Eagle’s minimum essential medium (ATCC) containing 20% fetal bovine serum (HyClone), 50 units/mL penicillin G, and 50 μg/mL streptomycin. Lipid depletion in HLE-B3 cells was induced with the treatment of 5% lipoprotein depleted fetal bovine serum (Kalen Biomedical LLC), 10 μM compactin (Sigma–Aldrich), and 50 μM mevalonate (Sigma–Aldrich)^12^. 100 μM MG-132 (Sigma–Aldrich) was treated in HLE-B3 to increase nuclear stabilization of mature SREBP2^98^. All cell culture was performed under 5% CO_2_ atmospheric oxygen, at 37 °C in a humidified incubator.

### Tissue preparation and immunofluorescence

Mice were euthanized by CO_2_ inhalation followed by cervical dislocation. Ocular tissues were immediately dissected, fixed in formalin and embedded in paraffin. For frozen sections, dissected ocular tissues were fixed in 4% paraformaldehyde (PFA), dehydrated in 20% sucrose in PBS, and embedded in optimal cutting temperature compound (OCT). The prepared tissue sections were boiled in citrate buffer (Poly Scientific R&D Corp.) for heat-induced antigen retrieval followed by blocking with 10% horse serum for 1 hr at room temperature. The following primary antibodies were used for staining overnight at 4 °C: anti-Nestin (BD Biosciences, 556309, 1:100), anti-GFAP (BD Biosciences, 556330, 1:200), anti**–**Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript, 1:500), anti**–**Qki-6 (Sigma–Aldrich, AB9906, 1:500), anti-GFP (Abcam, ab13970, 1:200), anti-AQP0 (Alpha Diagnostic International, AQP01-A, 1:100), anti-Hmgcs1 (Abcam, ab155787, 1:200). The sections were incubated with appropriate Alexa Fluor dye-conjugated secondary antibodies (Thermo Fisher Scientific) for 1 hr at room temperature. For immunofluorescence of NLPCs, cells on fibronectin-coated coverslips were fixed with 4% PFA and treated with 0.1% Triton X-100. After blocking with 1% BSA for 1 hr, the cells were incubated with the following primary antibodies overnight at 4 °C: anti-Pax6 (Abcam, ab5790, 1:200), anti**–**αB-crystallin (Abcam, ab13496, 1:500), anti**–**Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript, 1:1000).

The samples were then incubated with the corresponding Alexa Fluor conjugated secondary antibodies (Thermo Fisher Scientific) for 1 hr at room temperature and mounted using a VECTASHIELD with DAPI (Vector Laboratories). Fillipin staining was performed on the frozen tissues using cell-based cholesterol assay kit (Abcam, ab133116) based on the manufacturer’s instructions, and TO-PRO3 (Thermo Fisher Scientific) was used for nuclear counterstaining. Most immunofluorescence images were captured with Leica DMi8 microscope.

The confocal images in Supplementary Fig. 1d, e and in Supplementary Fig. 2a were captured with Nikon A1R confocal microscope. Fluorescent intensity was measured using Fiji-ImageJ (NIH) and quantified in Fig. 1a, b and Supplementary Fig. 1e, f.

### Silver staining

The lens tissues of control and *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice were homogenized in radioimmunoprecipitation (RIPA) lysis buffer (50 mM Tris-HCl [pH 8.0], 150 mM sodium chloride, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate, supplemented with freshly added protease inhibitor cocktail). After centrifugation at 13,000 × *g* at 4 °C for 10 min, the supernatant was collected and quantified using a DC protein assay (Bio-Rad). 3–5 μg of protein lysates was separated by 4–12% gradient NuPAGE gels (Invitrogen) and visualized by Pierce™ Silver Staining Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Mass spectrometry

Aggregates from the lenses of *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice were dissected and solubilized with 8 M urea followed by visualization of proteins using Coomassie blue staining. The strong gel bands were excised and analyzed by Taplin Biological Mass Spectrometry Facility (Harvard Medical School). The excised gel bands were cut into ~1 mm^3^ pieces. The samples were reduced with 1 mM DTT for 30 min at 60 °C and then alkylated with 5 mM iodoacetamide for 15 min in the dark at room temperature. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure^99^. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/µl modified sequencing-grade trypsin (Promega, Madison, WI) at 4 °C. Samples were then placed in a 37 °C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were then dried in a speed-vac (~1 hr). For the analysis, the samples were reconstituted in 5–10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter x ~30 cm length) with a flame-drawn tip^100^. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed, and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid). As each peptide was eluted they were subjected to electrospray ionization and then they entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, San Jose, CA). Eluting peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein or translated nucleotide databases with the acquired fragmentation pattern by the software program, Sequest (ThermoFinnigan, San Jose, CA)^101^.

### Congo Red staining

Formalin-fixed paraffin sections of ocular tissues were rehydrated, washed, and incubated in Congo Red solution (0.5% Congo Red (Fisher Scientific) in 50% alcohol) for 20 min. The tissue sections were then rinsed and transferred to alkaline alcohol solution (1X sodium hydroxide, 50% alcohol) briefly and rinsed. The sections were then counterstained with hematoxylin for 30 sec, rinsed, and dehydrated^102^.

### Electron microscopy

Lenses from control and *Nestin*-*CreER*^T2^;*Qk*^L/L^ at the age of P30 were immediately dissected after euthanasia described above and fixed in a solution containing 3% glutaraldehyde and 2% paraformaldehyde in 0.1 M cacodylate buffer (pH 7.3) at 4 °C and processed at the High Resolution Electron Microscopy Facility at MD Anderson. The eye lens tissues were then washed in 0.1 M sodium cacodylate buffer and treated with 0.1% Millipore-filtered cacodylate buffered tannic acid, post-fixed with 1% buffered osmium and stained en bloc with 0.1% Millipore-filtered uranyl acetate. The samples were dehydrated in increasing concentrations of ethanol and then infiltrated and embedded in LX-112 medium. The samples were then polymerized in a 60 °C oven for approximately three days. Ultrathin sections were cut using a Leica Ultracut microtome (Leica, Deerfield, IL) and then stained with uranyl acetetate and lead citrate in a Leica EM Stainer. The stained samples were examined in a JEM 1010 transmission electron microscope (JEOL USA, Inc., Peabody, MA) using an accelerating voltage of 80 kV. Digital images were obtained using an AMT imaging system (Advanced Microscopy Techniques Corp., Danvers, MA).

### Lentivirus production and infection of cells

The coding DNA sequence region of *Srebf2* was amplified by PCR from pLKO-puro Flag-Srebp2 (addgene #32018)^103^ and engineered to a pcDNA vector containing 2X Flag to generate an insert of Srebp2 with 2X Flag at the N-terminus (2X Flag-Srebp2). pLKO-puro Flag-Srebp2 containing 1X Flag at the N-terminus was cut with SalI and NotI to remove the Srebp2, and 2X Flag-Srebp2 from pcDNA was fused with the cut vector to generate Srebp2 expressing vector with 3X Flag at the N-terminus using In-Fusion cloning kit (Takara Bio). The coding DNA sequence region of wild-type with a hemagglutinin (HA) tag at the C terminal was first cloned into pENTR TOPO vector (Thermo Fisher Scientific) and recombined to the lentiviral vector pInducer20^104^ using Gateway LR clonase II enzyme mix (Thermo Fisher Scientific) according to the manufacturer’s instructions to generate pInducer20**–**Qki-5**–**HA vector. The lentiviruses packaged in HEK293T cells were infected to HLE-B3 cells and NSCs. The cells were then treated with puromycin (InvivoGene) for selection of Flag-Srebp2^+^ cells and G418 (Life Technologies) for Qki-5–HA^+^ infected cells. The viable cells were used for further experiments. Doxycycline treatment was performed to induce the expression of Qki-5–HA.

Targeted gene deletion of *QKI* and *SREBF2* in HLE-B3 cells was conducted by CRISPR/Cas9 system using plentiCRISPRv2 plasmid^105,106^. After lentiviral infection, *QKI*-target HLE-B3 cells were enriched by puromycin (InvivoGene) selection.

### Luciferase reporter assay

HEK293FT cells were seeded onto 96-well plates followed by co-transfection of pcDNA3.1**–**2XFLAG-SREBP2 vector (addgene #26807) (15340088) (or the empty vector) and pInducer20**–**Qki-5**–**HA vector in a dose-dependent manner (1, 5, 25 ng) with pSynSRE-T-Luc luciferase reporter vector (addgene #60444) (9430668) and *Renilla* co-reporter vector using lipofectamine 2000 (Thermo Fisher Scientific). After 24 h, co-transfected cells were lysed and measured with firefly luciferase activity and *Renilla* luciferase activity sequentially using Dual-Glo Luciferase Assay System (Promega) according to the manufacturer’s instructions. *Renilla* luciferase activity was used to normalize the transfection efficiency.

### Immunoblotting and IP

Lens tissue lysates were prepared as described above. Protein lysates of HLE-B3 cells and NLPCs were also prepared from the RIPA-soluble fraction and measured using a DC protein assay (Bio-Rad). 40–100 μg of proteins was separated on 4–12% gradient NuPAGE gels (Invitrogen) and transferred to a nitrocellulose membrane and probed with anti-ubiquitin (MBL, MK-11-3, 1:500), anti-p62 (CST, 5114, 1:500), anti-Hsp90 (Abcam, ab59459, 1:500), anti-Hmgcs1 (Abcam, ab155787, 1:500), anti-Hmgcr (Abcam, ab174830, 1:500), anti-Fdps (Abcam, ab189874, 1:500), and anti**–**Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript, 1:2000), anti**–**Qki-6 (Sigma–Aldrich, AB9906, 1:2000), anti**–**αB-crystallin (Abcam, ab13496, 1:2500), anti**–**αA-crystallin (Abcam, ab5595, 1:5000), anti**–**β-crystallin (Santa Cruz Technology, sc-22745, 1:200), anti**–**β-actin (Sigma–Aldrich, A5441, 1:10000) overnight at 4 °C followed by incubation with the corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies and detection using a SuperSignal enhanced chemiluminescence system (Thermo Fisher Scientific). Immunoblotting images were quantified using Image Studio (LI-CoR). For co-IP, HLE-B3 cells and NLPCs were washed twice with the cold PBS and lysed in hypotonic lysis buffer (10 mM HEPES [pH 7.9], 1.5 mM MgCl_2_, and 10 mM KCl, supplemented with freshly added protease inhibitors and DTT) for 10 min. The swollen cells were disrupted by a dounce homogenizer on ice followed by centrifugation at 13,000 × *g* at 4 °C for 15 min. The pellet (nuclei) was resuspended in low-salt buffer (20 mM HEPES [pH 7.9], 1.5 mM MgCl_2_, 20 mM KCl, 0.2 mM EDTA, and 25% glycerol, supplemented with freshly added protease inhibitors and DTT) followed by centrifugation at 13,000 g at 4 °C for 10 min. The pellet was fixed by 1% formaldehyde in NP-40 buffer (50 mM Tris-HCl [pH 7.4], 150 mM NaCl, 5 mM EDTA, and 0.05% NP-40, supplemented with freshly added protease inhibitors) for 10 min followed by quenching with 0.125 M glycine and washing with cold PBS. The crosslinked pellet was then sonicated using a Bioruptor Pico sonication device (Diagenode) for 60 cycles (30 s on, 30 s off) on high power setting. After centrifugation at 13,000 × *g* at 4 °C for 10 min to remove insoluble debris, the supernatant (nuclear fraction) was incubated with antibodies against Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript), Qki-6 (Sigma–Aldrich, AB9906), Srebp2 (10007663, Cayman Chemical), or normal rabbit immunoglobulin G (CST, 2729) at 4 °C overnight followed by further incubation in the presence of magnetic recombinant protein G coated-beads (Thermo Fisher Scientific) for another 2 hr at 4 °C. Bound beads were then washed 3 times in cold NP-40 buffer by inverting the tubes, boiled in sample buffer at 95 °C for 20 min, and subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting with anti**–**QKI-5 (1:1000), anti-SREBP2 (1:500), anti-Flag (Sigma–Aldrich, 1804, 1:500), and anti-HA (Abcam, ab18181, 1:500).

### Subcellular fractionation

HLE-B3 cells were cultured in lipid depletion condition described above, collected and washed in PBS, and resuspended in lysis buffer containing 10 mM HEPES [pH 7.4], 10 mM KCl, 0.05% NP-40, protease inhibitor cocktail, phosphatase inhibitor, and dithiothreitol). Protein lysates were incubated for 20 min on ice and centrifuged at 14,000 × *g* at 4 °C for 10 min. The supernatants containing the cytoplasmic proteins were separated, and the cell pellets were washed, resuspended in low-salt buffer (10 mM Tris-HCl [pH 7.4], 0.2 mM MgCl_2_, 1% Triton X-100 and incubated for 15 min on ice. After centrifugation at 14,000 × *g* at 4 °C for 10 min, the supernatants containing nuclear soluble proteins were separated. The cell pellets were then resuspended in 0.2 N HCl and incubated for 20 min on ice followed by 10 min of centrifugation at 14,000 × *g* at 4 °C. The Supernatant containing chromatin proteins were then neutralized with the equal volume of 1 M Tris-HCl [pH 8.0]. Each fraction was quantified and proceeded to immunoblotting assay with the following primary antibodies: anti**–**QKI-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript, 1:1000), anti**–**Qki-6 (Sigma–Aldrich, AB9906, 1:500), anti-SREBP2 (Abcam, ab30682, 1:500), anti-GAPDH (Santa Cruz Biotechnology, SC-32233, 1:5000), anti-SP1 (Abcam, ab13370, 1:500), and anti-Histone H3 (Abcam, ab5176, 1:5000)^107^.

### Cholesterol measurement

The lens and whole brain tissues of control and *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice at P19 were homogenized in the lipid extraction buffer (chloroform: isopropanol: NP-40 = 7: 11: 0.1) (200 μl of the lipid extraction buffer per 10 mg of tissue). After centrifugation at 13,000 × *g* at 4 °C for 10 min, the supernatant was collected and air-dried to remove the organic solvent. Dried lipid was used to measure cholesterol levels by Total Cholesterol Assay Kits (Cell Biolabs) according to the manufacturer’s instructions. For plasma cholesterol measurement, blood was collected retro-orbitally from control and *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice at P19, immediately followed by treatment of 0.5 M EDTA as an anticoagulant. Then, the blood samples are centrifuged at 2000 × *g* at 4 °C for 10 min, and the top layer was used with 1:50 dilution for cholesterol measurement as shown above.

### Lanosterol treatment

Two microliters of lanosterol eye drop (Lanomax, Ventura Laboratories Brea California 92821 USA) was directly applied to the eyes of control and *Nestin*-*CreER*^T2^;*Qk*^L/L^ mice twice a day for 7 days starting from the age of P14. This study was approved by MD Anderson’s animal facility. The dissected lenses at P21 were immediately imaged by Leica DFC450 C microscope camera, and aggregation index was quantified using Image J (NIH).

### Reverse transcriptase qPCR (RT-qPCR)

Total RNA was isolated using a RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. Two micrograms of RNA was reverse transcribed to cDNA by SuperScript III First-Strand Synthesis SuperMix (Thermo Fisher Scientific). Real-time RT-qPCR was performed using the iTaq Universal SYBR Green Supermix (Bio-Rad) with a 7500 Fast Real-Time PCR system (Applied Biosystems). The quantitative mRNA level of cholesterol biosynthesis genes was assessed according to the ΔΔCT method using *Actb* (mouse eye lens tissue) and *GAPDH* (NLPCs and HLE-B3 cells) as reference genes. List of oligonucleotide primer pairs used in RT-qPCR is provided in Supplementary Table 1.

### RNA-sequencing and pathway enrichment analysis

Total RNA was isolated from freshly dissected lenses from control (*n* = 3) and *Nestin*-*CreER*^*T2*^*;Qk*^*L/L*^ (*n* = 3) mice at P17-19 using a RNeasy Mini Kit with the treatment of DNase (Qiagen). RNA sequencing was conducted by the Illumina HiSeq/MiSeq sequencing service at the MD Anderson Sequencing and Microarray Facility. The stranded paired-end RNA-sequencing analysis procedure was referenced to Pertea’s protocol^108^. In brief, STAR (2.6.1b) program^109^ was used to align pair-end RNA sequence data against the mouse reference genome (mm10) and the human reference genome (hg19) version (GRCh37.primary_assembly.genome) with STAR-2.6.1b with parameters–outSAMunmapped Within–outFilterType BySJout–twopassMode Basic–outSAMtype BAM SortedByCoordinate. After applying the HTSeq (0.11.0)^110^ to extract the raw count tables based on the aligned bam files, DESeq2^111^ was used to perform normalization and differential gene expression analysis. Differentially expressed genes (*p*-value < 0.05) were used for analysis of canonical cellular pathways and upstream transcription regulators altered upon Qki depletion by Ingenuity pathway analysis (IPA) (Qiagen Inc.).

### ChIP-seq and ChIP-qPCR

The ChIP assays were performed as described previously^112^. In brief, NLPCs and HLE-B3 cells were crosslinked by 1% formaldehyde for 10 min and quenched by 0.125 M glycine. Then the crosslinked cells were suspended in ChIP lysis buffer (50 mM Tris-HCl [pH 7.4], 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate, with freshly added protease inhibitors) and sonicated to 200–300 bp. The sheared chromatin was diluted in ChIP dilution buffer (50 mM Tris-HCl [pH 7.4], 100 mM NaCl, 2 mM EDTA, 1% Triton X-100, and 0.1% sodium deoxycholate, with freshly added protease inhibitors) at a ratio of 1:1, and then incubated with anti–Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript), anti-Srebp2 (10007663, Cayman Chemical), anti-Pol II (Abcam, ab817), or normal rabbit IgG (CST, 2729) antibodies overnight at 4 °C. After incubation with prewashed magnetic recombinant protein G coated-beads (Thermo Fisher Scientific) for 2 hr, the protein-DNA complexes were washed three times with high-salt buffer (50 mM HEPES [pH 7.5], 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS with freshly added protease inhibitors), twice with low-salt buffer (10 mM Tris-HCl [pH 8.0], 250 mM LiCl, 1 mM EDTA, 0.5% NP-40, and 0.5% sodium deoxycholate, with freshly added protease inhibitors), and once with TE buffer (10 mM Tris-HCl [pH 8.0] and 1 mM EDTA). Elution and reverse crosslinking were carried out in the elution buffer (50 mM Tris-HCl [pH 8.0], 10 mM EDTA, and 1% SDS) at 65 °C for 4 hr. After digestion with RNase A (Thermo Fisher Scientific) and proteinase K (Promega) for 1 hr at 55 °C, DNA samples were purified using a PCR purification kit (Qiagen). Library preparation was performed under the instructions of the KAPA Hyper Prep Kit (Kapa Biosystems) and sequenced by Illumina HiSeqX Ten or NovaSeq 6000 (Jiangxi Haplox Clinical Lab Cen, Ltd). The FASTQ data were trimmed by Trim Galore (v0.4.4_dev) and mapped to the mouse genome (mm10 version) or human genome (hg19 version) using Bowtie (v1.2.2)^113^, then peaks were identified by macs2 (v2.1.2)^114^ with the parameters ‘macs2 callpeak -f BAM -g mm/hs -q 0.05 -t ChIP.bam -n NAME -c INPUT.bam’Homer (v4.10.1)^115^ with the following steps: makeTagDirectory and findPeaks Sample_tag -style factor -size auto -minDist default -i Input_tag -fdr 0.001. Signalplots and Heatmaps were generated with ngsplot^116^. ChIP-seq between WT and KO were normalized by total reads. IPA was used to analyze canonical cellular pathways enriched in genes whose promoters were co-occupied by Qki-5, Srebp2, and Pol II and in the overlapping gene cluster of Qki-5-bound genes in ChIP-seq and significantly downregulated genes in *Qk*^*L/L*^ NLPCs and *QKI* KO HLE-B3 cells relative to WT according to RNA-seq. Motifs enriched in QKI-5 peaks in NLPCs and HLE-B3 cells were identified by HOMER(v4.10.1) with the following parameters: findMotifsGenome.pl peaklist.bed mm10 –size given –len 6,8,10,12,14 –mis 2^115^. ChIP-qPCR was performed on a 7500 Fast Real-Time PCR system (Applied Biosystems) using iTaq Universal SYBR Green Supermix (Bio-Rad). List of oligonucleotide primer pairs used in ChIP-qPCR can be found in Supplementary Table 1.

### Protein expression and purification

The full-length Qki-5, STAR domain, and KH3 domain of hnRNP K were cloned into an in-house modified version of pET-32a vector (Novagen, USA)^117^. A Thioredoxin (Trx)-His_6_ tag and a PreScission protease cleavage site are present at the N-terminus of the multiple cloning sites. The resulting proteins contained a Trx-His_6_ tag on the N-termini of full-length Qki-5, STAR domain, and KH3 domain of hnRNP K. The recombinant proteins were expressed in BL21 (DE3) Codon Plus *Escherichia coli* cells at 16 °C for 16–18 h. The cells were then lysed by an AH-1500 high pressure homogenizer (ATS Engineering Limited, China). The Trx-His_6_-tagged protein complex was purified by Ni-NTA affinity chromatography (Qiagen, USA) followed by size-exclusion chromatography on a HiLoad 26/600 Superdex 200 (GE Healthcare, USA) in 50 mM Tris, pH 7.5, and 150 mM NaCl. Finally, protein was collected and concentrated for MST and ITC experiments.

### Microscale thermophoresis

MST experiments were performed on a Monolith NT.115 (NanoTemper, Germany) with a blue filter. Purified proteins were labeled by Att488-NHS, and the labeled proteins were separated from the free Atto488-NHS using a gravity column (PD MiniTrap G-25, GE Healthcare). 40 nM Atto488-labeled proteins (2X of the final reaction concentration) were prepared in PBS with 0.1% Tween-20, and oligonucleotides (QREs and QDEs) were dissolved and 2-fold serially diluted in PBS into 16 different concentration. Ten microliters of oligonucleotides of each concentration was thoroughly mixed with 10 µl of 40 nM labeled proteins, and the mixture was incubated at room temperature for 10 min. Approximately 10 µl of the mixtures were then loaded into standard/premium treated capillaries. Measurement were performed at 25 °C using 60% MST power. Each experiment was repeated three times. Data analyses were performed using the NanoTemper analysis software.

### Isothermal titration calorimetry

Isothermal titration calorimetry measurements were performed on a MicroCal^TM^ iTC200 isothermal titration calorimeter (GE Healthcare, USA) in 50 mM Tris, [pH 7.5], and 150 mM NaCl. For ITC of QRE2 (UUCACUAACAA), 150 μM QRE2 was titrated into 14.5 μM Trx-His_6_–Qki-5 and 14.3 μM Trx-His_6_-STAR, respectively. For ITC of QDE1, 443 μM QDE1 was titrated into 42.6 μM Trx-His_6_-Qki-5 and 44.1 μM Trx-His_6_-STAR, respectively. For ITC of hnRNP K binding motif (CTCCCC), 150 μM CTCCCC was titrated into 15 μM Trx-His_6_-KH3 of hnRNP K. The titration consisted of an initial injection of 0.4 μl followed by 19 injections of 2.0 μl every 120 s at 20 °C. The titration data and binding plot were analyzed with MicroCal Origin software with the one-site model.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8 software. The sample size was based on experimental feasibility, sample availability, and the number of necessary to obtain definitive results. The number of animals in each experiment is described in the corresponded Figure legends. Numerical results are presented as mean with error bars representing standard deviation (SD) except for Fig. 3f with standard error of the mean (SEM). For comparisons between the two groups, a two-tailed unpaired *t*-test was used except for Fig. 3f with a two-tailed paired *t*-test. Data distribution was assumed to be normal but has not been formally tested. All values of *p* < 0.05 were considered to be statistically significant. There were no randomization or blinding events during the experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-and ChIP-seq data described herein have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible at GSE145475 and GSE144757. Source data are provided within this manuscript as a source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Qki activates Srebp2-mediated cholesterol biosynthesis for maintenance of eye lens transparency
**Source:** Nat Commun. 2021 May 21;12:3005. doi: 10.1038/s41467-021-22782-0
**Supplement:** Supplementary file 1 — Supplementary Information

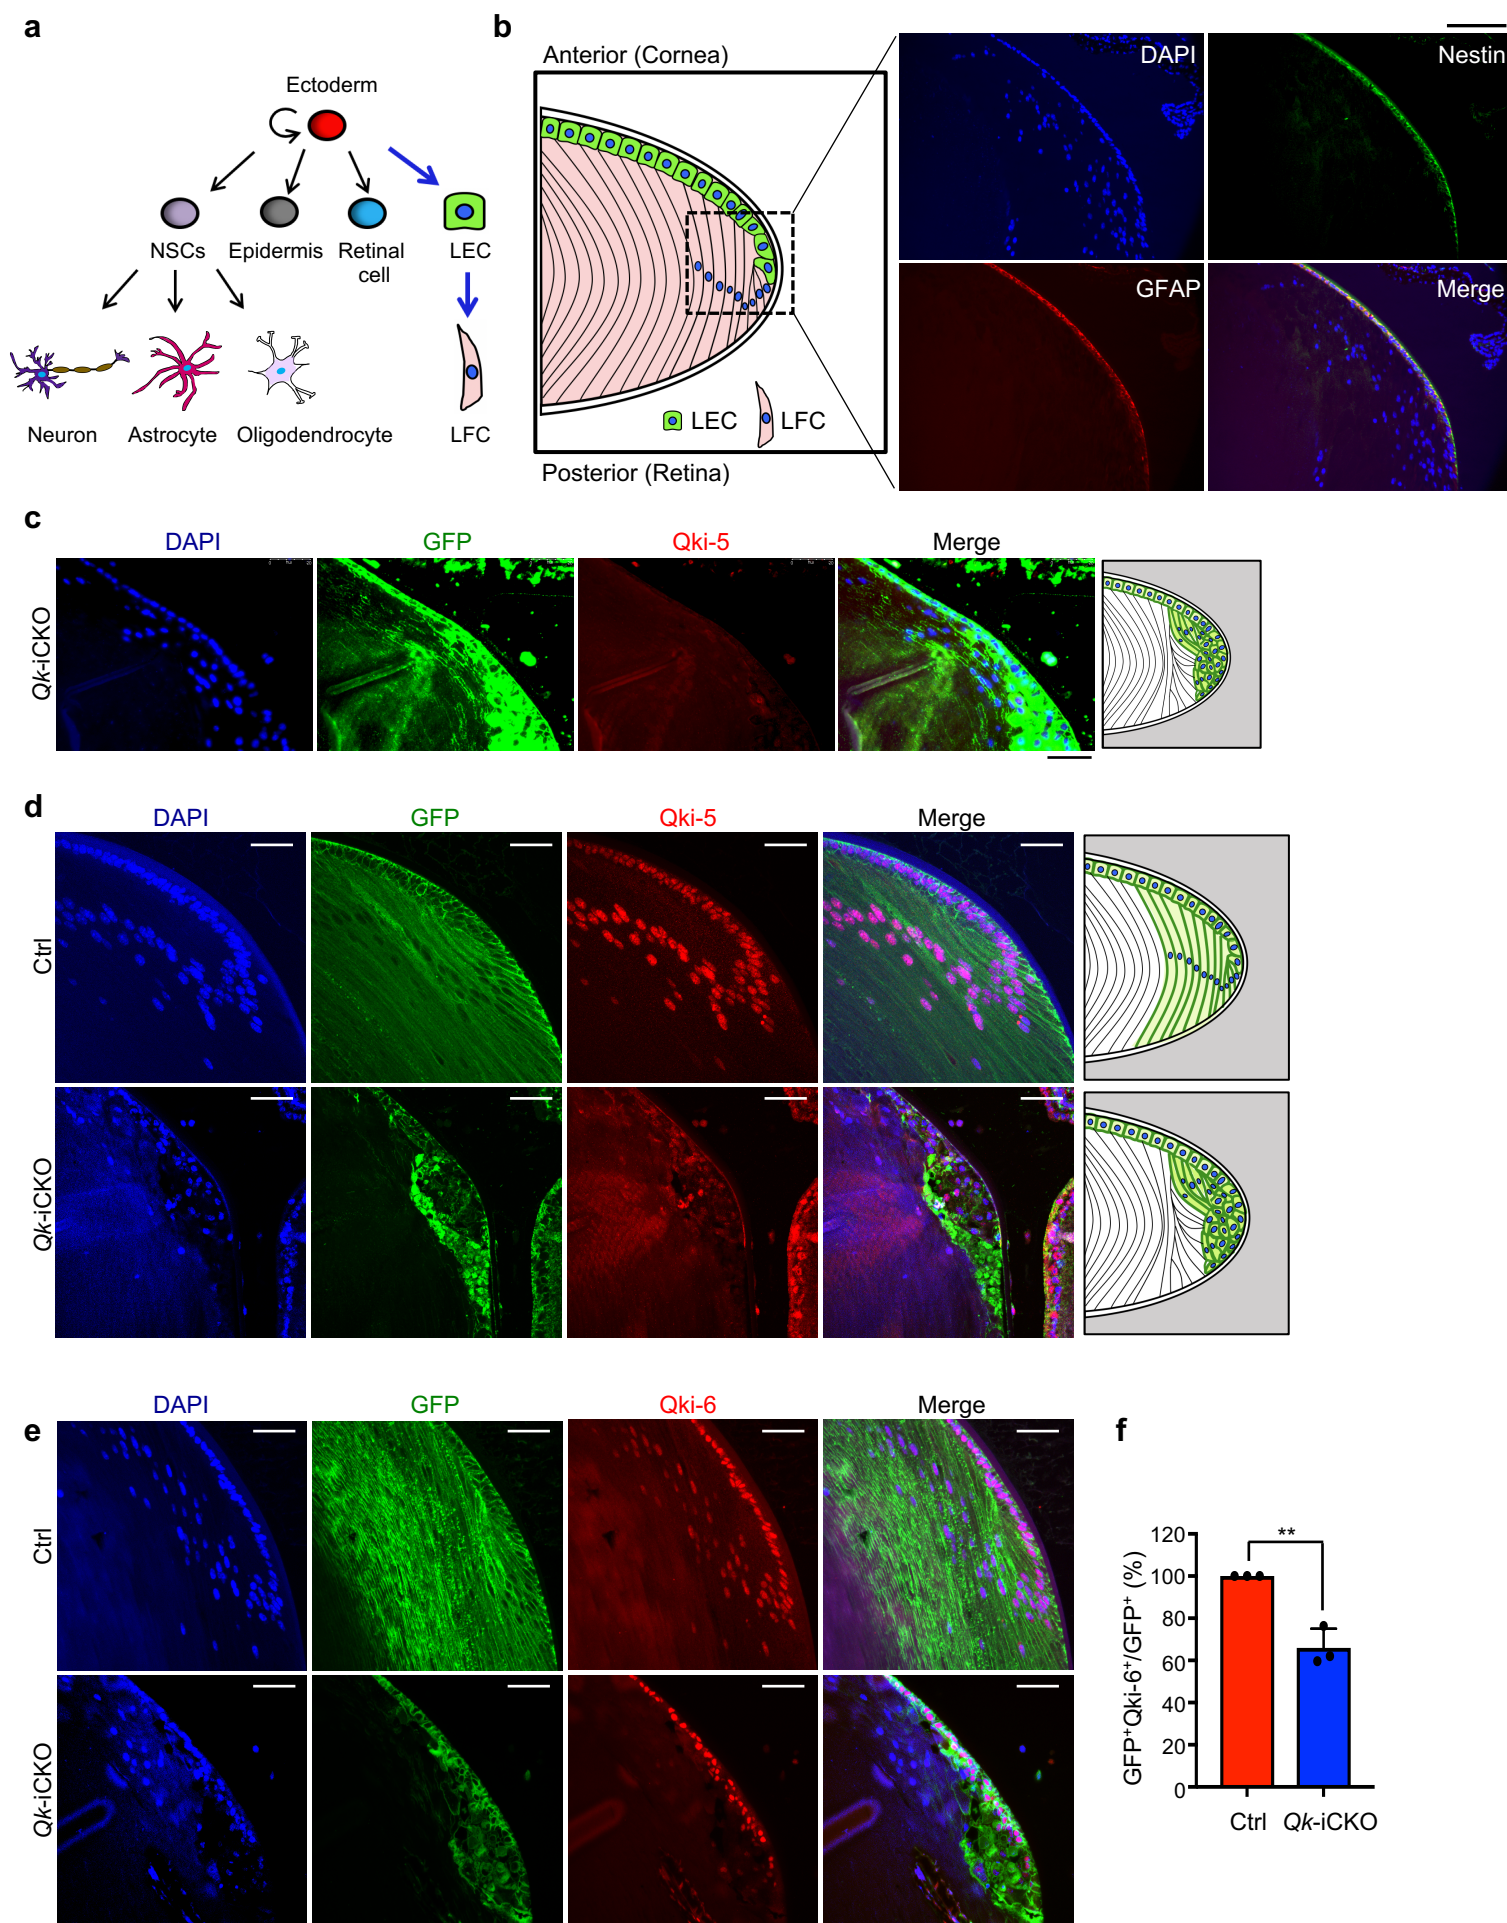

**Supplementary Fig. 1: Establishment of the mouse model to investigate the role of Qki in**

**eye lens. a** Schematic of the ectodermal lineage during early development. Blue arrow indicates

eye lens cell lineage differentiated from the ectoderm origin. LEC: Lens epithelial cell. LFC:

Lens fiber cell. **b** Representative immunofluorescent stains of lens cells (within the dotted box in

the schematic of the eye lens structure) in paraffin-embedded sections of ocular tissue for Nestin

(green) and GFAP (red) (scale bar: 200  $\mu$ m) at P19. DAPI (blue): nuclei. The result was

replicated three times. **c** Representative immunofluorescent stains of lens cells in paraffin-

embedded sections of ocular tissue from *Qki*-iCKO mice for GFP (green) and Qki-5 (red) (scale

bar: 50  $\mu$ m) at P19. DAPI (blue): nuclei. The images are identical with the images from *Qki*-

iCKO in **Fig. 1a** except for the stronger GFP exposure to trace all the GFP<sup>+</sup> lens cells. The result

was replicated three times. **d** Representative immunofluorescent staining of lens cells in paraffin-

embedded sections of ocular tissue from control and *Qki*-iCKO mice for GFP (green) and Qki-5

(red) (scale bar: 50  $\mu$ m) at P19. DAPI (blue): nuclei. Schematic at the far right depicting the

morphological impairment of eye lens structure upon Qki loss in *Qki*-iCKO mice compared to the

control mice. Images taken by confocal microscopy. The result was replicated three times. **e**

Representative immunofluorescent stains of lens cells in paraffin-embedded sections of ocular

tissue from control and *Qki*-iCKO mice for GFP (green) and Qki-6 (red) (scale bar: 50  $\mu$ m) at

P19. DAPI (blue): nuclei. Images taken by confocal microscopy. **f** Quantification of GFP<sup>+</sup>Qki6<sup>+</sup>

cells among all GFP<sup>+</sup> cells in the eye lens tissue represented in **e**. n = 3 mice/group. The results

are presented as means with SD.  $p = 0.002887$ . \*\* $p < 0.01$  (two-tailed unpaired *t*-test).

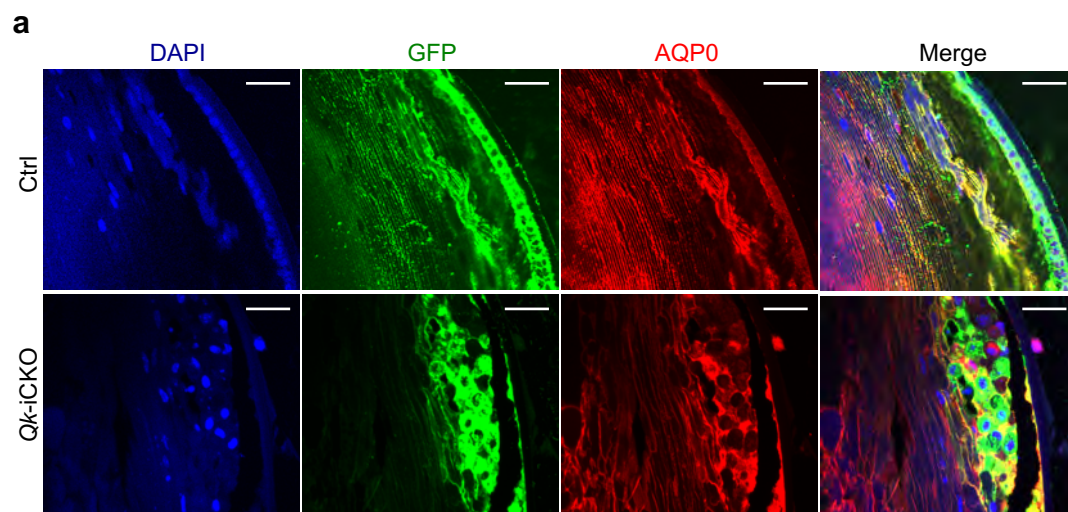

**Supplementary Fig. 2: Impairment of lens membrane structure in Qki-depleted lens tissue.**

**a** Representative immunofluorescent stains of lens cells in paraffin-embedded sections of ocular tissue from Ctrl and *Qk*-iCKO mice for GFP (green) and AQP0 (red) (scale bar: 50  $\mu$ m) at P19. DAPI (blue): nuclei. Images taken by confocal microscopy. All the experiments were replicated three times in the lab.

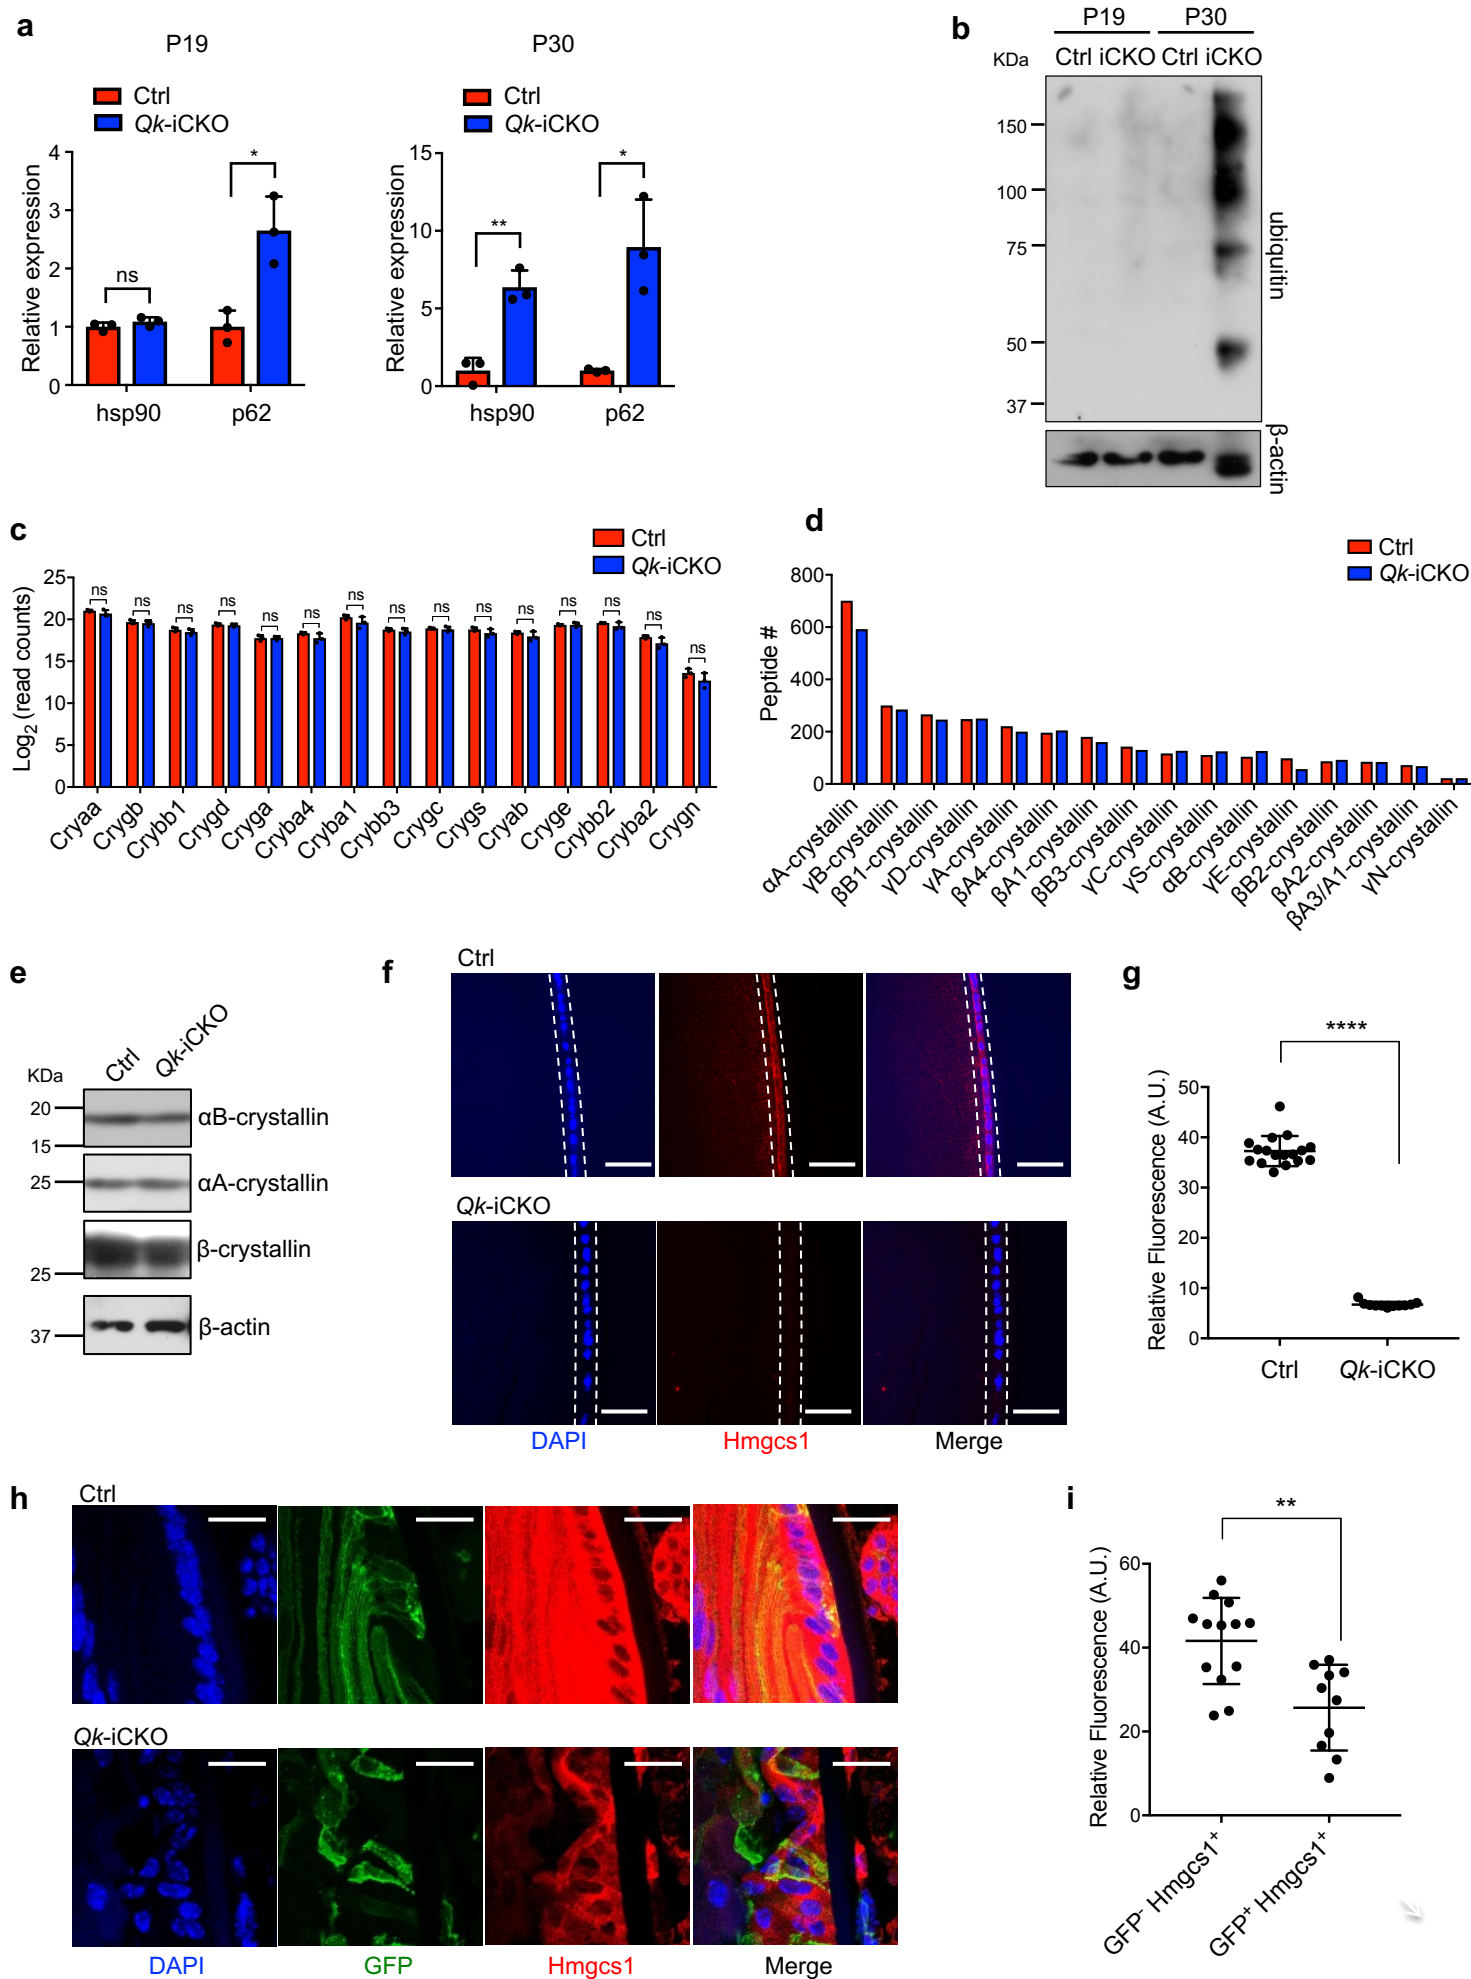

**Supplementary Fig. 3: Comparison of the expression level of proteostatic markers, crystallin isoforms, and Hmgcs1 in the lenses of control and *Qk*-iCKO mice. a**

Quantification of proteostatic markers, hsp90 and p62 in isolated Ctrl (n = 3) and *Qk*-iCKO (n = 3) lenses at P19 and P30.  $p = 0.2191$  (hsp90, P19);  $0.01143$  (p62, P19);  $0.002429$  (hsp90, P30);  $0.01096$  (p62, P30),  $*p < 0.05$ ;  $**p < 0.01$ ; ns = not significant ( $p \geq 0.05$ ) (two-tailed unpaired  $t$ -test). The results are presented as means with SD. **b** Immunoblots of proteostatic marker, ubiquitin in isolated Ctrl and *Qk*-iCKO lenses at P19 and P30.  $\beta$ -actin: loading control. **c** Raw read counts in RNA-seq data for crystallin isoforms in lenses isolated from Ctrl (n = 3) and *Qk*-iCKO (n = 3) mice at P17-19.  $p = 0.2550$  (Cryaa);  $0.6485$  (Crygb);  $0.3587$  (Crybb1);  $0.5985$  (Crygd);  $0.9788$  (Cryga);  $0.1548$  (Cryba4);  $0.2052$  (Cryba1);  $0.4050$  (Crybb3);  $0.5845$  (Crygc);  $0.2291$  (Crygs);  $0.2721$  (Cryab);  $0.9551$  (Cryge);  $0.2290$  (Crybb2);  $0.1341$  (Cryba2);  $0.2052$  (Crygn), ns = not significant ( $p \geq 0.05$ ; two-tailed unpaired  $t$ -test). 

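The raw read counts of *Cryab* were 379478, 308156 and 367181 in the Ctrl lenses and 230125, 184131 and 189309 in the *Qk*-iCKO lenses, all below the Ctrl lenses (exact permutation test, p = 0.10, which is the smallest that 3 lenses against 3 can give). The same held for 11 of the 15 crystallins on raw counts, where chance gives 10% for either order of the groups, for 6 after scaling to total counts and for 7 after TMM normalization. All 3 *Qk*-iCKO libraries were smaller than every Ctrl library. Fitted without any adjustment for library size, 14 of the 15 had a log2 fold change below 0 and 10 an unadjusted p-value under 0.05 in edgeR. 

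**Figure D3:**
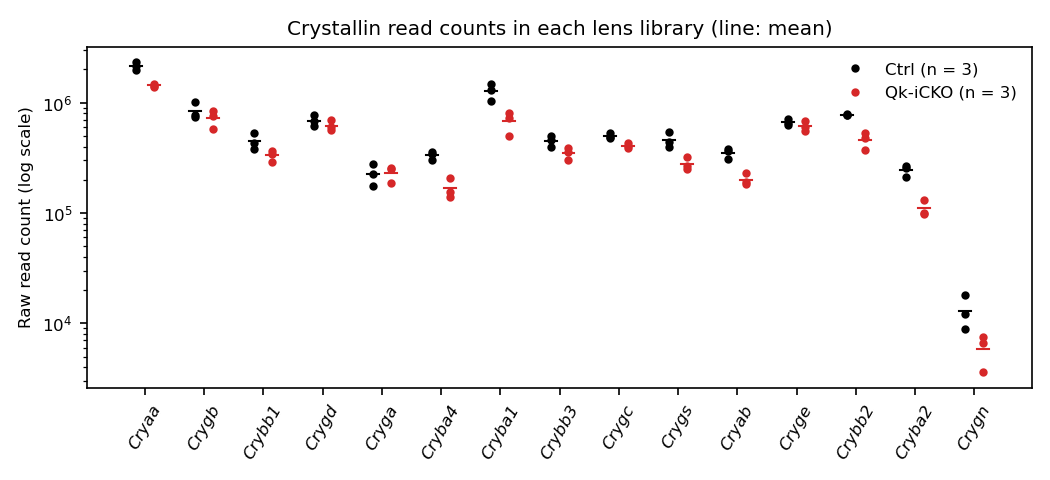
Raw read counts (log scale) of each of the 15 crystallins in 3 Ctrl (black) and 3 *Qk*-iCKO (red) lens libraries, with a line at each mean. For 11 genes, all red points lie below all black points.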

The results are presented as means with SD. **d** Peptide numbers (#) for crystallin isoforms in lenses isolated from Ctrl and *Qk*-iCKO mice at P19 according to mass spectrometry. **e** Immunoblots of lenses isolated from Ctrl and *Qk*-iCKO mice at P19 for detection of  $\alpha$ B-crystallin,  $\alpha$ A-crystallin, and  $\beta$ -crystallin.  $\beta$ -actin: loading control. **f** Representative immunofluorescent stains of lens cells from paraffin-embedded sections of ocular tissues obtained from Ctrl and *Qk*-iCKO mice at P19 for Hmgcs1 (red). DAPI (blue): nuclei. Scale bar:  $40 \mu\text{m}$ . **g** Quantification of the Hmgcs1<sup>+</sup> signal (A.U.) in the regions between the white dotted lines in (f).  $****p < 0.0001$  (two-tailed unpaired  $t$ -test). The results are presented as means with SD. **h** Representative immunofluorescent stains of lens cells from paraffin-embedded sections of ocular tissues obtained from Ctrl and *Qk*-iCKO mice at P19 for GFP (green) and Hmgcs1 (red). DAPI (blue): nuclei. Scale bar:  $40 \mu\text{m}$ . **i** Quantification of GFP-Hmgcs1<sup>+</sup> and GFP<sup>+</sup>Hmgcs1<sup>+</sup> signals (A.U.) in the *Qk*-iCKO lens cells in (h).  $p = 0.0014$ ,

**\*\*** $p < 0.01$  (two-tailed unpaired  $t$ -test). The results are presented as means with SD. All the experiments were replicated three times in the lab.

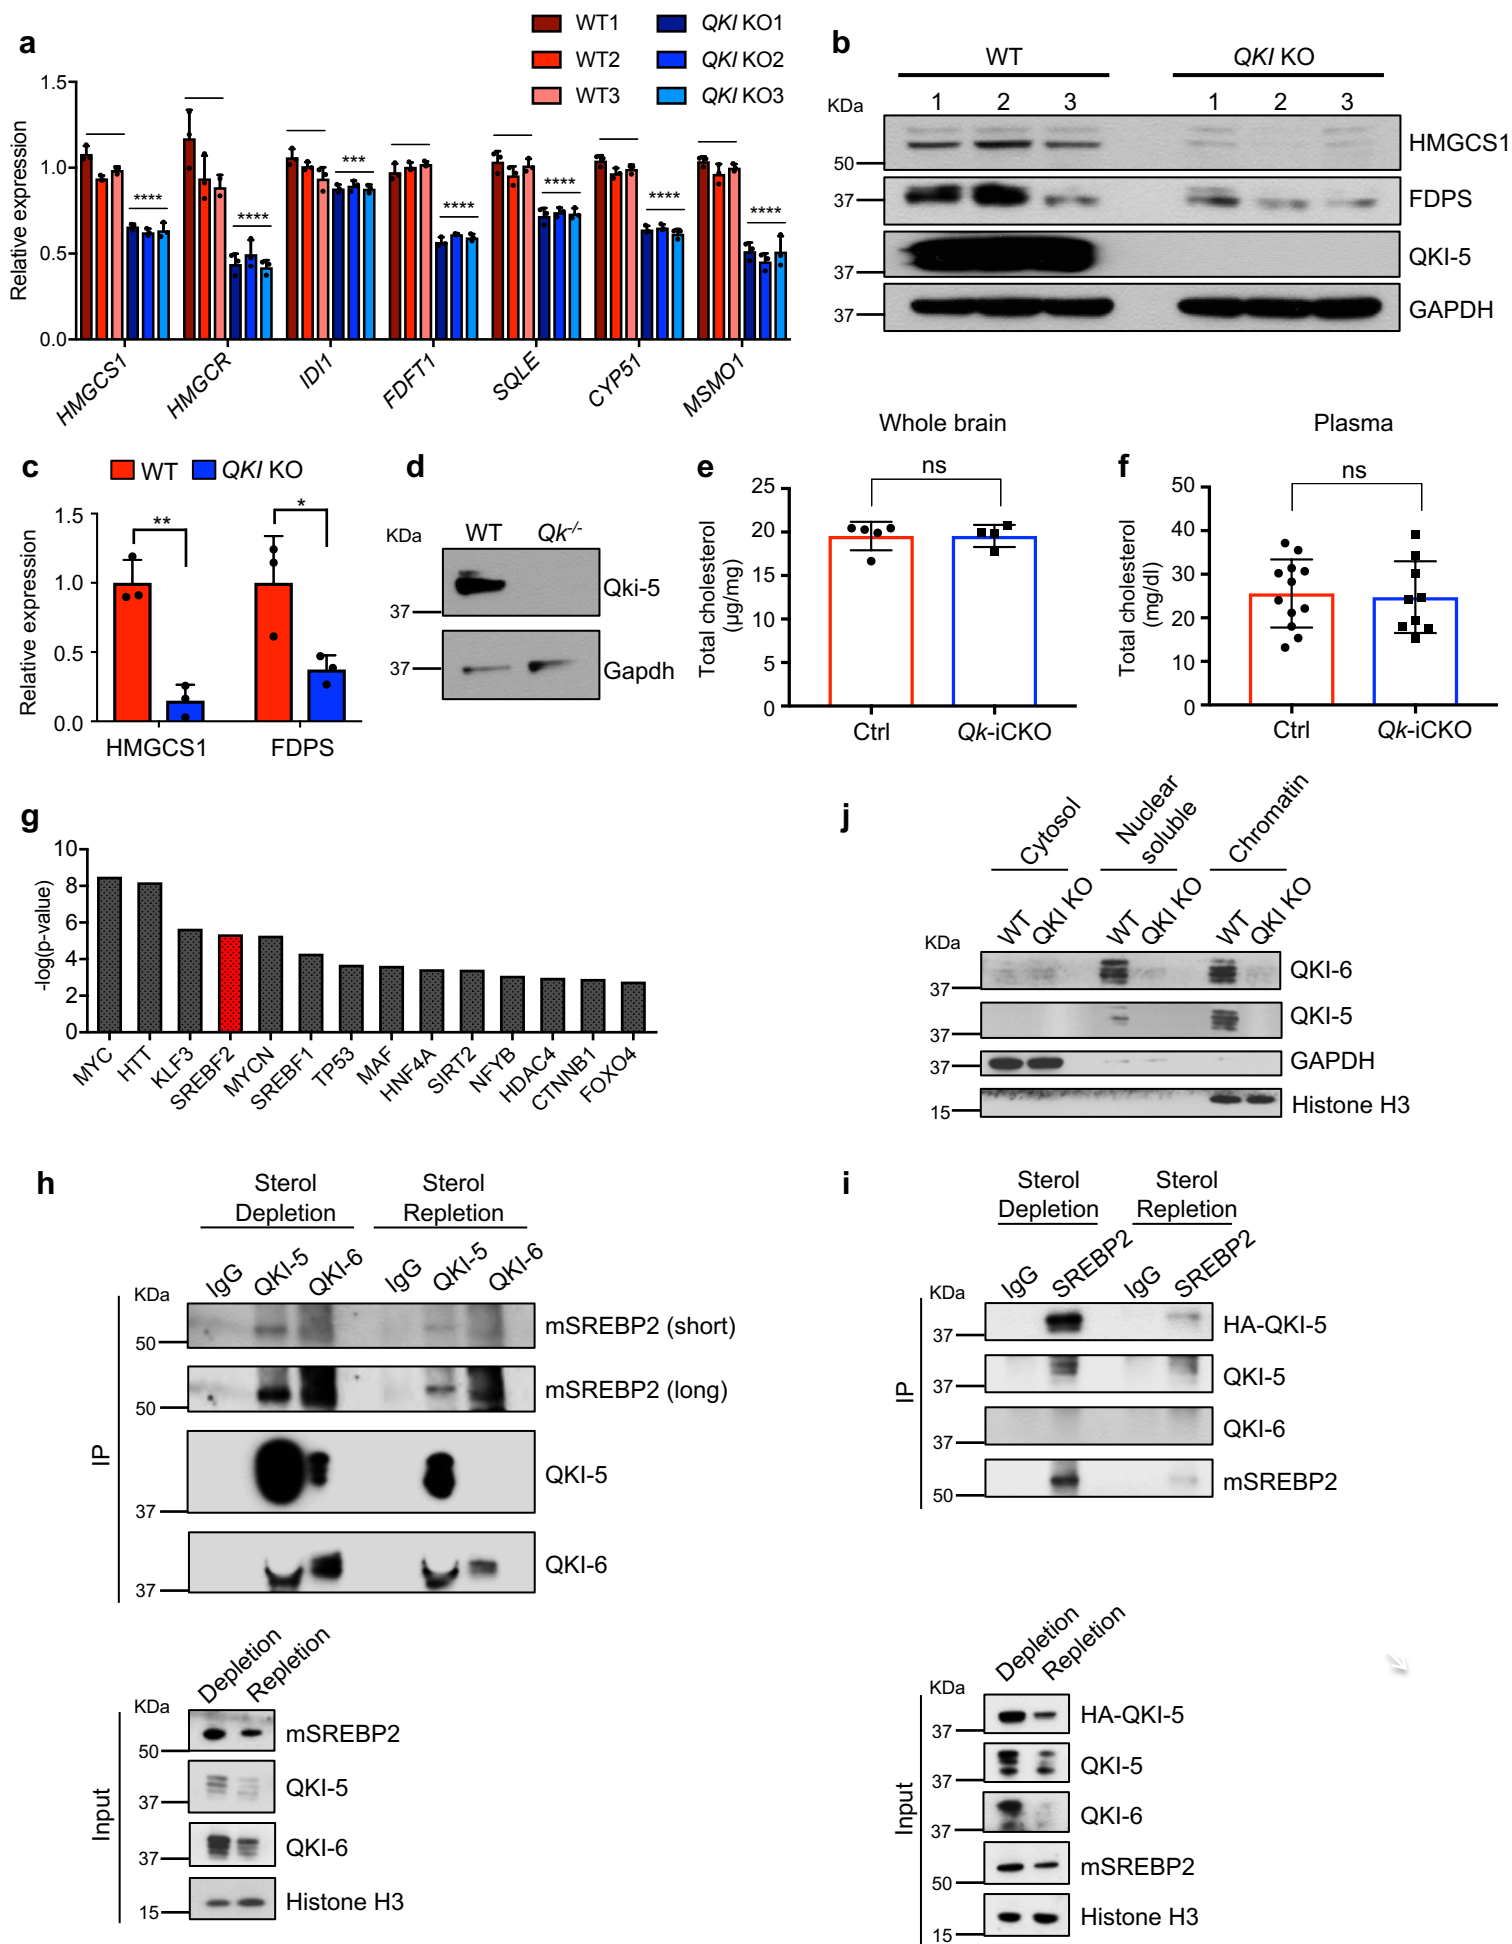

**Supplementary Fig. 4: A collaboration between QKI and mature SREBP2 in regulation of cholesterol biosynthesis pathway.** **a** qPCR analysis of cholesterol biosynthesis genes in WT (n = 3) and *QKI* KO HLE-B3 (n = 3) cells.  $p = 0.0000000001092$  (HMGCS1);  $0.0000002293$  (HMGCR);  $0.0001723$  (IDI1);  $0.000000000000005$  (FDFT1);  $0.000000001438$  (SQLE);  $0.000000000000134$  (CYP51);  $0.00000000000173$  (MSMO1),  $***p < 0.001$ ;  $****p < 0.0001$  (two-tailed unpaired  $t$ -test). The results are presented as means with SD. **b-c** Immunoblots and quantification of WT (n = 3) and *QKI* KO HLE-B3 (n = 3) cells for detection of cholesterol biosynthesis enzymes (HMGCS1 and FDPS) and immunoblots of QKI-5. GAPDH: loading control. The results in **c** are presented as means with SD.  $p = 0.001859$  (HMGCS1);  $0.03741$  (FDPS)  $*p < 0.05$ ;  $**p < 0.01$  (two-tailed unpaired  $t$ -test). **d** Immunoblots of WT and *Qk*<sup>-/-</sup> NLPCs for detection of Qki-5. GAPDH: loading control. The result was repeated three times. **e-f** Quantification of total cholesterol levels in **(e)** whole brain and **(f)** blood (plasma) from the control and *Qk*-iCKO mice at P19. **(e)**  $p = 0.9992$ . **(f)**  $p = 0.8126$ . ns = not significant ( $p \geq 0.05$ ; two-tailed unpaired  $t$ -test). The results are presented as means with SD. **(e)** Ctrl: n = 5 mice/group, *Qk*-iCKO: n = 4 mice/group **(f)** Ctrl: n = 12 mice/group, *Qk*-iCKO: n = 9 mice/group. **g** The top enriched upstream transcription regulators of the genes expressed at lower levels in *Qk*-iCKO mice than in Ctrl mice according to RNA-seq data ( $p < 0.05$ ; two-tailed Wald test) ranked according to  $p$ -value derived by right-tailed Fischer's exact  $t$ -test. **h-i** Co-IP of HLE-B3 cells with **(h)** anti-QKI-5 and anti-QKI-6 antibodies blotting with anti-SREBP2, anti-QKI-5, and anti-QKI-6 **(i)** anti-SREBP2 antibody blotting with anti-HA, anti-QKI-5, anti-QKI-6, and anti-SREBP2 antibodies. Sterol repletion with 25-hydroxycholesterol (50  $\mu$ g/mg) for 3 hours. mSREBP2: mature SREBP2. Histone H3: loading control. The results were repeated three times.

**j** Immunoblots for detection of QKI-5 and QKI-6 in subcellular fractions of WT and *QKI* KO HLE-B3 cells. GAPDH: cytosol; Histone H3: chromatin. The result was repeated three times.

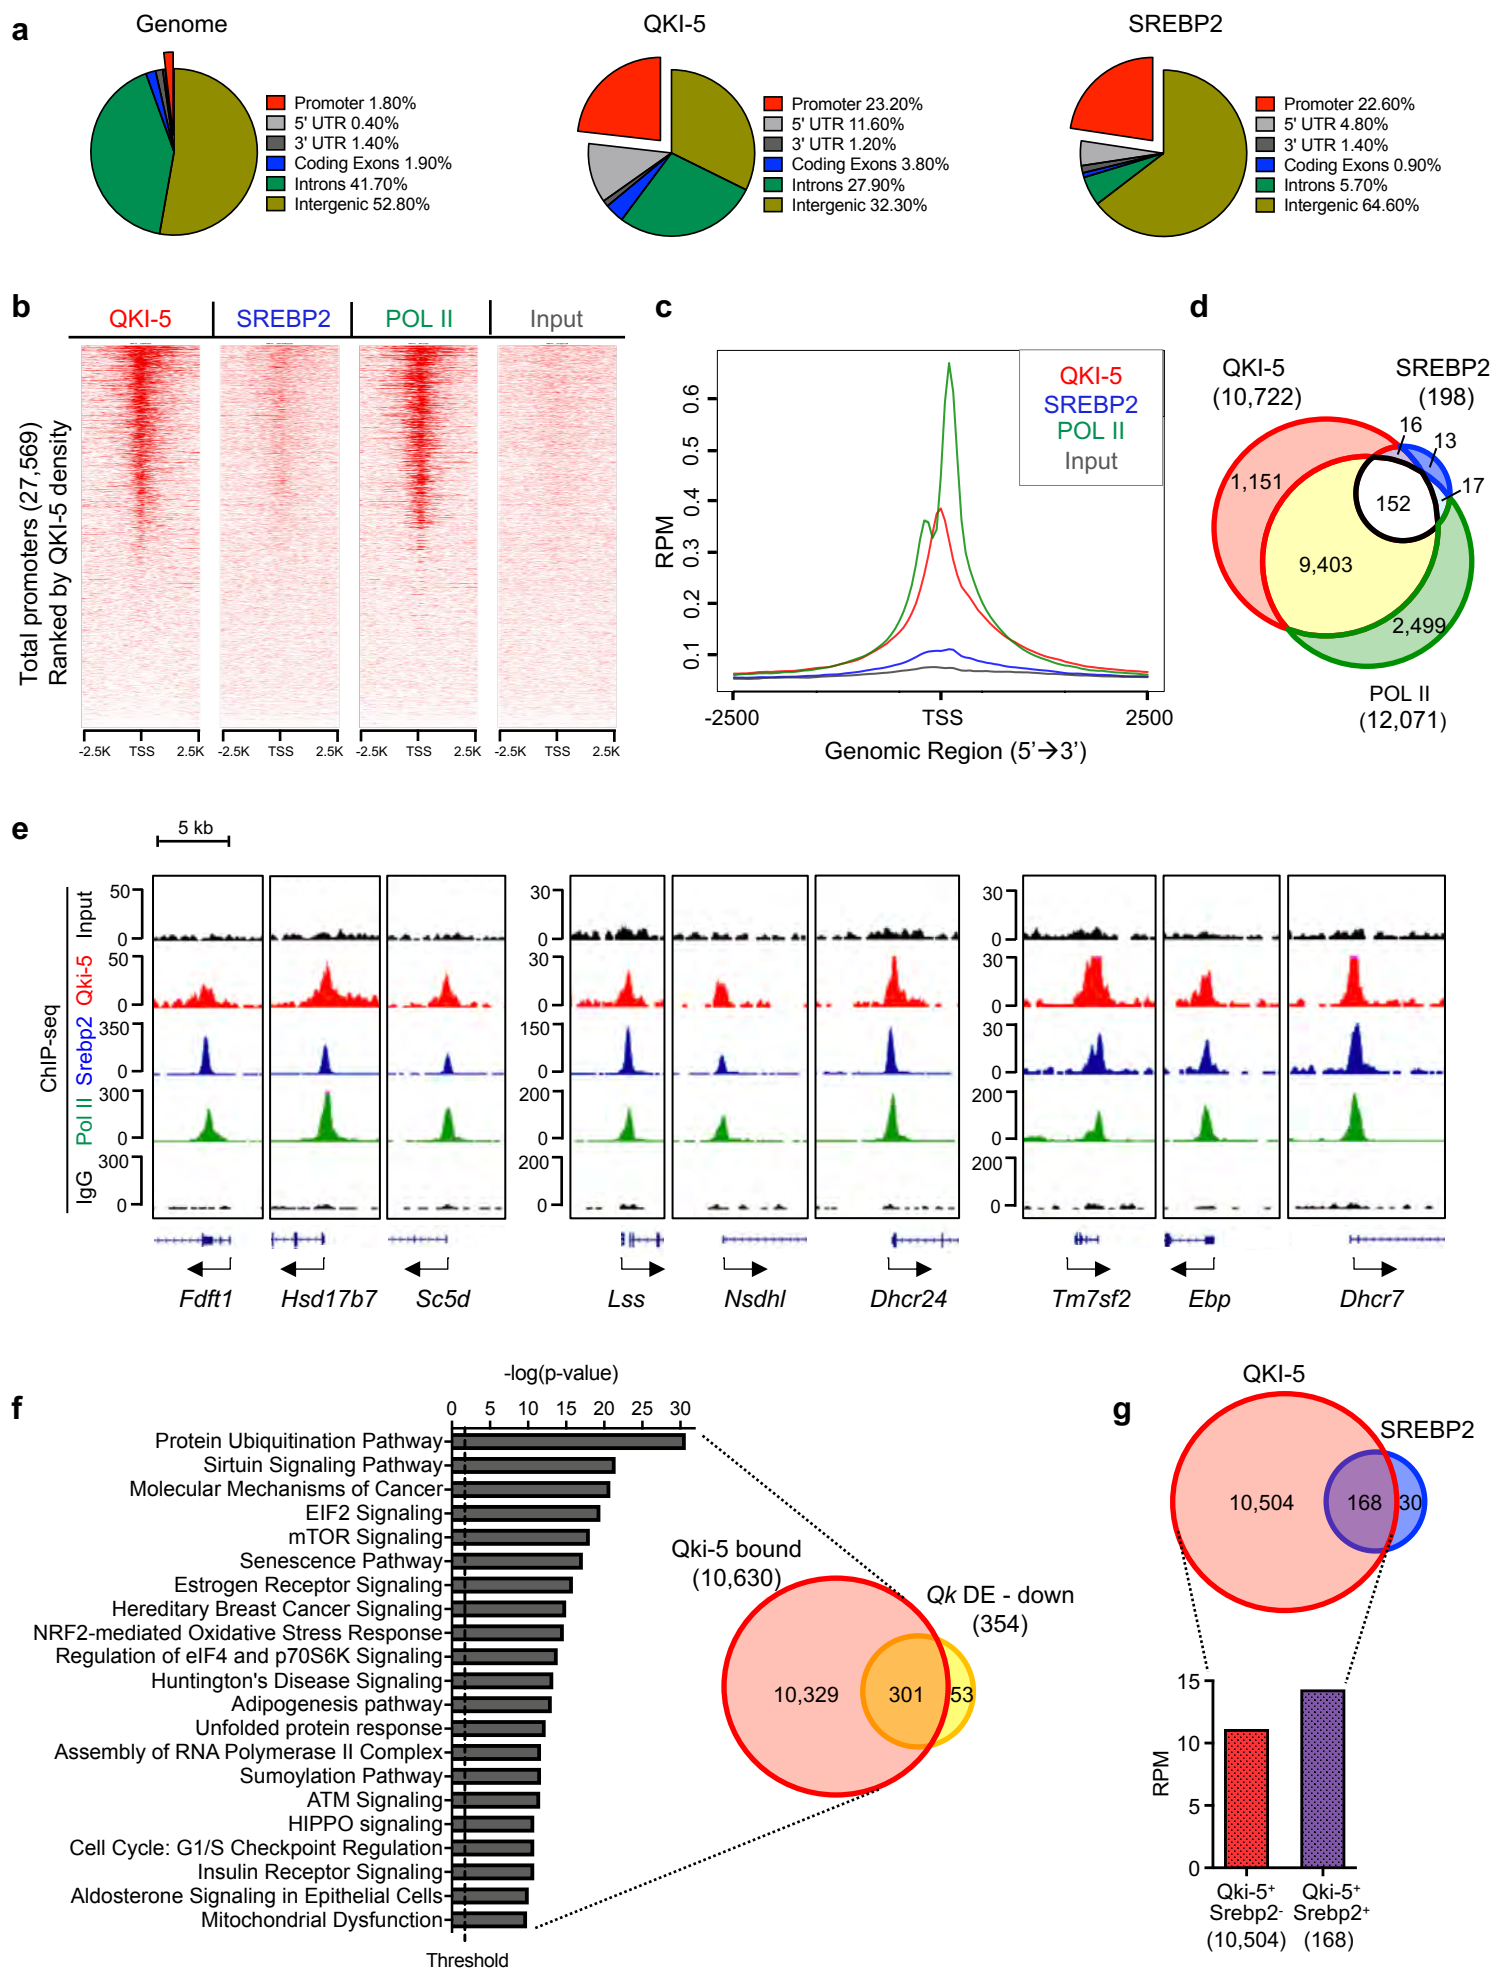

**Supplementary Fig. 5: ChIP-seq data of HLE-B3 cells and NLPCs.** **a** Genomic annotation of genome or QKI-5- and SREBP2-binding sites from ChIP-seq in HLE-B3 cells. Promoters are confined to the regions  $\pm 2$  kb from the TSS. **b** Heat map of QKI-5, SREBP2, and POL II ChIP-seq and input signals within  $\pm 2.5$  kb from the TSS regions for all promoters ( $n = 27,569$ ) in HLE-B3 cells ranked by QKI-5 density. **c** Signal plots showing RPM for QKI-5, SREBP2, and POL II ChIP-seq data and input  $\pm 2.5$  kb from the TSS of all promoter regions ( $n = 27,569$ ) in HLE-B3 cells. **d** Venn diagram showing the overlapping promoters bound by QKI-5, SREBP2, and POL II in HLE-B3 cells. Promoter defined by TSS  $\pm 2$  kb. **e** UCSC Genome Browser snapshot of the promoter regions of cholesterol biosynthesis genes in Qki-5, Srebp2, and Pol II ChIP-seq data in NLPCs. Input and rabbit IgG are used as a control. **f** IPA of the genes bound by Qki-5, but not downregulated upon QKI depletion in both NLPCs and HLE-B3 cells according to RNA-seq analysis ( $n = 10,329$ ) ranked according to significance ( $p$ -value) ( $p < 0.05$ ; right-tailed Fischer's exact  $t$ -test). DE: differentially expressed. **g** Comparison of the average RPM values of the QKI-5<sup>+</sup>SREBP2<sup>-</sup> ( $n = 10,504$ ) and QKI-5<sup>+</sup>SREBP2<sup>+</sup> ( $n = 168$ ) ChIP-seq binding events within  $\pm 0.5$  kb from the TSS in HLE-B3 cells.

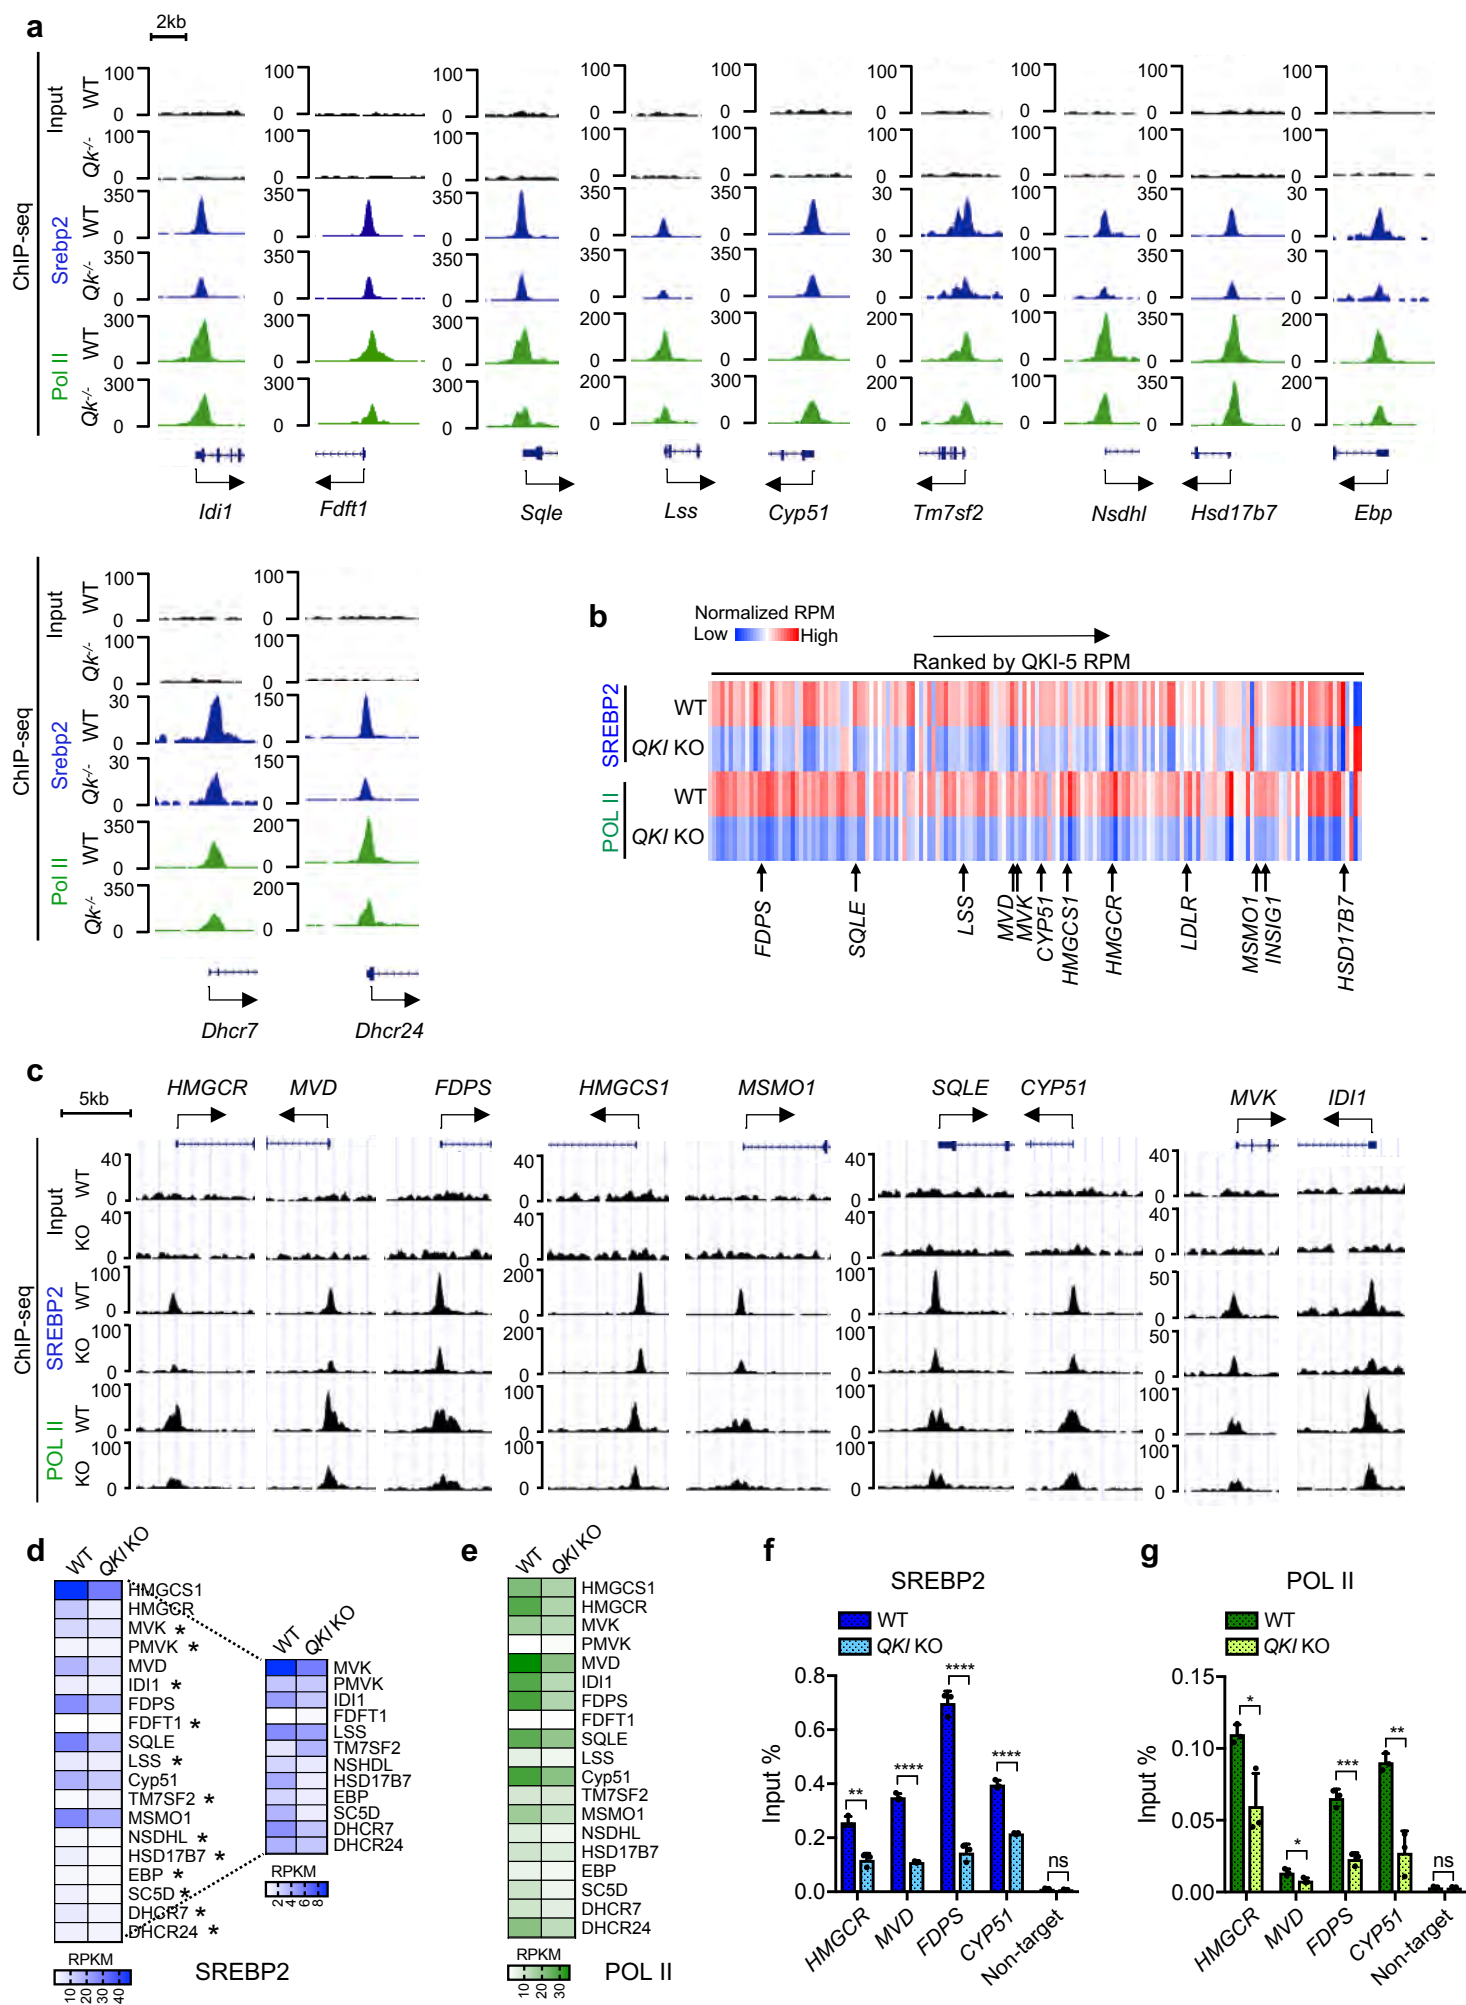

**Supplementary Fig. 6: Decreased occupancy of SREBP2 and POL II upon *QKI* loss in NLPCs and HLE-B3 cells.** **a** UCSC Genome Browser snapshot of the promoter regions of cholesterol biosynthesis genes from ChIP-seq of WT and *Qk*<sup>-/-</sup> NLPCs. **b** Heat map of normalized RPM (RPM/average of RPM<sup>WT</sup> and RPM<sup>*QKI* KO</sup>) in WT and *QKI* KO HLE-B3 cells in SREBP2 and POL II ChIP-seq data ranked by *QKI*-5 ChIP-seq read densities (RPM). Arrows indicate genes involved in cholesterol metabolism. **c** UCSC Genome Browser snapshot of the promoter regions of cholesterol biosynthesis genes from ChIP-seq of WT and *QKI* KO HLE-B3 cells. **d-e** Heat maps comparing the RPM ( $\pm 0.5$  kb from the TSS) in the promoter regions of cholesterol biosynthesis genes in WT and *QKI* KO HLE-B3 cells in SREBP2 and POL II ChIP-seq data. Genes with asterisk (\*) in SREBP2 ChIP-seq were shown as a separate heat map. **f-g** ChIP-qPCR analysis of the promoter regions of *HMGCR*, *MVD*, *FDPS*, and *CYP51* in WT (n = 3) and *QKI* KO (n = 3) HLE-B3 cells. **(f)**  $p = 0.001682$  (*HMGCR*); 0.000008146 (*MVD*); 0.00006156 (*FDPS*); 0.00004750 (*CYP51*); 0.07977 (Non-target). **(g)**  $p = 0.02171$  (*HMGCR*); 0.03845 (*MVD*); 0.0006224 (*FDPS*); 0.002560 (*CYP51*); 0.8780 (Non-target). \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ; ns = not significant ( $p \geq 0.05$ ) (two-tailed unpaired *t*-test). The results are presented as means with SD.

**Supplementary Fig. 7: QKI-5 enhances the transcriptional activity of SREBP2.** **a** UCSC Genome Browser snapshot of the genes unchanged with Pol II occupancy from Pol II ChIP-seq data in NLPCs. **b** Bar graph showing the expression of SRE luciferase reporter in HEK293FT cells with ectopically expressed empty vector, SREBP2, or QKI-5 in a dose-dependent manner (1ng, 5ng, and 25ng). *p*-value is indicated for each group in the figure accordingly (two-tailed unpaired *t*-test). The results are presented as means with SD. n = 4/group.

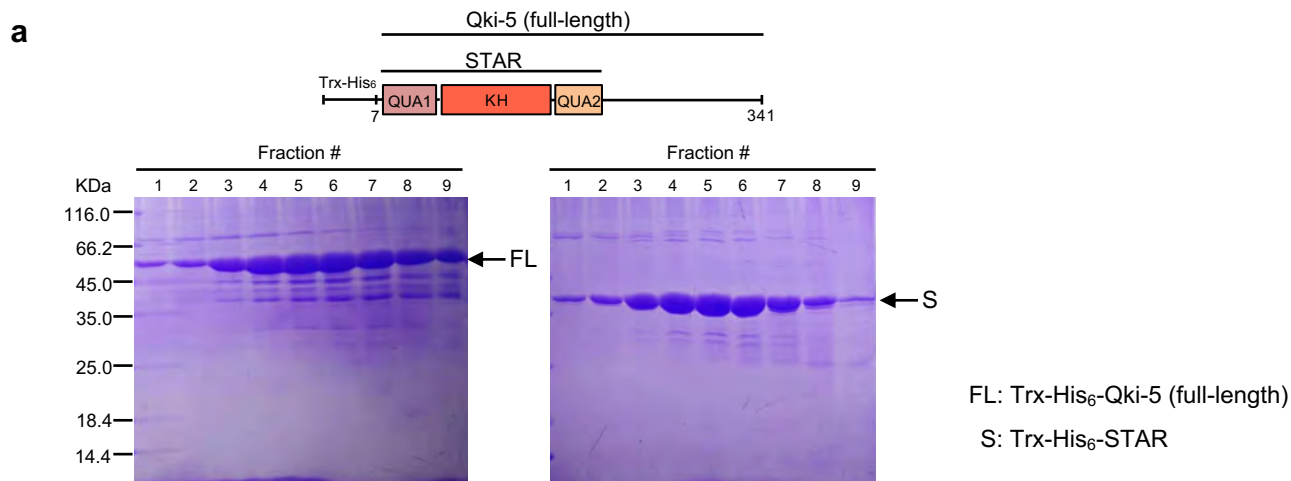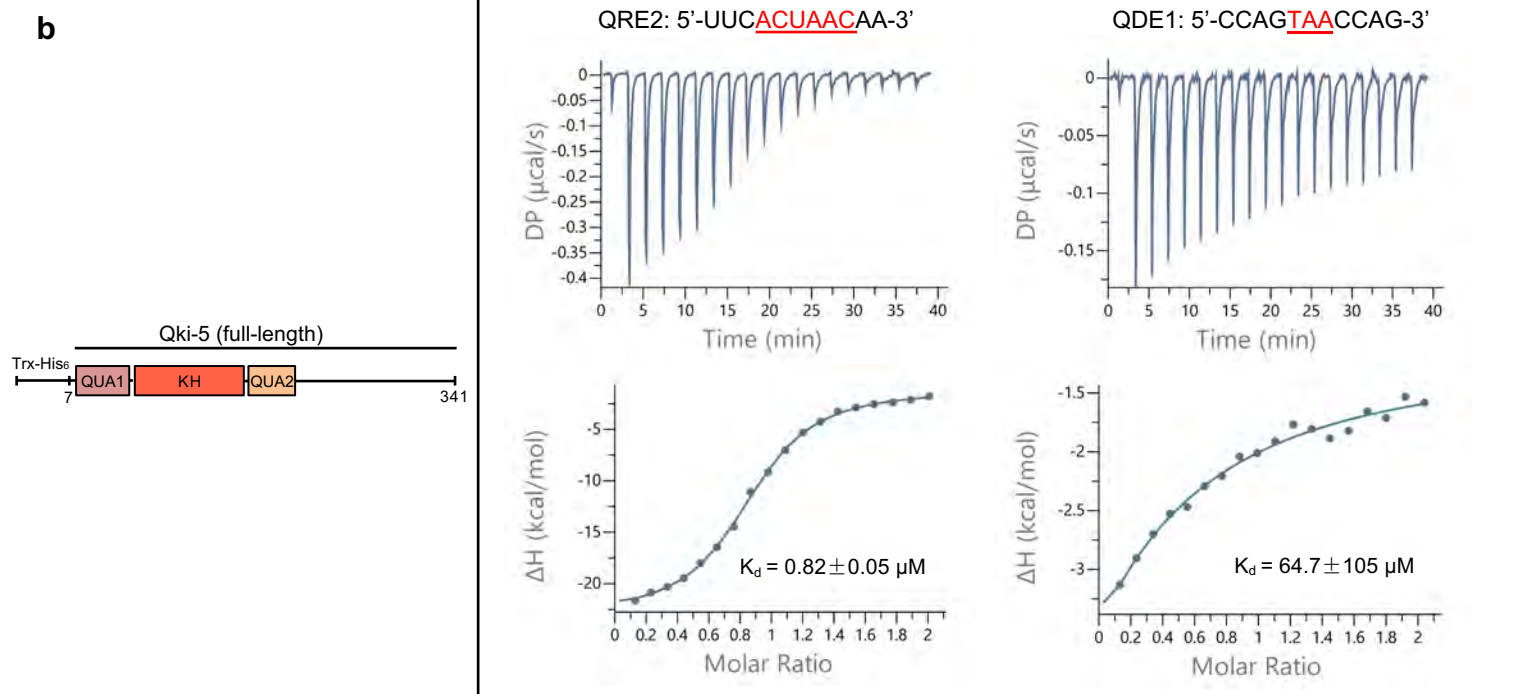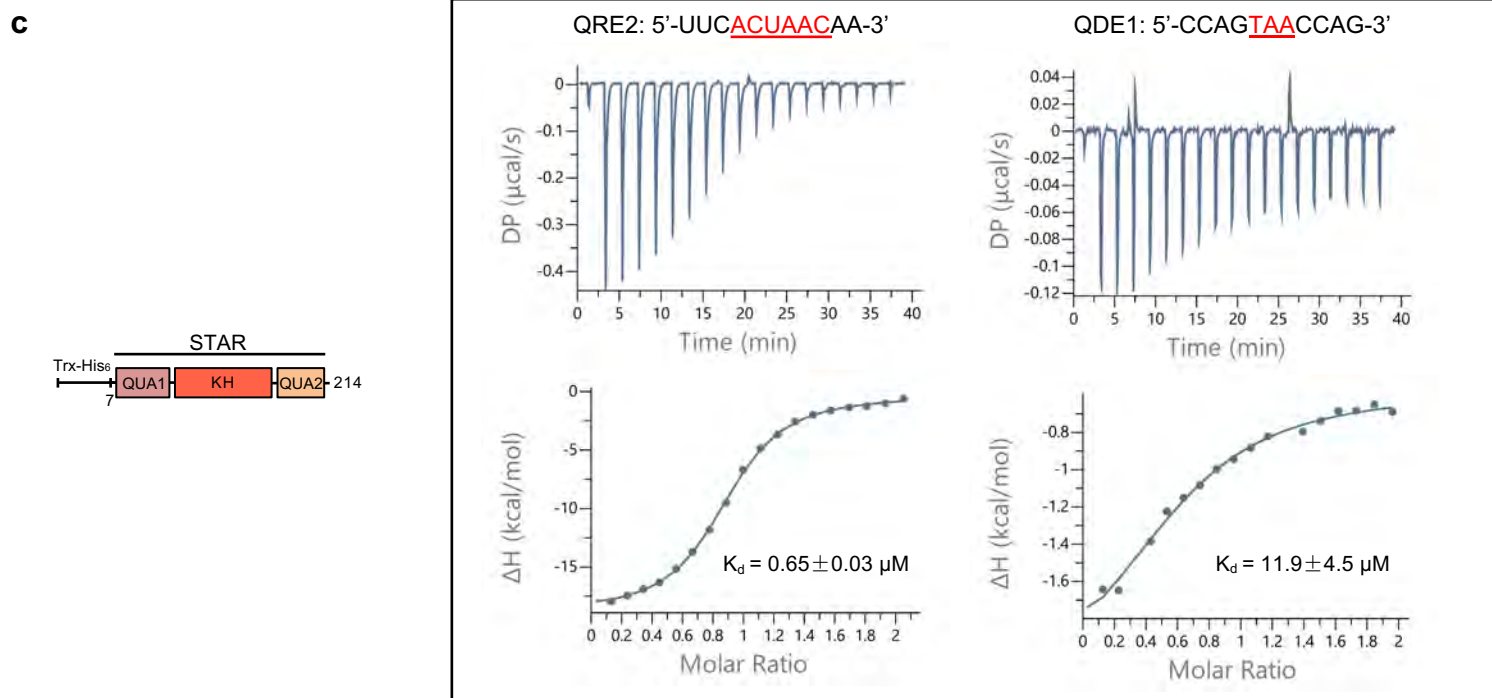

**Supplementary Fig. 8: Qki-5 interacts with ssDNA according to ITC assay.** **a** Schematic of full-length and the STAR domain of Qki-5 and Coomassie blue-stained gels of purified proteins (FL and S) in the stepwise fractionation procedure using Ni-NTA and a HiLoad 26/600 Superdex 200 column. The result was repeated three times. **b** Results of ITC assays performed using full-length Qki-5 with a Trx-His<sub>6</sub> tag (FL) indicated in **(a)** and QRE2 (UUCACUAACAA) (left) / QDE1 (right). Raw ITC data on 20 injections are shown at the top, and fitted curves are shown at the bottom. **c** Results of ITC assays performed using the STAR domain of Qki-5 with Trx-His<sub>6</sub> tag (S) indicated in **(a)** and QRE2 (left) / QDE1 (right). Raw ITC raw data on 20 injections are shown at the top, and fitted curves are shown at the bottom.

**a**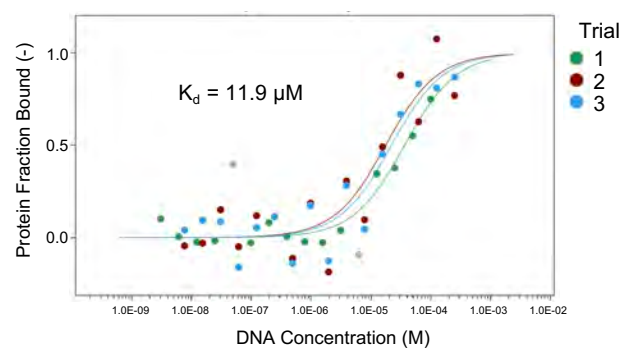**b**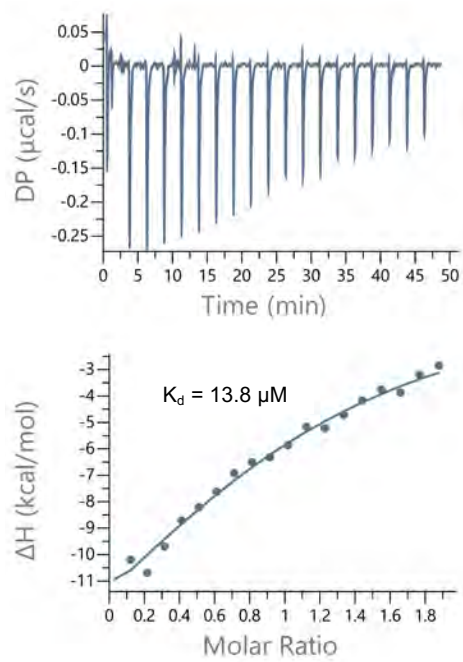

**Supplementary Fig. 9: Validation of hnRNP K interaction with the known hnRNP K motif (CTCCCC) using MST and ITC assay. a** Titration curve for the MST assay showing the  $K_d$  value for fluorescently labeled Trx-His<sub>6</sub>-hnRNP K and binding motif CTCCCC. The result was repeated three times. **b** Result of ITC assay performed using Trx-His<sub>6</sub>-hnRNP K and CTCCCC. Raw ITC data on 20 injections is shown at the top, and fitted curve is shown at the bottom.

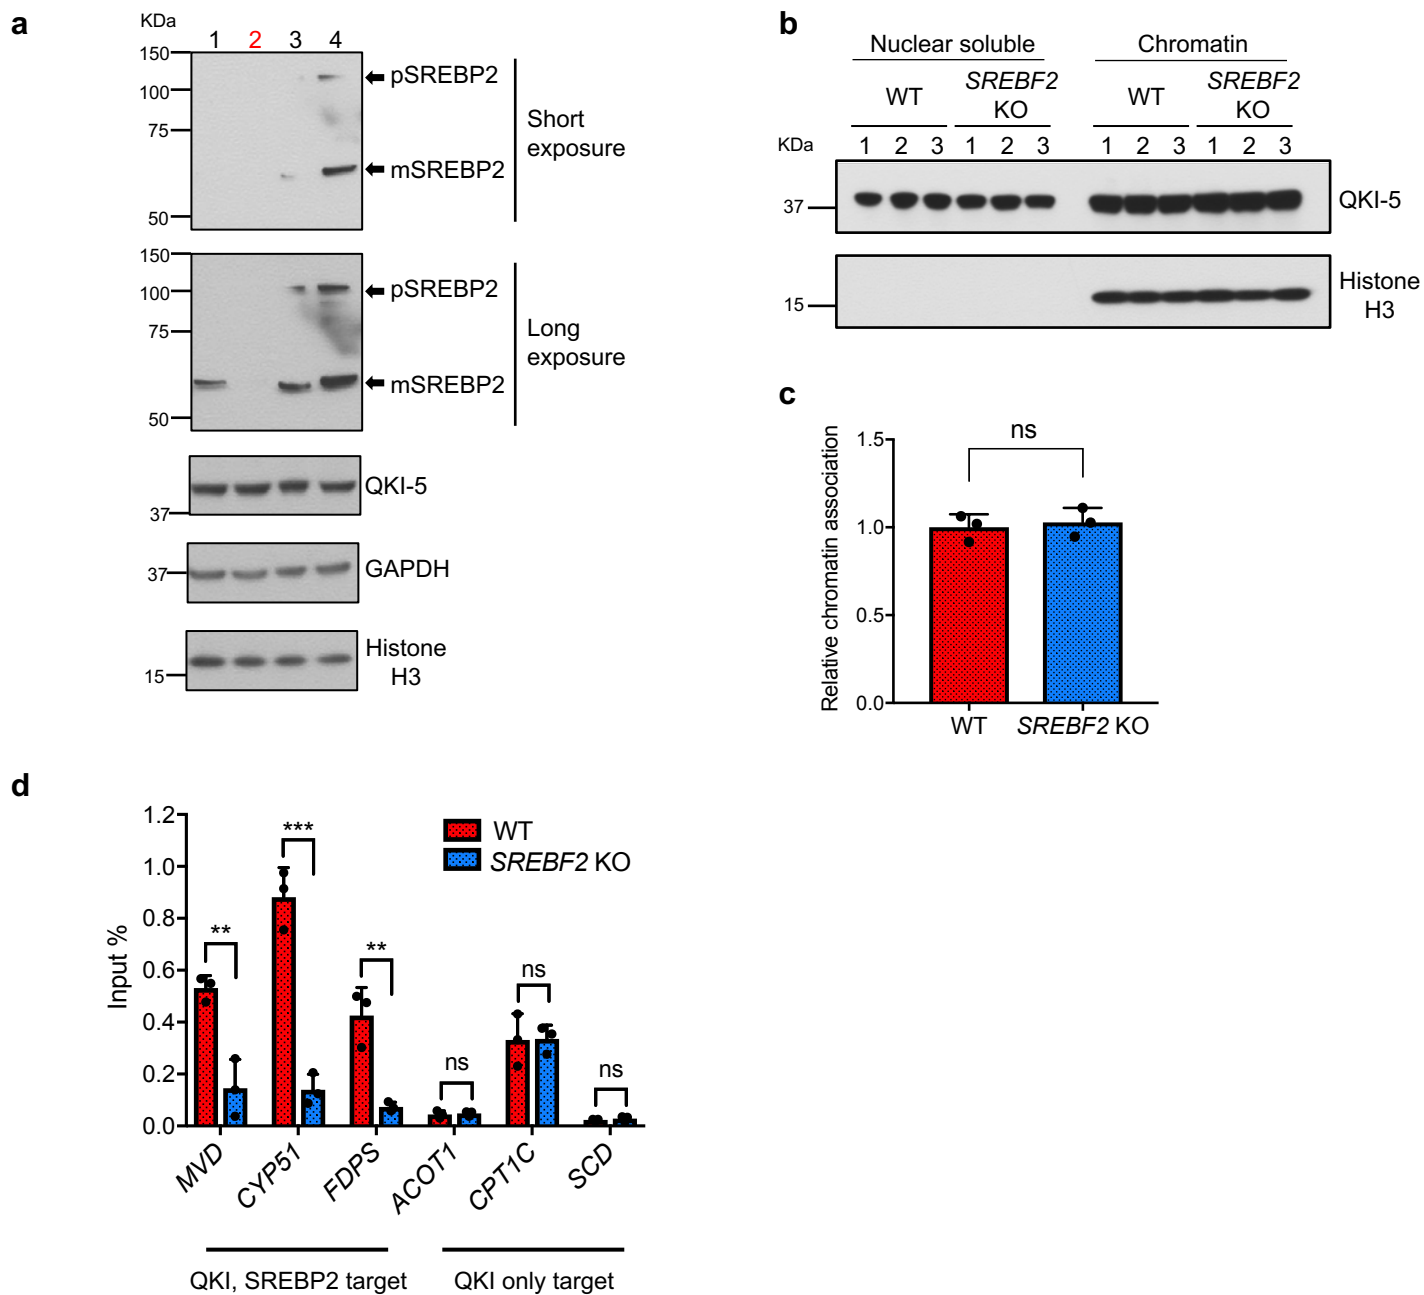

**Supplementary Fig. 10: Alteration of QKI-5 binding to chromatin upon SREBP2 depletion**

**in the lens cells. a** Immunoblots for validation of *SREBF2* deletion using the CRISPR-Cas9 system in HLE-B3 cells. The red labeled (2) indicates the *SREBF2* KO line used in the functional assay in **b-d**. pSREBP2: precursor SREBP2. mSREBP2: mature SREBP2. **b-c** Immunoblots and quantification for detection of QKI-5 in subcellular fractions of WT (n = 3) and *SREBF2* KO (n = 3) HLE-B3 cells.  $p = 0.6819$ , ns = not significant ( $p \geq 0.05$ ) (two-tailed unpaired *t*-test). The results are presented as means with SD. Histone H3: chromatin fraction. **d** ChIP-qPCR analysis of the promoter regions of *MVD*, *CYP51*, *FDPS*, *ACOT1*, *CPT1C*, and *SCD* in WT (n = 3) and *SREBF2* KO (n = 3) HLE-B3 cells.  $p = 0.005247$  (*MVD*); 0.0005638 (*CYP51*); 0.005067 (*FDPS*); 0.7016 (*ACOT1*); 0.9492 (*CPT1C*); 0.3929 (*SCD*)  $**p < 0.01$ ;  $***p < 0.001$ ; ns = not significant ( $p \geq 0.05$ ) (two-tailed unpaired *t*-test). The results are presented as means with SD. All the experiments were replicated three times in the lab.

**Supplementary Table 1.**

| Primer name                                            | Sequence                                              | Source     |
|--------------------------------------------------------|-------------------------------------------------------|------------|
| Mouse RT-qPCR primer set                               |                                                       |            |
| m <i>Hmgcs1</i> -Forward<br>m <i>Hmgcs1</i> -Reverse   | TGGAAGCCTTTGGGGACG<br>GGTGAGTACTGTGCCAGGAC            | This paper |
| m <i>Hmgcr</i> -Forward<br>m <i>Hmgcr</i> -Reverse     | CCAAGAGAGAAAAGTTGAGG<br>TTGCACCTTTCTCTGCATTC          | This paper |
| m <i>Pmvk</i> -Forward<br>m <i>Pmvk</i> -Reverse       | AGGAGTATGCTCGGGAGCATG<br>TGTGTCACTCACCAGCCAGATAG      | This paper |
| m <i>Mvd</i> -Forward<br>m <i>Mvd</i> -Reverse         | CAGCCAATGGAGACAAGTTCC<br>GTCCTGGTCCGACCTGAGTG         | This paper |
| m <i>Idi1</i> -Forward<br>m <i>Idi1</i> -Reverse       | ATTACCTTTCCAGGTTGTTTCACC<br>TTTAGATCAACCTCTTCCAAGG    | This paper |
| m <i>Fdps</i> -Forward<br>m <i>Fdps</i> -Reverse       | TCCAGGTCCAGGACGACTACCTTG<br>CCCATAATTCTCCTCTAAGATCTGG | This paper |
| m <i>Fdft1</i> -Forward<br>m <i>Fdft1</i> -Reverse     | GTGCTATTCCACAGGTAATG<br>GATCCGGTGATAAATCTCTTC         | This paper |
| m <i>Lss</i> -Forward<br>m <i>Lss</i> -Reverse         | GGCTCCTGGGAGGGCTCCTG<br>CTGCACAAGCAGCCCCATCTTGG       | This paper |
| m <i>Cyp51</i> -Forward<br>m <i>Cyp51</i> -Reverse     | ACTTACGACCAGTTGAAGGATCTG<br>CCTGCCACCGTCTGAGGGGTC     | This paper |
| m <i>Tm7sf2</i> -Forward<br>m <i>Tm7sf2</i> -Reverse   | CTCATCTGCCTCCTTAAGGTTATTGG<br>GGGATGGTCTCAAGACCAGCCAC | This paper |
| m <i>Msmo1</i> -Forward<br>m <i>Msmo1</i> -Reverse     | ACGAGTTTCAGGCTCCATTTGG<br>CATAACCGCTGTGCACATCG        | This paper |
| m <i>Nsdhl</i> -Forward<br>m <i>Nsdhl</i> -Reverse     | CAGGAGAGAGCAGTACTGGATG<br>CAGGTTTTCCCCATTTCCAATC      | This paper |
| m <i>Hsd17b7</i> -Forward<br>m <i>Hsd17b7</i> -Reverse | GAATTTCAACCAGAAGGGTCTG<br>ACAAAAAAGCGAAGGAGCCAC       | This paper |
| m <i>Sc5d</i> -Forward<br>m <i>Sc5d</i> -Reverse       | ACTTTCCAAATGGCTGGATTCATC<br>TATGTATGCGCTTGTAGACCAG    | This paper |

|                                                          |                                                       |            |
|----------------------------------------------------------|-------------------------------------------------------|------------|
| m <i>Actb</i> -Forward<br>m <i>Actb</i> -Reverse         | CCACCATGTACCCAGGCATT<br>CCGATCCACACAGAGTACTT          | This paper |
| m <i>Gapdh</i> -Forward<br>m <i>Gapdh</i> -Reverse       | TCACCACCATGGAGAAGGC<br>GCTAAGCAGTTGGTGGTGCA           | 1          |
| Human RT-qPCR primer set                                 |                                                       |            |
| h <i>HMGCS1</i> -Forward<br>h <i>HMGCS1</i> -Reverse     | GGGCAGGGCATTATTAGGCTAT<br>TTAGGTTGTCAGCCTCTATGTTGAA   | 2          |
| h <i>HMGCR</i> -Forward<br>h <i>HMGCR</i> -Reverse       | CCCCTCTCCAGGTGTTTACACA<br>AATTGAGGTAGGTTTCATAGAGATGCT | 2          |
| h <i>ID11</i> -Forward<br>h <i>ID11</i> -Reverse         | TTTCCAGGTTGTTTTACGAATACG<br>TCCTCAAGCTCGGCTGGAT       | 2          |
| h <i>FDFT1</i> -Forward<br>h <i>FDFT1</i> -Reverse       | TCAGACCAGTCGCAGTTTCG<br>CTGCGTTGCGCATTTCC             | 2          |
| h <i>SQLE</i> -Forward<br>h <i>SQLE</i> -Reverse         | CGTGCTCCTCTTGGTACCTCAT<br>CGGTCAAGGCGGAGATTATC        | 2          |
| h <i>CYP51</i> -Forward<br>h <i>CYP51</i> -Reverse       | TGCAGCCTGGCTCTTACCA<br>AGCTCTGTCCCTGCGTCTGA           | 2          |
| h <i>MSMO1</i> -Forward<br>h <i>MSMO1</i> -Reverse       | GAAAAGCCGGCACCAAGA<br>TCAAAGAGAGAATCAGCTCAAACCTG      | 2          |
| h <i>GAPDH</i> -Forward<br>h <i>GAPDH</i> -Reverse       | GGATTTGGTCGTATTGGG<br>GGAAGATGGTGATGGGATT             | 3          |
| Mouse ChIP-qPCR primer set                               |                                                       |            |
| mC- <i>Hmgcs1</i> -Forward<br>mC- <i>Hmgcs1</i> -Reverse | GGTCGGTGGCTATAAAGCTG<br>CGGGACACTCACCCAAAG            | This paper |
| mC- <i>Hmgcr</i> -Forward<br>mC- <i>Hmgcr</i> -Reverse   | GCTCGGAGACCAATAGGA<br>CCGCCAATAAGGAAGGAT              | 4          |
| mC- <i>Mvk</i> -Forward<br>mC- <i>Mvk</i> -Reverse       | AGCACGTCATCGGTGTGAT<br>TGCGAACTTCAAGCAAGCC            | 5          |
| mC-non-target-Forward<br>mC-non-target-Reverse           | ATGCCTAACTTCCAGTTCCAGG<br>AGCTTAGAGCAGAAAGCTGGT       | This paper |
| Human ChIP-qPCR primer set                               |                                                       |            |
| hC- <i>HMGCR</i> _Forward<br>hC- <i>HMGCR</i> _Reverse   | CTTATTGGTCGAAGGCTCGT<br>CTCACTAGAGGCCACCGAAC          | This paper |

|                                                        |                                               |            |
|--------------------------------------------------------|-----------------------------------------------|------------|
| hC- <i>MVD</i> _Forward<br>hC- <i>MVD</i> _Reverse     | CACGCGCTACCACAGGATT<br>CGTCCATTGGCTGAGAGGTA   | This paper |
| hC- <i>FDPS</i> _Forward<br>hC- <i>FDPS</i> _Reverse   | GCAGGATCGCGTTATCTGTC<br>GCTCTGTGGGTCGAGTAGTT  | This paper |
| hC- <i>CYP51</i> _Forward<br>hC- <i>CYP51</i> _Reverse | AGGTGATCTCGGCCTACATC<br>TTATTTGGGGCTGTCTGGAGT | This paper |
| hC-non-target_Foward<br>hC-non-target_Reverse          | TGCCCAGCCTCAGTTTCTTA<br>GCAACCAAACCATGAGCTGA  | This paper |
| hC- <i>ACOT1</i> _Forward<br>hC- <i>ACOT1</i> _Reverse | GCAGACAGCTCTGCCCTAGT<br>CAAATAATCCGGCCAAACTG  | This paper |
| hC- <i>CPT1C</i> _Forward<br>hC- <i>CPT1C</i> _Reverse | GAGAGAGGAATCGGGGTTTC<br>TATGTCCAATCCCAGTGCAA  | This paper |
| hC- <i>SCD</i> _Forward<br>hC- <i>SCD</i> _Reverse     | CCAGTCAACTCCTCGCACTT<br>AGCCGGGAATTTAAAGGCTA  | This paper |

**Supplementary Table 2.**

| Cellular Pathway                             | -log(p-value) | p-value     |
|----------------------------------------------|---------------|-------------|
| Superpathway of Cholesterol Biosynthesis     | 9.24          | 5.7544E-10  |
| RAN Signaling                                | 7.36          | 4.36516E-08 |
| Sertoli Cell-Sertoli Cell Junction Signaling | 6.46          | 3.46737E-07 |
| Cholesterol Biosynthesis I                   | 5.89          | 1.28825E-06 |
| Cholesterol Biosynthesis II                  | 5.89          | 1.28825E-06 |
| Cholesterol Biosynthesis III                 | 5.89          | 1.28825E-06 |
| Zymosterol Biosynthesis                      | 5.67          | 2.13796E-06 |
| Gap Junction Signaling                       | 4.89          | 1.28825E-05 |
| Germ Cell-Sertoli Cell Junction Signaling    | 4.57          | 2.69153E-05 |
| EIF2 Signaling                               | 4.38          | 4.16869E-05 |
| VEGF Signaling                               | 3.76          | 0.00017378  |
| Regulation of eIF4 and p70S6K Signaling      | 3.73          | 0.000186209 |
| Geranylgeranyldiphosphate Biosynthesis I     | 3.68          | 0.00020893  |
| Amyloid Processing                           | 3.68          | 0.00020893  |
| Epithelial Adherens Junction Signaling       | 3.46          | 0.000346737 |
| Mevalonate Pathway I                         | 3.3           | 0.000501187 |

**Supplementary Table 3.**

| Cellular Pathway                         | -log(p-value) | p-value     |
|------------------------------------------|---------------|-------------|
| Protein Ubiquitination Pathway           | 12.6          | 2.51189E-13 |
| Breast Cancer Regulation by Stathmin1    | 9.75          | 1.77828E-10 |
| Superpathway of Cholesterol Biosynthesis | 8.8           | 1.58489E-09 |
| Sirtuin Signaling Pathway                | 7.78          | 1.65959E-08 |
| EIF2 Signaling                           | 7.74          | 1.8197E-08  |
| mTOR Signaling                           | 7.56          | 2.75423E-08 |
| Geranylgeranyldiphosphate Biosynthesis I | 7.44          | 3.63078E-08 |
| Regulation of eIF4 and p70S6K Signaling  | 7.07          | 8.51138E-08 |
| Glioma Signaling                         | 6.68          | 2.0893E-07  |
| Molecular Mechanisms of Cancer           | 6.52          | 3.01995E-07 |
| Mitochondrial Dysfunction                | 6.44          | 3.63078E-07 |
| RAN Signaling                            | 6.27          | 5.37032E-07 |
| Ephrin Receptor Signaling                | 5.77          | 1.69824E-06 |
| Signaling by Rho Family GTPases          | 5.72          | 1.90546E-06 |
| Gap Junction Signaling                   | 5.63          | 2.34423E-06 |
| Mevalonate Pathway I                     | 5.57          | 2.69153E-06 |

## References

- 1      Giulietti, A. *et al.* An overview of real-time quantitative PCR: applications to quantify cytokine gene expression. *Methods* **25**, 386-401 (2001).
- 2      Moon, S.-H. *et al.* p53 represses the mevalonate pathway to mediate tumor suppression. *Cell* **176**, 564-580. e519 (2019).
- 3      Xiang, X. *et al.* Grhl2 determines the epithelial phenotype of breast cancers and promotes tumor progression. *PloS one* **7** (2012).
- 4      Jeon, T.-I., Zhu, B., Larson, J. L. & Osborne, T. F. SREBP-2 regulates gut peptide secretion through intestinal bitter taste receptor signaling in mice. *The Journal of clinical investigation* **118**, 3693-3700 (2008).
- 5      Kim, Y.-C. *et al.* Liver ChIP-seq analysis in FGF19-treated mice reveals SHP as a global transcriptional partner of SREBP-2. *Genome biology* **16**, 268 (2015).

# Supplementary material for: Qki activates Srebp2-mediated cholesterol biosynthesis for maintenance of eye lens transparency
**Source:** Nat Commun. 2021 May 21;12:3005. doi: 10.1038/s41467-021-22782-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Sequest (ThermoFinnigan, San Jose, CA), Image Studio (LI-CoR), DESeq2 (1.26.0)

Data analysis Fiji-ImageJ (NIH), NanoTemper analysis software, MicroCal Origin software, GraphPad Prism 8 software, Ingenuity pathway analysis (IPA) (Qiagen Inc.), STAR (2.6.1b), Bowtie2 (2.4.1), bedtools (2.24.0), Samtools (1.10), FastQC (0.11.8), HTSeq (0.11.0), R (3.6.3), Trim Galore (v0.4.4\_dev), Bowtie (v1.2.2), macs2 (v2.1.2), ngsplot, HOMER(v4.10.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-and ChIP-seq data described in the study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible at GSE145475 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145475>) and GSE144757 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144757>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine the sample size. Number of animals and biological replicates of cell lines/data were determined based on biological variation from pilot experiments.                                                     |
| Data exclusions | No outlier was encountered throughout the entire study.                                                                                                                                                                                                  |
| Replication     | Animal and cell line studies were performed with a minimum of three independent biological replicates. Binding affinity assays (MST and ITC) were repeated three times independently. All the attempts for data replication in the study was successful. |
| Randomization   | There were no randomization events during the experiments for animal and cell line studies as each group was defined based on the genotype.                                                                                                              |
| Blinding        | There were no blinding events in the animal and cell line studies as it was sufficient to record the genotype information based on the tamoxifen-inducible system and CRISPR-Cas9 system.                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Nestin (BD Biosciences, 556309), anti-GFAP (BD Biosciences, 556330), anti-Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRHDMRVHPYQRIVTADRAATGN], Genscript), anti-Qki-6 (Sigma-Aldrich, AB9906), anti-GFP (Abcam, ab13970), anti-AQP0 (Alpha Diagnostic International, AQP01-A), anti-Hmgcs1 (Abcam, ab155787), anti-Pax6 (Abcam, ab5790), anti-aB-crystallin (Abcam, ab13496), anti-ubiquitin (MBL, MK-11-3), anti-p62 (CST, 5114), anti-Hsp90 (Abcam, ab59459), anti-Hmgcr (Abcam, ab174830), anti-Fdps (Abcam, ab189874), anti-aA-crystallin (Abcam, ab5595), anti-b-crystallin (Santa Cruz Technology, sc-22745), anti-b-actin (Sigma-Aldrich, A5441), anti-Srebp2 (10007663, Cayman Chemical), normal rabbit immunoglobulin G (CST, 2729), anti-SREBP2 (Abcam, ab30682), anti-GAPDH (Santa Cruz Biotechnology, SC-32233), anti-SP1 (Abcam, ab13370), anti-Histone H3 (Abcam, ab5176), anti-Pol II (Abcam, ab817), anti-Flag (Sigma-Aldrich, 1804), anti-HA (Abcam, ab1818), HRP-conjugated secondary antibodies (Thermo Fisher, anti-mouse (31320), anti-rabbit (A16104))                                                                                                                                                                                                                                                                                                                                                                                   |
| Validation      | anti-Nestin and anti-GFAP antibodies were validated by immunofluorescence (IF) by Takashi Shingu et al., Nat Genet., 2017, Jan;49(1):75-86. anti-Qki-5 antibody was validated by IF, western blot (WB), immunoprecipitation (IP), and chromatin immunoprecipitation (ChIP) by Xin Zhou et al., J Clin Invest. 2020 May 1;130(5):2220-2236. anti-Qki-6 antibody was validated by IF, WB, and IP by the supplier and Ruben G de Bruin et al., Sci Rep., 2016 Feb 24;6:21643. anti-GFP antibody was validated by IF by the supplier. anti-AQP0 antibody was validated by IF by Rosica S Petrova et al., Exp Eye Res. 2015 Mar;132:124-35. anti-Hmgcs1 antibody was validated by IF and WB by the supplier. anti-Pax6 antibody was validated by IF by the supplier. anti-aB-crystallin was validated by IF and WB by the supplier. anti-aA-crystallin and anti-b-crystallin antibodies were validated by WB by the supplier. anti-ubiquitin was validated by WB by the supplier. anti-p62 was validated by WB by Takashi Shingu et al., Nat Genet., 2017, Jan;49(1):75-86. anti-Hsp90 was validated by WB by the supplier. anti-Hmgcr was validated by WB by the supplier. anti-Fdps was validated by WB by the supplier. anti-b-actin was validated by WB by the supplier. anti-Srebp2 was validated by WB, IP, and ChIP by Ayano Kondo et al., Cell Rep. 2017 Feb 28;18(9):2228-2242 and the supplier. Normal rabbit immunoglobulin G was validated by IP by the supplier. anti-SREBP2 was |

validated by WB by the supplier. anti-GAPDH was validated by WB by the supplier. anti-SP1 was validated by WB by the supplier. anti-Histone H3 was validated by WB by the supplier. anti-Pol II was validated by ChIP by the supplier. anti-Flag and anti-HA were validated by WB by the supplier. HRP-conjugated secondary antibodies were validated by WB by Takashi Shingu et al., Nat Genet., 2017, Jan;49(1):75-86.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HLE-B3 cell line obtained from ATCC (Cat# CRL-11421) and HEK293T cell line                                                                                                                                                                                                                                                                                                                                                                        |
| Authentication                                                       | HLE-B3 cell line: Generated by U P Andley et al. Propagation and immortalization of human lens epithelial cells in culture. Invest. Ophthalmol. Vis. Sci. 35: 3094-3102, 1994. PubMed: 8206728<br>HEK293T cell line: Validated by Xin Zhou et al., Mature myelin maintenance requires Qki to coactivate PPAR $\beta$ -RXR $\alpha$ -mediated lipid metabolism. J Clin Invest. 2020 May 1;130(5):2220-2236. doi: 10.1172/JCI131800. PMID: 32202512 |
| Mycoplasma contamination                                             | Mycoplasma testing was confirmed negative in HLE-B3 cell line and HEK293T cell line.                                                                                                                                                                                                                                                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse, C57BL/6, male and female, age postnatal 17-30 days, Temperature: 72F, Humidity: 50%                                                                                          |
| Wild animals            | No wild animals were used in the study.                                                                                                                                             |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                  |
| Ethics oversight        | All mouse experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                     |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE144757 ( <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144757">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144757</a> )                                                                                                                                                                                               |
| Files in database submission                                       | HLE-B3_WT_QKI-5<br>HLE-B3_WT_SREBP2<br>HLE-B3_QKI KO_SREBP2<br>HLE-B3_WT_POL II<br>HLE-B3_QKI KO_POL II<br>HLE-B3_WT_Input<br>HLE-B3_QKI KO_Input<br>NLPC_WT_Qki-5<br>NLPC_WT_Srebp2<br>NLPC_Qk-/-_Srebp2<br>NLPC_WT_Pol II<br>NLPC_Qk-/-_Pol II<br>NLPC_WT_Input<br>NLPC_Qk-/-_Input<br>NLPC_WT_IgGR<br>NLPC_WT_Qki-5_rep2<br>HLE-B3_WT_QKI-5_rep2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | NA                                                                                                                                                                                                                                                                                                                                                  |

### Methodology

|                  |                                                                                     |
|------------------|-------------------------------------------------------------------------------------|
| Replicates       | Two replicates for HLE-B3_WT_QKI-5 and NLPC_WT_Qki-5, one replicate for the others. |
| Sequencing depth | 20-30 million paired-reads for each sample.                                         |

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | anti-Qki-5 (immunizing rabbit with a short synthetic peptide [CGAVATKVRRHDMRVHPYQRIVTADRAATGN], Genscript), anti-Srebp2 (10007663, Cayman Chemical), anti-Pol II (Abcam, ab817), or normal rabbit IgG (CST, 2729) antibodies                                                                                                                                                                                                                      |
| Peak calling parameters | Reads were mapped to the mouse genome (mm10 version) or human genome (hg19 version) using Bowtie (v1.2.2) with the parameters '-M 1 --best --strata'. Peaks were called by macs2 (v2.1.2) with the parameters 'macs2 callpeak -f BAM -g mm/hs -q 0.05 -t ChIP.bam -n NAME -c INPUT.bam' or Homer (v4.10.1) with the following steps: makeTagDirectory and findPeaks Sample_tag -style factor -size auto -minDist default -i Input_tag -fdr 0.001. |
| Data quality            | Peaks were filtered by FDR 0.05 or 0.001.                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                | Galore (v0.4.4_dev) , Bowtie (v1.2.2), macs2 (v2.1.2), Homer (v4.10.1), samtools (v1.8) and depptools (v3.3.0).                                                                                                                                                                                                                                                                                                                                   |

How the deposited data were processed for this re-analysis (not part of the article)

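RNA-seq was measured in 18 libraries of 3 systems, with 3 libraries in each group: lenses of Ctrl and *Qk*-iCKO mice at P17-19, NLPCs labelled WT and *Qk*-/-, and WT and *QKI* KO HLE-B3 cells. The authors isolated total RNA with the RNeasy Mini Kit, sequenced stranded paired-end reads on Illumina instruments, aligned them with 2-pass STAR to the mouse genome (mm10) or the human genome (hg19) and counted reads per gene with HTSeq. The deposited values are raw counts per gene, in 1 table per system, with no normalization. The tables were checked to hold whole numbers of at least 0 with totals that differ between libraries, and every library was used. Conditions and replicate numbers are those of the deposited labels. The ChIP-seq data were not analysed here.

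The total counts per library ranged from 10319320 to 16425331 in the lens, from 28154202 to 68243360 in the NLPCs and from 69190864 to 81384471 in HLE-B3 cells. The biological coefficient of variation that edgeR estimated was 0.260 in the lens, 0.411 in the NLPCs and 0.168 in HLE-B3 cells, and with 3 libraries against 3 an exact permutation test cannot give a p under 0.10.

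Each system was fitted on its own. Genes were kept by the filter of edgeR (filterByExpr, with a count of 10 and a total count of 15 as its minimums), library sizes were scaled by TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates. P-values were adjusted over all genes tested by the method of Benjamini and Hochberg. Since the paper calls genes at p < 0.05, which is read here as unadjusted, numbers of lower genes are given at the unadjusted threshold as well. Gene sets were compared with Fisher's exact test (one-sided) and with camera in limma 3.58.1 at a correlation between genes of 0.01. The difference between lens and NLPC was tested as an interaction of deletion and system in a joint fit of the genes counted in both mouse tables. Log2 values per library were computed with a prior count of 2, and a fold against a group at or under 3 counts was computed against that floor. Gene coordinates are those of GRCm38 and GRCh37.

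The genes named in the text come from the 19 cholesterol biosynthesis genes, the 15 crystallins of Supplementary Fig. 3c, *Qk*, lists of genes written down beforehand (proteasome subunits, tubulins, nuclear transport genes, Srebp2-related genes, and markers of lens, retina, pigment cells, red cells, leukocytes, sex, neural cells and dividing cells), and in each system the 5 genes with the largest fold change in each direction among those with an adjusted p-value under 0.05, a mean count of at least 50 and no overlap between the groups. All genes of a list count in its set results, and the single results of some are not reported here.

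The alternatives were RLE size factors or total counts alone in place of TMM, factors from genes other than crystallins (lens), every gene with at least 1 count or only genes with at least 10 counts in every sample, the Wald test of DESeq2 1.42.0, the replicate number as a block, each library left out in turn, a correlation estimated from the data in camera, an adjusted p-value under 0.05 in both systems for the shared genes, a minimum change of 1.5-fold, and no adjustment for library size for the crystallins. The closing section gives their effect.

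The steps were tested on simulated data with the depth and spread of each table, in which 200 genes were changed. These had a mean count of at least 50 and were changed by at least 1 on the log2 scale. The edgeR test called 61.5, 65.0 and 92.5% of them in lens, NLPC and HLE-B3, with 8.21, 6.47 and 8.87% of its calls on unchanged genes. For DESeq2 these shares of its calls were 19.0, 27.9 and 17.5%. Where no gene was changed, edgeR called 1, 0 and 0 genes. The shares of changed genes called do not hold for smaller changes. With the 19 cholesterol biosynthesis genes lowered by 0.5 on the log2 scale, 8, 17 and 17 were lower at the unadjusted threshold in lens, NLPC and HLE-B3.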

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

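In this part, the 6 tests on the leukocyte genes and the test on the regions of genes that moved in opposite directions in HLE-B3 cells were chosen only after the result was seen.

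Between lens and NLPC, the effect of *Qk* deletion differed in the joint fit for *Hsd17b7*, *Qk*, *Sqstm1* and *Insig1*, and this difference between groups is why they are listed. The log2 fold change of *Hsd17b7* was −1.01 in the lens (lower in 3 of 3 *Qk*-iCKO lenses than in any Ctrl lens) and 0.18 in the NLPCs, where 2 of the 3 libraries labelled *Qk*-/- lay above every WT library. The difference was 1.28, with an adjusted p of 0.00191 over all genes from edgeR. It was −1.71 for *Sqstm1* (adjusted p = 0.00071; 2.02 in the lens, higher in all 3, and 0.22 in the NLPCs, higher in 2 of 3) and 1.72 for *Insig1* (adjusted p = 0.00288; −1.18 in the lens, lower in all 3, and 0.43 in the NLPCs, higher in all 3). Of the splits of the labels within both systems that part every pair of the same number, 4 of 16 gave at least as many cholesterol biosynthesis genes with a difference as the real one, which gave 1, and the largest number among them was 8. Each of the groupings with at least 1 gene kept the real labels of the lens, so the comparison does not show whether the number is ordinary. With scaling to total counts alone it was 0, with 1 gene at an unadjusted p-value under 0.05. The systems also differ in tissue, in the way the gene was deleted, in sex markers and in depth, and none of these was separated from the effect of the deletion.

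*Qk* itself moved in opposite directions: its log2 fold change was −0.31 in the lens (lower in all 3, and −0.010 with scaling to total counts alone) and 0.41 in the NLPCs (higher in all 3), a difference of 0.82 (adjusted p = 0.0237 over all genes from edgeR). It was −1.34 for *QKI* in HLE-B3 cells, and the difference between NLPCs and HLE-B3 cells was not tested. In the NLPCs, the lowest log2 fold change of *Qk* under the scaling alternatives was 0.42. These settings moved the median of all genes only upward, by 0.017 and 0.049, so they could not have lowered *Qk*. Whether scaling lies behind the direction was thus not tested by them. The median of all genes tested in the NLPCs was 0.040 with TMM, below the 0.41 of *Qk*. The deleted exon makes up 1.00% of the merged exons of the gene, so its loss alone would hardly lower a count over the whole gene, and this remains a possible explanation for a count that did not fall. It leaves open why the count rose. Whether labels were exchanged was not tested, as reads per exon were not analysed here.

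In HLE-B3 cells, every library moved opposite to every library of at least 1 mouse system for further genes, and none of these differences between groups was tested. *PMVK* (0.50; −0.48 in the lens), *FDPS* (0.19; −1.13 in the lens and −0.46 in the NLPCs), *TM7SF2* (0.64; −0.67 and −0.49) and *CRYAB* (0.85; −0.62 and −1.45) were higher in *QKI* KO cells. *SQLE* (−0.24; 0.22 in the NLPCs), *INSIG1* (−1.15; 0.43 in the NLPCs) and *SQSTM1* (−0.61; 2.02 in the lens) were lower. For 3 of the 8 genes, *QKI* included, the median of the nearest genes moved the same way and by a large part of the gene's own change: *PMVK* (median of neighbours 0.37), *FDPS* (0.33) and *CRYAB* (0.53). A copy number of their region that differs between WT and *QKI* KO cells may lie behind the direction of these 3, which cannot be told apart from it, and genes regulated together with their neighbours would look the same. For *CRYAB*, the number of signs that changed under the scaling alternatives in NLPCs and HLE-B3 cells was 0. The species and the cell types differ as well, and no test separated them.

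The mean log2 fold change of the 26S proteasome subunits was 0.22 in HLE-B3 cells and −0.31 in NLPCs, with every library of the one group on the other side from every library of the other, and this difference was not tested. After the trend of log2 fold change on transcript length and GC content was subtracted, the means were 0.25 and −0.49, so the trend does not account for either direction. In HLE-B3 cells the mean of the subunits stayed between 0.17 and 0.26 under the settings run, and in NLPCs between −0.41 and −0.25. A hypothesis is that loss of Qki affects these genes differently in the 2 cell types, and copy number was not tested for them.

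Leukocyte genes are outside the genes the paper discusses and were higher in *Qk*-iCKO lenses. The 5 tested had a mean log2 fold change of 5.42, each with an adjusted p-value under 0.05, and the 6 markers together had 15, 22 and 46 counts in the Ctrl lenses and 1004, 613 and 747 in the *Qk*-iCKO lenses. The mean library size of the *Qk*-iCKO lenses was 0.734 times that of the Ctrl lenses, which would lower the counts, and with factors from genes other than crystallins the mean was 5.42. *Qk*-iCKO lens 1 had *Xist* and almost no Y-linked counts, as the Ctrl lenses did. There the leukocyte markers stood at 32.4 times the highest Ctrl lens, so sex does not account for them in that lens. In 1 *Qk*-iCKO lens, lens 3, the counts scaled to library size (CPM) of pigment-cell markers lay within the range of the Ctrl lenses while its leukocyte counts lay above, and in 1, also lens 3, those of blood did (red-cell markers 2.69, 2.25 and 1.16 in Ctrl and 9.30, 3.10 and 1.16 in *Qk*-iCKO lenses). Carried-over blood or pigmented tissue alone thus does not account for all 3 lenses. After the trend on transcript length and GC content was subtracted, the mean was 5.25, so the trend does not account for it. A candidate source is leukocytes in or on the cataractous lenses, as a hypothesis, since it was found and tested on the same 3 lenses per group.

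Pigment-cell genes, also outside the paper's genes, had a mean log2 fold change of 3.33 over the 3 tested in the lens. None of the 3 had an adjusted p-value under 0.05 over all genes and 3 had an unadjusted p-value under 0.05. The markers stood at 5.59, 6.61 and 3.10 CPM in the Ctrl lenses and 203, 20.0 and 6.59 in the *Qk*-iCKO lenses, so that most of the mean rests on *Qk*-iCKO lens 1. No test separated tissue carried over in dissection from expression in the lens.

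A further 3 signals lie in genes that the paper does not discuss and are near or at 0 in the controls. *Retnla* had 4124, 3136 and 2908 counts in *Qk*-iCKO lenses and 0, 0 and 0 in Ctrl lenses, at least 1272-fold higher (log2 fold change 14.83, adjusted p = 0.00011 from edgeR). *ZFP28* had 322, 396 and 393 counts in *QKI* KO HLE-B3 cells and 0, 0 and 0 in WT cells, at least 129-fold higher (log2 fold change 11.57, adjusted p = 7.0e-10 from edgeR), while its 50 nearest genes had a median of 0.36. *Muc5ac* had 23, 181 and 28 counts in the NLPC libraries labelled *Qk*-/- and 3, 3 and 0 in WT libraries (log2 fold change 5.95, adjusted p = 0.041 from edgeR). Most of these counts came from one library, and the log2 fold change ran from 3.54 to 6.57 with each library left out in turn. For these genes, reads shared with related genes, differences between clones or litters and the state of the cells were not tested. *Retnla* was higher in the same lenses as the leukocyte genes, and whether its counts came from leukocytes was not tested either.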

How the results depend on the processing

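The alternatives in this part, and the choices they replace, were set before the data were examined, apart from the mean of the crystallins and its correlation estimated from the data, which were added afterwards. Each changed 1 choice. With RLE size factors, factors from genes other than crystallins, at least 10 counts in every sample or the replicate block, the numbers of changed genes, of lower genes and lower cholesterol biosynthesis genes at the unadjusted threshold, of changed crystallins, of shared genes and of genes in the joint fit stayed within 1.5 times the reported ones, and the means of the cholesterol biosynthesis, proteasome and crystallin genes kept their direction and their side of the threshold of camera. Smaller numbers moved further in the lens: with the block, the cholesterol biosynthesis genes with an adjusted p-value under 0.05 went from 3 to 6, and those lower at the unadjusted threshold from 3 to 6 for the proteasome and from 1 to 2 for the crystallins. In HLE-B3 cells, where libraries of the same number had a mean correlation of 0.023 across genes, the replicate block gave 5901 changed genes (3023 higher and 2878 lower), 5801 of them also without it, and a mean of −0.11 for the cholesterol biosynthesis genes.

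Scaling to total counts alone raised the median log2 fold change of all genes tested in the lens by 0.29 and the share of higher genes among the changed genes from 68.4 to 86.9%. The lens then had 884 changed genes, 768 higher and 116 lower, and 387 lower at the unadjusted threshold, 3 of them cholesterol biosynthesis genes. Relative to the median of all genes, the median of the 19 cholesterol biosynthesis genes was −0.60 with total counts and −0.56 with TMM. The proteasome mean in the lens turned to 0.028, while relative to the median of all genes it was −0.26 with total counts and −0.23 with TMM and camera in limma still passed its threshold, so the shift of all genes accounts for the change of sign. With total counts, 1 crystallin passed, lens and NLPC shared 71 lower genes, and the joint fit of lens and NLPC gave 0 cholesterol biosynthesis genes (1 at an unadjusted p-value under 0.05). *Mvk* (0.060) and *Sqle* (0.21) in the lens and *DHCR7* (−0.0045) in HLE-B3 cells changed sign, each by about the shift of the median of all genes (−0.056 in HLE-B3 cells), which accounts for these changes. For the numbers of genes, the cause was not tested.

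The mean of the cholesterol biosynthesis genes in HLE-B3 cells passed the threshold of camera in limma with total counts (−0.17, p = 0.041), with every gene with at least 1 count (−0.11, p = 0.0171) and with DESeq2 (−0.11, p = 0.0169), and p ranged from 0.0169 to 0.26 over the alternatives, while the exact permutation test on the means per library cannot give a p under 0.10. Fisher's exact test for the lower genes among them, which gave p = 0.0766, passed with the same 3 settings (p from 0.000141 to 0.0712 over the alternatives). Keeping every gene with at least 1 count also gave 2521 changed genes in the lens and reversed lens *Srebf2* (−0.0084) and *Idi1* in the NLPCs (−0.018). DESeq2 gave 3808 changed genes in the NLPCs, 3 crystallins, 2 cholesterol biosynthesis genes in the joint fit and −0.018 for *Srebf2*, which also reversed with the replicate block (−0.020). With the correlation estimated from the data, camera in limma no longer passed its threshold for the cholesterol biosynthesis genes in the lens (−0.45, p = 0.22) and the NLPCs (−0.30, p = 0.279) or for the proteasome in the lens (−0.22, p = 0.49) and the NLPCs (−0.31, p = 0.173), nor for the crystallins (−0.32, p = 0.545). A change of at least 1.5-fold left 2551 changed genes in HLE-B3 cells, raw counts without adjustment for library size gave 7 crystallins, and an adjusted p-value under 0.05 in both systems gave 53 genes shared by lens and NLPC and 248 by NLPC and HLE-B3. For these results the cause was not tested.

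Leaving out 1 library at a time gave 581 to 1709 changed genes in the lens and 681 to 3797 in the NLPCs, 1899 to 3425 lower genes in the NLPCs at the unadjusted threshold, 5 to 11 lower cholesterol biosynthesis genes in the lens and 6 to 12 in the NLPCs, 0 to 2 changed crystallins, 231 to 401 genes shared by lens and NLPC, and 1 to 3 cholesterol biosynthesis genes in the joint fit. The mean of the crystallins ran from −0.51 to −0.076 and no longer passed the threshold of camera in limma without *Qk*-iCKO lens 1 (−0.076). The proteasome mean in the lens ran from −0.30 to −0.087 and no longer passed it without the same lens (−0.087). The mean of the cholesterol biosynthesis genes in HLE-B3 cells ran from −0.12 to −0.076 and among these fits passed it only without WT 2 (−0.12). Fisher's exact test for their lower genes gave p from 0.00282 to 0.059 and passed in every fit but that without *QKI* KO 2. Ranges that crossed 0 were those of *Sqle* (−0.15 to 0.051) and *Srebf2* (−0.23 to 0.15) in the lens, *Idi1* (−0.035 to 0.051) and *Srebf2* (−0.047 to 0.27) in the NLPCs, and *SC5D* (−0.12 to 0.010) and *DHCR7* (−0.034 to 0.12) in HLE-B3 cells, among the cholesterol biosynthesis genes reported singly and *Srebf2*. For these the cause was not tested.

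Over all alternatives and libraries left out, the genes followed singly gave 447 values in the lens. Among these genes are some picked for the largest fold changes, whose single results are not reported here. Of the 447 values, 406 kept their direction and their side of the adjusted threshold, 21 fell below it, 11 rose past it and 9 changed direction. In the NLPCs these numbers were 337, 42, 3 and 8 of 390, and in HLE-B3 cells 353, 17, 2 and 3 of 375. Depth limits which genes can be tested: 12201 of 46882 genes had enough counts in the lens, where crystallins took most of the counts of every library, against 20371 of 54838 in the NLPCs and 19049 of 60880 in HLE-B3 cells.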

Differences from the paper's values

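In this part, the numbers of genes by direction alone and the test of the crystallins on TMM-scaled counts were not set before the data were examined. NLPCs and HLE-B3 cells shared 584 lower genes, where the paper shows about 350 in Fig. 5f, read by eye. Among the alternatives set before the data were examined, the number lay within 1.5 times the paper's with at least 10 counts in every sample (523) and with an adjusted p-value under 0.05 in both (248), and when certain libraries were left out (WT NLPC 1, 2 or 3 with 439, 489 and 421, WT HLE-B3 1 or 2 with 496 and 519, *QKI* KO HLE-B3 1 or 3 with 519 and 496). It did not with RLE size factors (545), total counts alone (571), every gene with at least 1 count (649), DESeq2 (578) or the replicate block (565).

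For the crystallins, the test named in the legend of Supplementary Fig. 3c was applied to the raw counts. The p-value of *Cryaa* was 0.00204 against the paper's 0.2550. The other pairs, each with the paper's value second, were *Crygb* 0.376 and 0.6485, *Crybb1* 0.0933 and 0.3587, *Crygd* 0.315 and 0.5985, *Cryba4* 0.00323 and 0.1548, *Cryba1* 0.0191 and 0.2052, *Crybb3* 0.0672 and 0.4050, *Crygc* 0.0133 and 0.5845, *Crygs* 0.0187 and 0.2291, *Cryab* 0.00468 and 0.2721, *Cryge* 0.291 and 0.9551, *Crybb2* 0.00238 and 0.2290, *Cryba2* 0.00245 and 0.1341 and *Crygn* 0.0711 and 0.2052. On the raw counts, 8 of the 15 were under 0.05. Of the alternatives set before the data were examined, total counts brought *Crybb3* (0.508) and *Crygn* (0.14) within 1.5 times the paper's value and RLE size factors brought *Crygb* (0.928), *Crybb1* (0.536), *Crygd* (0.803), *Crygc* (0.753) and *Cryge* (0.777), while the others were left apart by both. TMM-scaled counts brought *Crygb* (0.87), *Crygd* (0.736), *Crygc* (0.829), *Cryge* (0.714) and *Crygn* (0.139).

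The paper counts *Idi1* and *Sc5d* among the lower genes of the lens. Here their log2 fold changes were −0.38 and −0.38 with unadjusted p-values of 0.183 and 0.0762 from edgeR, and neither had an unadjusted p-value under 0.05 under any of the settings run. The number of lower cholesterol biosynthesis genes that the paper gives for the lens was reached only by counting log2 fold changes below 0 with total counts alone (14 genes).

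The paper counts more lower cholesterol biosynthesis genes in NLPCs than the 11 with an unadjusted p-value under 0.05 here. As many as the paper counts had a log2 fold change below 0 with every gene with at least 1 count and without WT 1, WT 3, *Qk*-/- 1 or *Qk*-/- 3. At the threshold, every gene with at least 1 count gave 13, with *Pmvk* and *Dhcr7* added, DESeq2 gave 12, with *Pmvk* added, and leaving out *Qk*-/- 3 gave 12, *Pmvk* among them. *Cyp51* passed only without *Qk*-/- 2, and *Idi1*, *Sqle*, *Hsd17b7* and *Ebp* were lower at the threshold under no setting run.

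In NLPCs, Fig. 2j, read by eye, shows *Ebp* as the only higher gene. The paper's text counts 16 of the 19 genes as lower, so *Ebp* was not the only gene outside that count. Here *Sqle* (0.22) and *Hsd17b7* (0.18) were also above 0 under every setting run, neither with an adjusted p-value under 0.05 in the reported fit. The paper describes a loss of Qki in NSCs and NLPCs by immunofluorescence, and it also shows an immunoblot of Qki-5 in NLPCs of both genotypes. Both assays are of protein, whereas the *Qk* count covers the RNA of the whole gene. That count was higher in the libraries labelled *Qk*-/-. Its log2 fold change lay between 0.39 and 0.46 over the alternatives, with an adjusted p-value of up to 0.20.

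For HLE-B3 cells the paper states a reduced expression of the cholesterol biosynthesis genes. Here 7 of the 19 were lower and 4 higher with an adjusted p-value under 0.05. Fisher's exact test for the lower genes gave p = 0.0766 over 19049 genes tested. With DESeq2, which the paper used, it gave p = 0.00317 over 36791 genes tested. The mean log2 fold change of the 19 was −0.11 (camera in limma, p = 0.0727, and exact permutation test on the means per library, p = 0.10).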

Other observations

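In this part, the tests of sex, of dilution by leukocyte RNA and of the share of lens RNA for the cholesterol biosynthesis genes of the lens, of distinct molecules in an NLPC library, of library size for the crystallins, of other splits for their mean, of the shared genes of Fig. 5f and of the neighbours of the cholesterol biosynthesis genes in HLE-B3 cells were chosen only after the result was seen.

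Libraries carry replicate numbers in both groups, so each real grouping was compared with the groupings of 3 against 3 that part all 3 pairs of the same number. Of the 4 such splits, the real one included, 1 gave as many changed genes as the real one in the lens (1496 against at most 0), in the NLPCs (2179 against 0) and in HLE-B3 cells (6341 against 0). The same 1 of 4 was found for the genes lower at the unadjusted threshold (lens 1388 against at most 139, NLPC 2849 against 198, HLE-B3 3917 against 176), for the number of lower cholesterol biosynthesis genes (lens 12 against at most 0, NLPC 11 against 0, HLE-B3 7 against 1), and for the size of the mean of these genes (lens 0.45 against at most 0.22, NLPC 0.30 against 0.18, HLE-B3 0.11 against 0.071) and of the proteasome genes (lens 0.22 against at most 0.20, NLPC 0.31 against 0.17). For the number of changed crystallins, 4 of 4 did, as the real number was 0, with 1 at an unadjusted p-value under 0.05, and for the size of their mean 2 of 4 did (0.32 against at most 0.36). Of the 16 pairs of such splits, 1 gave as many shared lower genes for lens and NLPC (352 against at most 21) and 1 for NLPC and HLE-B3 (584 against 33). With 4 or 16 groupings, the share of groupings as large cannot be below 0.05. The other 6 splits of each system part only 1 pair and keep the other 2 together, and among them 1 was as large for the proteasome in the lens (0.22), 6 were for the number of changed crystallins and none was for the remaining results of single systems.

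The mean log2 fold change of the cholesterol biosynthesis genes after the trend on transcript length and GC content was subtracted was −0.68 in the lens, −0.49 in the NLPCs and −0.073 in HLE-B3 cells, or 150.1, 161 and 63.2% of the means before, so the trend does not account for those of the lens and the NLPCs, and it may account for part of that in HLE-B3 cells. Less the median of the 50 genes nearest to each, the mean in HLE-B3 cells was −0.13. *Qk*-iCKO lens 1 had *Xist* and almost no Y-linked counts, as the Ctrl lenses did. In it the 19 genes lay at −0.68 relative to the Ctrl mean, below every Ctrl lens. The sex of the mice thus does not account for the decrease in that lens. The 8 lens marker genes tested had a mean of −0.58 and a median of −0.45, against a mean of −0.45 for the 19 genes. In 2 *Qk*-iCKO lenses, 2 and 3, crystallins made up 66.9 and 65.3% of the counts, above the lowest Ctrl lens (64.7%), and the 19 genes lay at −0.24 and −0.44, below every Ctrl lens, while in lens 1 crystallins made up 56.3%. The lens markers together stood below every Ctrl lens in 3 *Qk*-iCKO lenses, at 165700, 167500 and 169600 CPM against 201000, 194100 and 189200. The 2 measures disagree for lenses 2 and 3, and the decrease cannot be told apart from a smaller share of lens RNA, to which RNA of leukocytes may contribute. No such test was made for the NLPCs.

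Fold changes ran together along the chromosomes. The spread of the medians over blocks of 100 neighbouring genes was 0.0723 in the lens, 0.137 in the NLPCs and 0.174 in HLE-B3 cells, and the largest among 1000 shuffles of the gene order was 0.0713, 0.0851 and 0.0637. The number of shuffles with as large a spread was 0 in the lens, 0 in the NLPCs and 0 in HLE-B3 cells, as a copy number that differs between the groups would give. The median was −0.44 for chromosome 18, −0.30 for chromosome 13, −0.18 for chromosome 8 and 0.23 for chromosome 4 in HLE-B3 cells, and 0.25 for chromosome 1, 0.21 for chromosome 15 and −0.14 for chromosome 8 in NLPCs. Neighbouring genes that are regulated together would give the same result, so the copy number of these chromosomes remains a hypothesis, and DNA was not measured.

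Across the 14 genes that the paper measured by RT-qPCR in the lens, Spearman's rho between the RT-qPCR and RNA-seq fold changes was 0.393 (permutation test, p = 0.165), and across the 10 in the NLPCs it was 0.503 (permutation test, p = 0.145; adjusted over the 2 by Benjamini-Hochberg, p = 0.165 for both). Genes are not independent replicates, and neither order was shown to be shared. The sign was the same for 14 of 14 genes in the lens and 9 of 10 in the NLPCs, and the drop was larger by RT-qPCR for 12 and 8.

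Replicate 2 among the NLPC libraries labelled *Qk*-/- lay apart from the other NLPC libraries. After every library was thinned to the smallest total, its mean correlation across genes with the others was 0.907, against 0.955 to 0.962 for the rest, so its smaller size does not account for it. Of its genes with 1 to 50 counts, 17.8% had 1 to 5 counts, against 40.2 to 51.0% in the other libraries. Fewer distinct molecules behind its reads may explain this. The number of genes detected showed no such loss: it was 29167, against 26692 to 32822 in the other libraries. Genes with at least 10 counts were more than in any other NLPC library (24514 against 19412 to 20631). The explanation thus stays open. No biological explanation was tested.

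On raw counts, 11 of the 15 crystallins had every *Qk*-iCKO lens below every Ctrl lens, and after scaling to total counts 6 did, where chance gives 10% for either order of the groups. The smaller libraries of the *Qk*-iCKO lenses thus may account for part of the lower raw counts of the crystallins, and library size does not account for those that stayed apart.

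Fig. 5f is described in the text of the paper as genes lower in lens and NLPC and in its legend as genes lower in NLPC and HLE-B3 cells. Of the 2 overlaps, 1 lay within 1.5 times the number in the figure, that of lens and NLPC (352 genes).

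Retina markers stood at 74.7, 596 and 2.37 CPM in the Ctrl lenses and at 134, 35.7 and 13.7 in the *Qk*-iCKO lenses.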
